# Melatonin inhibits bladder tumorigenesis by suppressing PPARγ/ENO1-mediated glycolysis

**DOI:** 10.1038/s41419-023-05770-8

**Published:** 2023-04-06

**Authors:** Dexin Shen, Zhao Deng, Wei Liu, Fenfang Zhou, Yayun Fang, Danni Shan, Gang Wang, Kaiyu Qian, Mengxue Yu, Yi Zhang, Lingao Ju, Yu Xiao, Xinghuan Wang

**Keywords:** Bladder cancer, Diagnostic markers, Targeted therapies

## Abstract

Melatonin is a well-known natural hormone, which shows a potential anticancer effect in many human cancers. Bladder cancer (BLCA) is one of the most malignant human cancers in the world. Chemoresistance is an increasingly prominent phenomenon that presents an obstacle to the clinical treatment of BLCA. There is an urgent need to investigate novel drugs to improve the current clinical status. In our study, we comprehensively explored the inhibitory effect of melatonin on BLCA and found that it could suppress glycolysis process. Moreover, we discovered that ENO1, a glycolytic enzyme involved in the ninth step of glycolysis, was the downstream effector of melatonin and could be a predictive biomarker of BLCA. We also proved that enhanced glycolysis simulated by adding exogenous pyruvate could induce gemcitabine resistance, and melatonin treatment or silencing of *ENO1* could intensify the cytotoxic effect of gemcitabine on BLCA cells. Excessive accumulation of reactive oxygen species (ROS) mediated the inhibitory effect of melatonin on BLCA cells. Additionally, we uncovered that PPARγ was a novel upstream regulator of ENO1, which mediated the downregulation of ENO1 caused by melatonin. Our study offers a fresh perspective on the anticancer effect of melatonin and encourages further studies on clinical chemoresistance.

## Introduction

Bladder cancer (BLCA) is a malignant tumor originating from the bladder mucosa and is one of the top ten common tumors in humans [1]. According to the latest data, in 2022, the number of estimated new BLCA cases in China is 91,893, and in the United States, it is 84,825, which makes BLCA the second most common cancer of the human urinary system [2]. BLCA can occur at any age, even in children. Its incidence rate increases with age, with a higher incidence at the ages of 50 to 70 years. The incidence rate of BLCA in men is three to four times more than in women [1, 2]. Moreover, compared with the data published earlier, the number of estimated new BLCA cases and deaths is on the rise [1–5]. The high incidence and mortality rate render BLCA a global “killer”, threatening public health. Treatment of BLCA has transformed from traditional binary therapy consisting of surgery and chemotherapy, to modern multidimensional therapy consisting of surgery, chemotherapy, radiotherapy, and immunotherapy [6–8]. Nevertheless, clinical drug resistance is an unavoidable dilemma in patients treated with cisplatin and gemcitabine. Therefore, we need to investigate the mechanism underlying clinical drug resistance and explore novel drugs to elevate or treat chemosensitivity in the current BLCA treatment strategy.

Melatonin (N-acetyl-methoxy-tryptamine) is a well-known anti-inflammatory and antioxidant natural hormone synthesized in the human pineal gland [9]. However, melatonin administered at a pharmacological concentration range inhibits multiple human cancers and can synergistically interact with the currently used drugs [10–14]. In breast cancer, melatonin promotes the degradation of HER2 and increases the efficiency of lapatinib [15, 16]. In acute myeloid leukemia, melatonin sensitizes FLT3/ITD-positive cells to sorafenib by re-modifying the cellular redox homeostasis [17]. In renal cell carcinoma, melatonin initiates “tumor slimming” by promoting lipid browning and autophagy mediated by the PGC1α/UCP1 axis [18]. In prostate cancer, melatonin reduces lipid accumulation by restoring the expression level of CES1, a tumor suppressor, and reversing enzalutamide resistance in castration-resistant prostate cancer (CRPC) animal models [19]. In head and neck squamous cell carcinoma, melatonin modulates folate metabolism by suppressing the MTHFD1L-formate axis [20]. Moreover, melatonin amplifies the cytotoxic effect of shikonin by promoting the excessive accumulation of reactive oxidative species (ROS) and disrupting the SIRT3-SOD2-AKT pathway in several human cancer cells [10]. Nevertheless, no research is available on the anticancer effect of melatonin on human BLCA, especially whether melatonin could modulate the metabolic program in BLCA and therefore suppress the progression of BLCA, and the subject deserves further exploration.

In this study, we thoroughly investigated anticancer effects of melatonin on BLCA. We demonstrated that melatonin could repress glycolysis in BLCA by targeting the PPARγ-ENO1-glycolysis axis and causing ROS accumulation to disrupt cellular homeostasis. Moreover, we revealed that when melatonin interrupts glycolysis, this could elevate the sensitivity of BLCA cells to gemcitabine. Generally, our study revealed a novel metabolic reprogramming role of melatonin in treating BLCA and presented a promising prospect of melatonin in future BLCA treatment.

## Materials and methods

### Cell culture experiments

BLCA cell lines (T24, 5637, UM-UC3) and human embryonic kidney cell 293 T were purchased from the Chinese Academy of Sciences (Shanghai, China). T24 and 5637 were maintained in RPMI-1640 medium (Gibco, USA) with 10% FBS (Excell Bio, China). UM-UC3 was maintained in MEM medium (Gibco, USA) with 10% FBS. 293 T was maintained in DMEM medium (Hyclone, USA) with 10% FBS. All human cell lines have been authenticated using STR profiling. All cell lines were cultured in a humidified atmosphere with 5% CO_2_ and 95% air in a 37 °C incubator.

### Drug treatment

Melatonin (MCE, HY-B0075), GW9662 (MCE, HY-16578), and Rosiglitazone (MCE, HY-17386) were supplemented into the medium to treat BLCA cells with an annotated duration. Gemcitabine (Selleck, S1714) was supplemented into the medium for 24 h before melatonin treatment or with siRNA transfection for 48 h. Pyruvate (MCE, HY-Y0781) and N-acetyl-L-cysteine (NAC) (MCE, HY-B0215) were supplemented 8 h before melatonin treatment, gemcitabine, or siRNA transfection.

### Detection of Caspase 3 activity

Cells treated with melatonin for 24 h were collected and washed with PBS three times. All the subsequent steps were performed according to the user’s instructions for the Caspase 3 Activity Assay Kit (Beyotime, C1116).

### Detection of cellular pyruvate

1.5 × 10^5^ cells were placed per well in 6-well plates and cultured for 24 h. Then, the cells were treated with melatonin, with an annotated concentration, for 24 h or *ENO1*-specific siRNAs for 48 h. Cells were collected, and all subsequent steps were performed according to the user’s instructions for the Pyruvate Assay Kit (Abcam, ab65342).

### Dual-luciferase reporter assay

293 T cells were added to 24-well plates 24 h before transfection. pGL3-ENO1-WT and pGL3-ENO1-Mut luciferase reporter plasmids were purchased from GeneCopoeia (Guangzhou, China). JASPAR online database (https://jaspar.genereg.net/) was used for putative binding site prediction, and the binding sites were deleted to construct the pGL3-ENO1-Mut luciferase reporter plasmid. Luciferase activity was measured by a dual-luciferase reporter assay system (Promega, E1910).

### Nucleic acid transfection

*ENO1*-specific and *PPARγ*-specific siRNAs were purchased from GenePharma (Suzhou, China). PPARγ-Flag plasmid was purchased from the Miaoling plasmid platform (Wuhan, China). The sense sequence of *ENO1*, *HIF-1α* and *PPARγ* target siRNAs are listed in Supplementary Table S1.

### Total mRNA extraction and qRT-PCR

Total mRNA extraction was performed according to the user’s instructions for the HiPure Total RNA Mini Kit (Magen, R4111-03). qRT-PCR was performed using iTaq Universal SYBR Green Supermix (Bio-Rad, #1725125). The primer sequences are listed in Supplementary Table S2.

### Chromatin immunoprecipitation (ChIP) assay

1 × 10^7^ cells were cross-linked using 1% methanal and were ultrasonicated for chromatin fragmentation. PPARγ or IgG antibodies were cocultured with fragmented chromatin for 12 h at 4°C. Proteinase K was added for de-crosslinking, and samples were incubated for 12 h in a water bath at 65°C. Then, qRT-PCR was performed for quantification. All the subsequent steps were performed according to the user’s instructions for the SimpleChIP Plus Sonication Chromatin IP Kit (CST, #56383). The primers and antibodies used in this study are listed in Supplementary Tables S2 and S3, respectively.

### Gene set enrichment analysis (GSEA)

GSEA version 4.2.3 was used to analyze RNA-seq data of melatonin treatment and CCLE transcription data. Normalized enrichment score (NES) > 1 and *p* < 0.05 were considered significant.

### RNA-seq analysis

Total RNA was extracted as mentioned above, and further treated with DNase to remove genomic DNA contamination. Isolation of mRNA was performed using the NEBNext PolyA mRNA Magnetic Isolation Module (NEB, USA), and the mRNA was then used for RNA-Seq library preparation with the NEBNext Ultra Directional RNA Library Prep Kit for Illumina (NEB, USA). The library was then subjected to Illumina sequencing with paired-end 2*150 bp as the sequencing mode.

Raw reads were filtered to obtain high-quality clean reads by removing sequencing adapters, short reads (length < 35 bp) and low-quality reads using Cutadapt v1.18 and Trimmomatic v0.35. Then FastQC is used to ensure high reads quality. The clean reads were mapped to the human genome (assembly GRCh38) using the HISAT2 v2.1.0 software.

### Western blot

Cells were lysed in RIPA (Beyotime, P0013B) buffer containing protease and phosphatase inhibitors. Equal amounts of cell lysates were separated using SDS-PAGE. Antibodies are listed in Supplementary Table S3.

### Proliferation assays

For methyl thiazolyl tetrazolium (MTT) assay, 2500 cells per well were placed into a 96-well plate with a 200 μL medium and incubated at 37 °C. 20 μL of MTT solution was added per well, and the cells were incubated for 4 h. Then, the medium was discarded, and 200 μL DMSO was added to dissolve the precipitate. The microplate reader (SpectraMax M2, USA) detected an absorption value of 570 nm. For the clone formation assay, 1000 cells per well were placed into a six-well plate with 2 mL medium. T24 and 5637 cells were cultured for 10 days, and UM-UC3 cells were cultured for 7 days. 4% PFA was used to fix colonies for 1 h, and 0.1% crystal violet was used to stain colonies for 1 h.

### Flow cytometry of cell cycle, apoptosis, and ROS

Cells were collected and washed three times with PBS. For the cell cycle analysis, cells were re-suspended in 1 mL DNA staining solution. 10 μL propidium iodide (PI) solution (MultiSciences Biotech, China) was added. The cells were incubated in darkness for at least 30 min. For the apoptosis analysis, cells were re-suspended in 100 μL 1× Annexin V binding buffer, and then, we sequentially added 5 μL Annexin V-FITC and 5 μL PI solution (Sungene Biotech, China). Another 400 μL 1× Annexin V binding buffer was added after 30 min of incubation. A parameters regulation was performed at each independent experiment according to the user’s instructions. For the ROS analysis, cells were re-suspended in 1 mL FBS-free medium, and 1 μL DCFH-DA (Sigma, D6883) was added. After 30 min of incubation, cells were centrifuged and re-suspended in a 1 mL FBS-free medium. Each sample was analyzed using flow cytometry analysis (Beckman, USA).

### Migration assays

For the transwell assays, 40,000 UM-UC3 or T24 or 120,000 5637 BLCA cells per well were placed into the upper chamber with an FBS-free medium. The bottom chambers were supplemented with a medium containing 10% FBS. After being incubated for 24 h in the incubator, cells that stayed in the upper membrane were discarded, and cells that crossed the membrane were fixed and stained, and pictures were taken.

### In vivo experiments

The Experimental Animal Welfare and Ethics of the Zhongnan Hospital of Wuhan University (approval No. ZN2021253) approved this study. Male BALB/c nude mice (4 weeks of age) were purchased from WTLH Co., Ltd. (Beijing, China). T24 BLCA cells were used to construct the in vivo model infected by LV-*shENO1* and LV-*shNC*. The sequence for LV-*shENO1* and LV-*shNC* were 5’-GCAUUGGAGCAGAGGUUUATT-3’ and 5’-UUCUCCGAACGUGUCACGUTT-3’, respectively. All mice were adaptively fed for 7 days in SPF environment and then were randomly divided. The investigator was blinded to the group allocation of the animals during the experiment. The sample size of each experiment is shown in the legend. No data were excluded from the analysis.

For the subcutaneous tumor-bearing experiment, 4 × 10^6^ infected T24 cells in 100 µL PBS were subcutaneously injected into the bilateral abdomen of each mouse. Drugs were intraperitoneally injected. The tumor size was measured every 5 days on the 10th day after injection. The tumor size was calculated as follows: (length × width^2^)/2 (mm^3^). Melatonin was given at a dose of 100 mg/kg, and gemcitabine was given at a dose of 10 mg/kg every 2 days. Forty-five days after the injection, mice were sacrificed, and the xenograft tumors were removed and weighed.

For the lung metastasis experiment, 9 × 10^5^ infected T24 cells in 100 µL PBS were injected into the tail vein. Melatonin was given at a dose of 100 mg/kg. Forty-five days after the injection, the mice were photographed and sacrificed, and the lungs were removed for photographing and staining.

### Immunohistochemistry (IHC) and Hematoxylin & Eosin (H&E) staining

For H&E staining, we put the slices in xylene I for 10 min, xylene II for 10 min, absolute ethanol I for 5 min, absolute ethanol II for 5 min, 95% alcohol for 5 min, 90% alcohol for 5 min, 80% alcohol for 5 min, and 70% alcohol for 5 min and washed them with distilled water. The slices were treated with the following and washed with distilled water after each treatment: harris hematoxylin stain for 3–8 min, 1% hydrochloric acid in 70% alcohol for a few seconds for differentiation, and 0.6% ammonia. We stained the slices with eosin staining solution for 1–3 min. We put the slices in 95% alcohol I for 5 min, 95% alcohol II for 5 min, absolute ethanol I for 5 min, absolute ethanol II for 5 min, xylene I for 5 min, and xylene II for 5 min, dehydrate and transparent, take the slices out of xylene and dry them slightly, and seal them with neutral gum. Microscopic examination, image acquisition, and analysis.

IHC staining was performed as previously reported [21].

### Statistical analysis

All experiments were performed at least three times. Two-tailed Student’s *t* test was used to evaluate the statistical significance of differences between the two groups. We used GraphPad Prism Version 8.0 to perform the statistical analysis. *p < 0.05, **p < 0.01, and ***p < 0.001 were considered statistically significant.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Results

### Melatonin inhibited BLCA proliferation and metastasis

We first performed proliferation assays to examine the sensitivity of BLCA cells to melatonin (Fig. 1A). The results demonstrated that the inhibitory effect of melatonin on BLCA cells is time- and dose-dependent (Fig. 1B). The clone formation assay showed that clone numbers decreased with an increase in melatonin concentration (Fig. 1C and Supplementary Fig. S1A, B). The cell cycle analysis showed that melatonin treatment caused a significant G1 phase arrest (Fig. 1D and Supplementary Fig. S2A) and a decrease in cycle-related proteins like CDK4 and an increase in p21 (Fig. 1G and Supplementary Fig. S2E). The results of apoptosis also demonstrated that the cytotoxic effect of melatonin is dose-dependent (Fig. 1E and Supplementary Fig. S2B). Besides, the detection of caspase 3 activity showed that melatonin treatment activated caspase 3 (Fig. 1F and Supplementary Fig. S2C). Western blot assays showed treatment with melatonin significantly elevated Bim, a pro-apoptosis protein, while it decreased Bcl-2, an anti-apoptosis protein. Moreover, γH2AX, a marker of DNA double-strand break, presented a profound augmentation (Fig. 1G and Supplementary Fig. S2E).

**Fig. 1:**
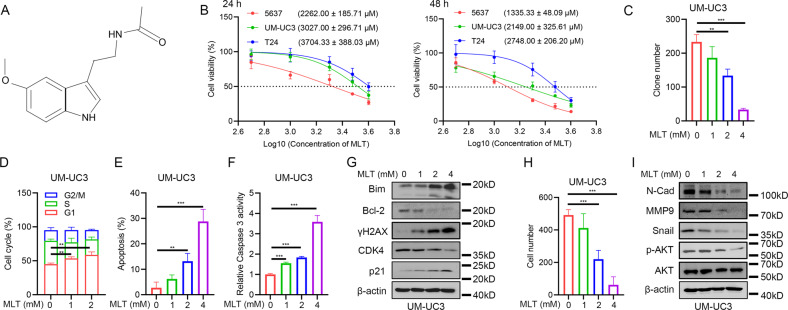
Melatonin exerted inhibitory effects on proliferation and metastasis of BLCA cells. **A** Structural of melatonin. **B** IC50 value of 24 h and 48 h melatonin treatment on BLCA cells (*n* = 3). **C** Statistical analysis of clone formation assay of UM-UC3 cells under 48 h melatonin treatment (*n* = 3). **D** Statistical analysis of cell cycle distribution of UM-UC3 cells under 24 h melatonin treatment (*n* = 3). **E** Statistical analysis of apoptotic cells of UM-UC3 cells under 24 h melatonin treatment (*n* = 3). **F** Caspase 3 activity assay of UM-UC3 cells under 24 h melatonin treatment (*n* = 3). **G** Western blot assay of apoptosis-related and cell cycle-related proteins of UM-UC3 cells after 24 h melatonin treatment. **H** Transwell assay of UM-UC3 cells after 24 h melatonin treatment and statistical analysis. **I** Western blot assay of EMT-related proteins cells after 24 h melatonin treatment. *p < 0.05, **p < 0.01, ***p < 0.001.

Next, we explored whether melatonin could suppress the metastatic ability of BLCA cells. The transwell assays showed that melatonin treatment decreased the migratory ability of BLCA cells in a dose-dependent manner (Fig. 1H and Supplementary Fig. S2D). The level of EMT-related proteins, including N-Cad, MMP9, and Snail, was decreased in a dose-dependent manner (Fig. 1I and Supplementary Fig. S2F). Moreover, we found that melatonin treatment inhibited the phosphorylation of AKT (Fig. 1I and Supplementary Fig. S2F). To conclude, we showed that melatonin treatment exerted a comprehensive and dose-dependent inhibitory effect on the proliferation and metastasis ability of BLCA cells by causing cell cycle arrest, inducing apoptosis, and suppressing AKT activity.

### Identification of ENO1 as a potential downstream of melatonin in human BLCA cells

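For RNA-seq, 5637 and UM-UC3 cells, both established human BLCA cell lines, were treated for 24 h with melatonin at 1, 2 or 4 mM or with DMSO alone (0 mM). Each of the 8 libraries is the only one of its dose and cell line, so no dose has a replicate within a line. The paper states for all its experiments that they were done at least 3 times, but the sources used here do not state how many cultures stand behind each library, so the p-values measure only the scatter of these libraries around a dose trend. According to the methods, poly(A) RNA was made into directional libraries and sequenced as paired reads of 150 bases, the reads were trimmed with Cutadapt and Trimmomatic, and they were aligned to GRCh38 with HISAT2 2.1.0. The submitters' processing notes also name StringTie and edgeR. The deposited values are 1 normalized value per gene and library. Their unit is not named and was taken to be FPKM (fragments per kilobase of transcript, scaled to library size), because the values are not whole and their sums differ between libraries. The sums were 342526, 334784, 336006 and 332961 in 5637 cells at 0, 1, 2 and 4 mM, and 346772, 349736, 362073 and 395621 in UM-UC3 cells. Read depth was not taken from such values and is unknown.
A dose trend was fitted to log2(FPKM + 1) of the 12649 genes with a mean FPKM of at least 1, with limma, a term for the cell line and Benjamini-Hochberg adjustment. A log2 fold change below is the fitted change from 0 to 4 mM on that scale, which understates the change of genes with low values. Over both lines 1533 genes rose and 1617 fell at an adjusted p under 0.05. NGFR, the low-affinity nerve growth factor receptor, had the largest rise among the genes with a mean FPKM of at least 4 whose slopes had the same sign in both lines (log2 fold change 6.27, standard error 0.471, adjusted p = 0.000663). ATF3, a stress-induced transcription factor, rose by 4.49, and PEG10, a gene derived from a retrotransposon, rose by 4.22. CAV1, which encodes the membrane protein caveolin-1, had the largest fall of these genes (-3.54, standard error 0.304, adjusted p = 0.000685), followed by KRT7, a keratin of urothelial cells, at -3.47. With a slope for each line, 2904 genes rose and 2579 fell in 5637 cells, and 1583 rose and 2113 fell in UM-UC3 cells. With rescaled libraries 2688 rose and 2895 fell in 5637 cells, and 1883 rose and 2064 fell in UM-UC3 cells, so whether rises outnumber falls in 5637 cells depends on the scaling. Of the genes called as deposited, 682 rose in both lines and 800 fell in both, where independent lists of these sizes would share 363 and 431. Both slopes of a gene share 1 estimate of its spread, so the lists are not independent and this baseline is only rough. Without its own 4 mM library the count of 5483 genes in 5637 cells was 773 and that of 3696 genes in UM-UC3 cells was 47, and without the UM-UC3 library at 0 mM the latter was 1959. Over both lines the count was 351 without both 4 mM libraries, an alternative chosen after seeing the data, 3 without the term for the cell line, and 0 by limma for melatonin at any dose against DMSO (947 at an unadjusted p under 0.05).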

We performed RNA-seq analysis to explore the inhibitory effect of melatonin on BLCA cells. Notably, GSEA results demonstrated that the downregulated genes were closely correlated with the glycolysis pathway (Fig. 2A), reminding us of melatonin’s potential metabolic reprogramming effect on BLCA cells. 

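Of 37 measured genes of a list of 62 for glycolysis and gluconeogenesis, 14 fell, 2 rose and 21 did not pass the test over both lines (19 fell and 4 rose when adjusted over the list alone). Among those that fell were GPI, which converts glucose-6-phosphate to fructose-6-phosphate (log2 fold change -1.46, standard error 0.188, adjusted p = 0.00209), and PGAM1, the phosphoglycerate mutase (-1.42, standard error 0.213, adjusted p = 0.00325). The genes that rose were BPGM, the bisphosphoglycerate mutase (1.36, adjusted p = 0.00180), and ACSS2, which makes acetyl-CoA from acetate (1.30, adjusted p = 0.00661). The median log2 fold change of the list was -0.61 over both lines, -0.81 in 5637 cells and -0.21 in UM-UC3 cells. In 5637 cells 24 genes of the list fell and 5 rose, namely BPGM, ACSS2, ENO2, PCK2 and ALDH9A1 (25 and 5 when adjusted over the list alone). In UM-UC3 cells 12 fell and 3 rose, namely BPGM, ACSS2 and HK2 (12 and 3 when adjusted over the list alone). In the same libraries, messenger RNAs of the mitochondrial genome took 10.7, 13.0, 14.0 and 14.4% of the FPKM sum in 5637 cells at 0, 1, 2 and 4 mM, and 9.97, 8.80, 15.4 and 13.2% in UM-UC3 cells.
Against all other genes, the list was lower over both lines (camera with a preset correlation, adjusted p = 0.000369 over 36 lists; adjusted p = 0.495 with an estimated correlation). The same test gave an adjusted p of 4.60e-05 in 5637 cells (adjusted p = 0.405 with an estimated correlation) and of 0.164 in UM-UC3 cells (adjusted p = 0.720 with an estimated correlation). A narrower list of core glycolysis, with 16 measured genes, was called in UM-UC3 cells (camera adjusted p = 0.0266, and 0.572 with an estimated correlation). There 8 of its genes fell and 1 rose, with a median of -0.51. The fall of the full list differed between the lines (adjusted p = 0.00750, and 0.604 with an estimated correlation). This difference was not called without the 5637 library at 4 mM (adjusted p = 0.0577). For the core list no difference between the lines was called (camera adjusted p = 0.102).

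**Figure D1:**
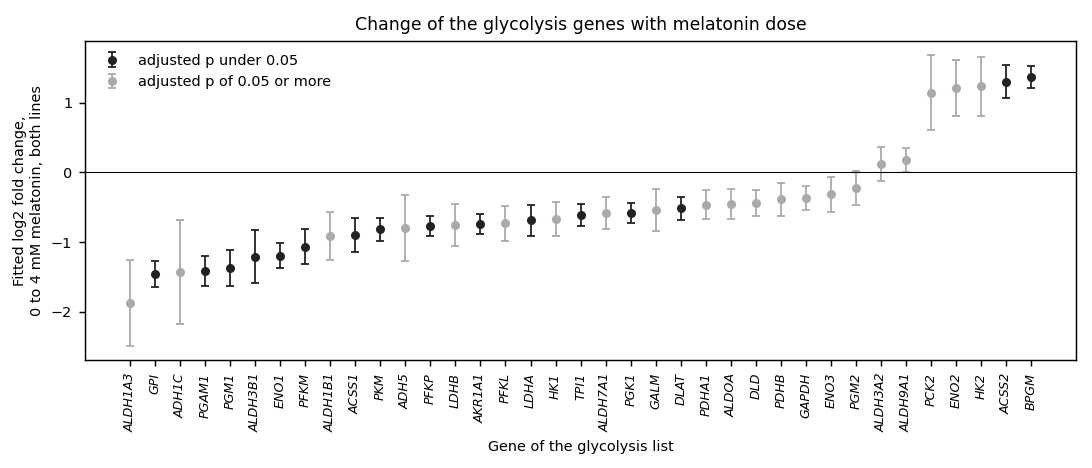
Fitted log2 fold change from 0 to 4 mM melatonin over both cell lines (vertical axis) of the 37 measured genes of the glycolysis list (horizontal axis, in order of the change). Points are limma's estimates and bars 1 standard error; black points passed an adjusted p of 0.05, 14 of them below 0 and BPGM and ACSS2 above it.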

Our subsequent analysis also validated that melatonin treatment could decrease the intracellular pyruvate level in a dose-dependent manner (Fig. 2B). 

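Of the 12 glycolytic enzymes of Fig. 2C, 8 fell with the melatonin dose over both lines and 0 rose at an adjusted p under 0.05 from limma (9 fell and 1 rose at an unadjusted p under 0.05; 9 fell and 1 rose when adjusted over the list alone). The study shows these enzymes from these libraries, so the count adjusted over the list alone is not independent evidence of its direction. In 5637 cells 9 enzymes fell and 0 rose by limma (0 also at an unadjusted p under 0.05). In UM-UC3 cells 8 fell and 1, HK2, rose. PKM, the pyruvate kinase, went from an FPKM of 916 in DMSO to 607 at 4 mM in 5637 cells and from 331 to 168 in UM-UC3 cells (log2 fold change over both lines -0.82, standard error 0.163, adjusted p = 0.00835). PFKP, a phosphofructokinase, went from 58.1 to 29.6 in 5637 cells and from 97.7 to 61.2 in UM-UC3 cells (-0.77, standard error 0.146, adjusted p = 0.00696). TPI1 (-0.61, adjusted p = 0.0221), PGK1 (-0.58, adjusted p = 0.0190) and LDHA (-0.69, adjusted p = 0.0496) also fell over both lines. LDHA did not pass when any 1 library other than that of UM-UC3 cells at 4 mM was left out (adjusted p from 0.0536 to 0.231), and TPI1 did not pass without the UM-UC3 library at 0 mM (0.0781) or 1 mM (0.0509). GAPDH, often used as a reference gene, did not pass the test (-0.37, adjusted p = 0.138), nor did ALDOA, an aldolase (-0.45, adjusted p = 0.149). HK2, a hexokinase and thus an enzyme of the first step, had FPKM values of 32.7, 33.0, 54.6 and 113 in UM-UC3 cells at 0, 1, 2 and 4 mM (log2 fold change 1.90, adjusted p = 0.0346), and of 11.4, 6.67, 5.44 and 15.7 in 5637 cells. The lactate dehydrogenase genes differed between the lines: the slope of LDHB in UM-UC3 cells exceeded that in 5637 cells by 1.53 (adjusted p = 0.00442) and that of LDHA by 0.95 (adjusted p = 0.0328). LDHB went from 254 to 92.3 in 5637 cells and from 480 to 484 in UM-UC3 cells. The library at 4 mM was below DMSO for 11 enzymes in 5637 cells and 10 in UM-UC3 cells, and the value was lower at each higher dose for 9 and 5 of them.
The number of enzymes that fell over both lines was 5 without the 5637 library at 0 mM, where PGK1 (adjusted p = 0.0617), TPI1 (adjusted p = 0.0649) and LDHA did not pass, and 0 by limma when both 4 mM libraries were left out (8 at an unadjusted p under 0.05). HK2 rose over both lines without the 5637 library at 0 mM (1.82, adjusted p = 0.00842) or 2 mM (1.29, adjusted p = 0.0378). Within a line, the enzymes that passed did not do so without that line's 4 mM library (adjusted p from 0.0530 to 0.515 in 5637 cells and from 0.202 to 0.766 in UM-UC3 cells, HK2 included), and HK2 did not pass without any other UM-UC3 library (from 0.0621 to 0.0688). GPI passed in 5637 cells without both 4 mM libraries (-1.46, adjusted p = 0.0413). The difference of LDHB was not called without the library at 4 mM of 5637 cells (adjusted p = 0.0925) or of UM-UC3 cells (adjusted p = 0.137), and that of LDHA was not called without any library at 0, 1 or 4 mM (from 0.0580 to 0.404).

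**Figure D2:**
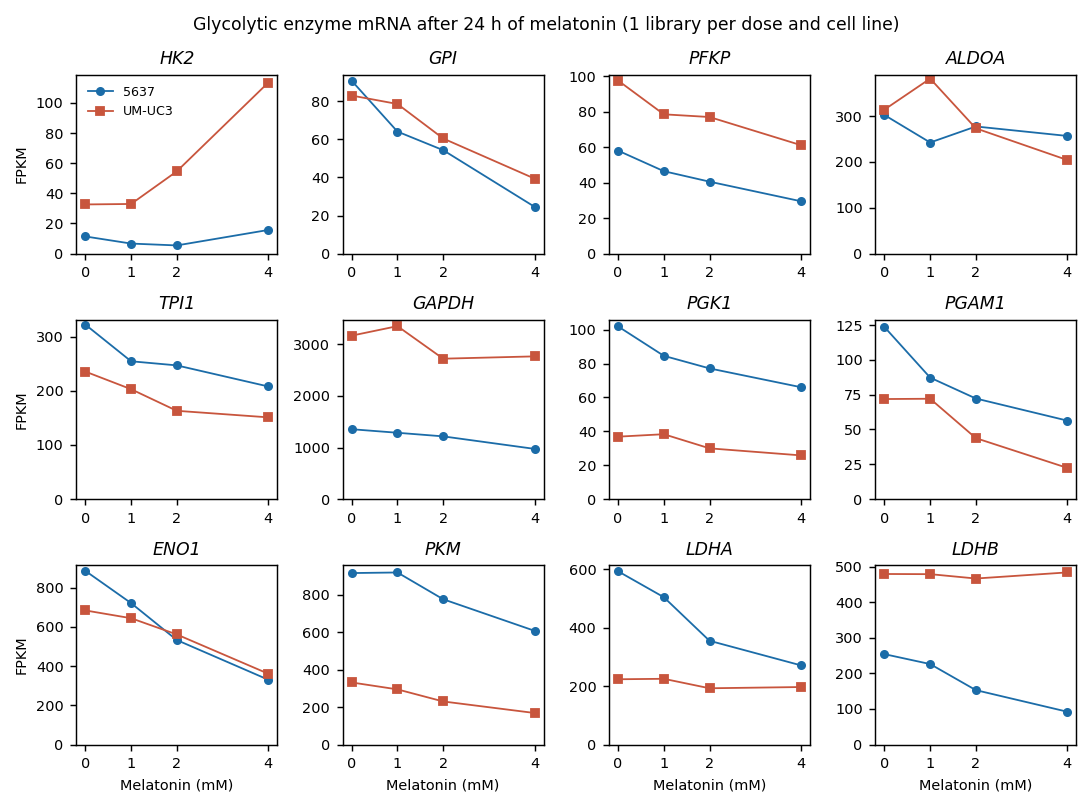
FPKM (vertical axis, from 0) against the melatonin dose in mM (horizontal axis) for the 12 enzymes in 5637 (circles) and UM-UC3 cells (squares) after 24 h. Each point is 1 library, so there are no error bars; HK2 in UM-UC3 cells goes up to 113 at 4 mM, while GPI, PFKP, TPI1, ENO1 and PKM are lower at 4 mM than in DMSO in both lines.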

Heatmap results directly reflected the overall expression status of the glycolysis enzymes in BLCA cells under melatonin treatment (Fig. 2C). Moreover, we found that ENO1 was the only enzyme with a differential expression status in BLCA samples (Fig. 2D).

**Fig. 2:**
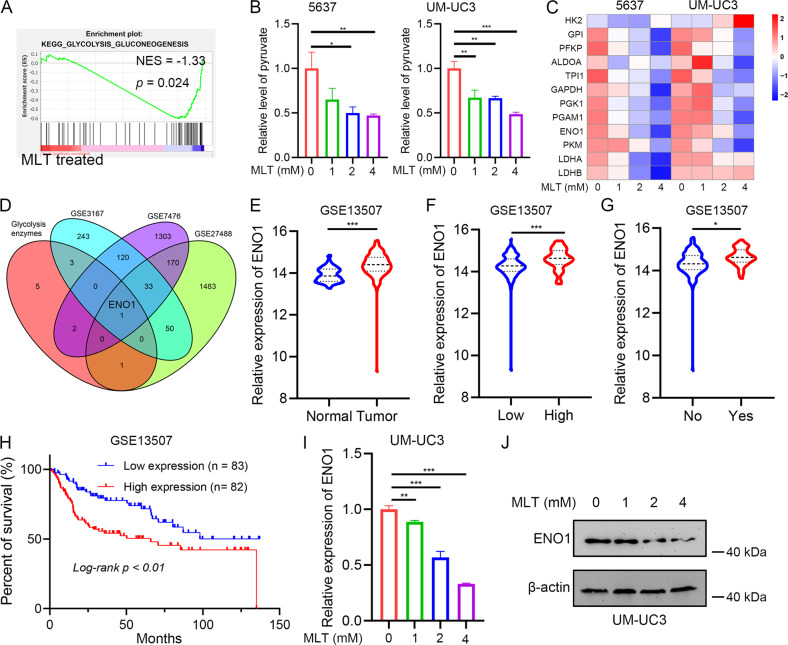
Identification of ENO1 as a potential target of melatonin in BLCA cells. **A** GSEA result of RNA-seq of BLCA cells after 24 h melatonin (0 mM, 1 mM, 2 mM, and 4 mM) treatment. **B** Detection of cellular pyruvate level after 24 h melatonin treatment in BLCA cells (*n* = 3). **C** Heatmap of the alteration of glycolytic enzymes in BLCA cells after 24 h melatonin (0 mM, 1 mM, 2 mM, and 4 mM) treatment. **D** Venn map of co-DEGs in GSE3167, GSE7476, GSE27488, and glycolysis enzymes. **E** Expression level of *ENO1* in normal bladder tissues versus BLCA tissues in GSE13507 dataset. **F** Expression level of *ENO1* in low-grade BLCA tissues versus high-grade BLCA tissues in GSE13507 dataset. **G** Expression level of *ENO1* in BLCA tissues with or without progression in GSE13507 dataset. **H** Survival analysis of BLCA patients with different *ENO1* mRNA level in GSE13507 dataset. **I** qRT-PCR analysis of *ENO1* expression alteration after 24 h melatonin (0 mM, 1 mM, 2 mM, and 4 mM) treatment in BLCA cells (*n* = 4). **J** Western blot assay of ENO1 protein alteration after 24 h melatonin (0 mM, 1 mM, 2 mM, and 4 mM) treatment in BLCA cells. *p < 0.05, **p < 0.01, ***p < 0.001.

Then, we explored the expression status of *ENO1* in BLCA samples and found that *ENO1* was significantly upregulated in BLCA tissues compared with normal bladder tissues (Fig. 2E). High-grade BLCA tissues presented a higher *ENO1* expression than low-grade (Fig. 2F). The mRNA level of *ENO1* was positively related to BLCA progression (Fig. 2G). Chi-square test of the characteristics of BLCA samples in the GSE13507 dataset revealed that the expression level of *ENO1* is highly correlated with BLCA development (Table 1). The survival analysis demonstrated that patients with a higher *ENO1* level tend to have a shorter life span (Fig. 2H). The bioinformatics analysis proved ENO1 was a potential biomarker that could predict the progression and prognosis of BLCA. Moreover, our qRT-PCR and western blot results both demonstrated that melatonin treatment inhibited *ENO1* expression, and the effect was dependent on the concentration of melatonin (Fig. 2I–J). 

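ENO1 mRNA fell with the melatonin dose in both lines. ENO1 (ENSG00000074800) encodes alpha-enolase, which converts 2-phosphoglycerate to phosphoenolpyruvate, and lies on the minus strand of chromosome 1 of GRCh38 from 8861000 to 8879190. Its FPKM was 886, 721, 533 and 331 in 5637 cells at 0, 1, 2 and 4 mM, and 684, 644, 562 and 361 in UM-UC3 cells, so that it was lower at each higher dose in both lines. The value at 4 mM was 0.374 of that in DMSO in 5637 cells and 0.528 in UM-UC3 cells. This is a log2 fold change of -1.19 over both lines (standard error 0.176, adjusted p = 0.00295 from limma), of -1.44 in 5637 cells (adjusted p = 0.000473) and of -0.95 in UM-UC3 cells (adjusted p = 0.00706). The slopes of the lines differed by 0.49, which did not pass the test of the difference (adjusted p = 0.213). ENO1 was number 56 of all tested genes by mean FPKM. Its fall was number 7 by size among the 37 measured glycolysis genes and number 499 among the 1617 genes that fell. Its 4 listed pseudogenes had an FPKM of at most 0.767.
Over both lines ENO1 passed the test with any 1 library left out, and its adjusted p lay between 0.00236 and 0.570 over all alternatives. It did not pass without both 4 mM libraries (-1.02, adjusted p = 0.105), between 4 mM and DMSO alone (-1.17, adjusted p = 0.287), without the term for the cell line (adjusted p = 0.131) or with melatonin at any dose against DMSO (-0.62, adjusted p = 0.570). Within a line it did not pass without that line's 4 mM library (-1.46, adjusted p = 0.0817 in 5637 cells; -0.57, adjusted p = 0.475 in UM-UC3 cells). The paper selects ENO1 from the enzymes by its expression status in BLCA samples (Fig. 2D), and reports its lower mRNA and protein under melatonin (Fig. 2I, J). At this point it proposes ENO1 as a possible mediator of the effect of melatonin on the cells. From silencing and overexpression of ENO1 (Supplementary Fig. S5) it later concludes that ENO1 mediated that effect.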

To conclude, we discovered that melatonin treatment could suppress the glycolysis process of BLCA cells, and the glycolytic enzyme ENO1 may mediate the inhibitory effect of melatonin on BLCA cells.

**Table 1:** Clinicopathological statistics of BLCA patients from GSE13507 based on *ENO1* expression level.

Clinicopathological Features	*ENO1* expression level		Total	*P* value
	Low	High		
Gender				
Female	10 (12.34%)	20 (23.81%)	50	0.0563
Male	71 (87.66%)	64 (76.19%)	115	
Grade				
Low	65 (80.25%)	40 (47.62%)	105	<0.001^***^
High	16 (19.75%)	44 (52.38%)	60	
Invasiveness				
Muscle invasive	21 (25.93%)	41 (48.81%)	62	0.0024^**^
Non-muscle invasive	60 (74.07%)	43 (51.19%)	103	
M stage				
M0	79 (97.53%)	79 (94.05%)	158	0.2671
M1 + MX	2 (2.47%)	5 (5.95%)	7	
N stage				
N0	77 (95.06%)	72 (85.71%)	149	0.0425*
N1 + N2 + N3 + NX	4 (4.94%)	12 (14.29%)	16	
Progression				
Yes	7 (8.64%)	24 (28.57%)	31	0.0011^**^
No	74 (91.36%)	60 (71.43%)	134	

*p < 0.05, **p < 0.01, ***p < 0.001.

### Silencing of *ENO1* inhibited the proliferation and metastasis of BLCA cells

Next, we continued to investigate the role of ENO1 in BLCA cells. We evaluated the efficiency of *ENO1*-specific siRNAs (Supplementary Fig. S3). *ENO1* deficiency significantly limited the proliferation of BLCA cells (Supplementary Fig. S4A, B). Cell cycle analysis showed that silencing of *ENO1* caused a prominent G1 phase arrest (Supplementary Fig. S4C), which was analogous to melatonin treatment. When *ENO1* was silenced, CDK4, a cell cycle-related protein, was downregulated, and p21 was upregulated (Supplementary Fig. S4E). Similarly, silencing of *ENO1* significantly induced apoptosis in BLCA cells (Supplementary Fig. S4D). Western blot assays showed that silencing of *ENO1* led to the corresponding alteration of apoptosis-related proteins, such as the elevation of Bim, the augmentation of γH2AX, and the reduction of Bcl-2 (Supplementary Fig. S4E).

Moreover, similar to the effect of melatonin treatment on BLCA cells, silencing of *ENO1* also significantly suppressed the metastasis of UM-UC3 and T24 cells (Supplementary Fig. S4F). Western blot showed that proteins participating in the EMT process decreased after *ENO1* was silenced (Supplementary Fig. S4G). Our results demonstrated that similar to the effect of melatonin treatment, *ENO1* deficiency markedly inhibited the proliferation and metastatic ability of BLCA cells.

### *ENO1* mediated the inhibitory effect of melatonin on BLCA cells

The above results have confirmed that silencing of *ENO1* could get similar results to treating BLCA cells with melatonin, so we hope to further explore the role of ENO1 in the inhibitory effect of melatonin on BLCA cells. Our results showed that silencing of *ENO1* and overexpressing of ENO1 exhibited a converse effect on melatonin treatment. On the one hand, simultaneously silencing *ENO1* and treating BLCA cells with melatonin exerted a synergetic effect. Proliferation assays showed that the growth of BLCA cells nearly stagnated (Supplementary Fig. S5A, D). The average apoptotic cells also increased dramatically (Supplementary Fig. S5F). And the migration ability of BLCA cells was also further decreased (Supplementary Fig. S5H). However, overexpressing ENO1 not only promotes the proliferation (Supplementary Fig. S5B, C and E) and migration ability of BLCA cells (Supplementary Fig. S5I), but also mitigates the inhibitory effect of melatonin. Cell viability assays showed that the sensitivity of BLCA cells was decreased when ENO1 was overexpressed (Supplementary Fig. S5C), and the reduced clone number via melatonin treatment was also rescued when ENO1 was overexpressed (Supplementary Fig. S5E). The number of apoptotic cells caused by melatonin treatment was also reversed via overexpressing ENO1 (Supplementary Fig. S5G). Moreover, the damaged migration ability of BLCA cells was also recovered when ENO1 was overexpressed (Supplementary Fig. S5I). The above results demonstrated that ENO1 mediated the inhibitory effect of melatonin on BLCA cells.

### Pyruvate reversed the inhibitory effect of melatonin and *ENO1* deficiency on BLCA cells

Previous results implied a potential relationship between melatonin and the glycolysis pathway. Silencing *ENO1* also decreased the intracellular pyruvate level, which is consistent with its role as a glycolysis enzyme (Supplementary Fig. S6). Next, we tried to examine whether the enhanced glycolysis process, simulated by supplementing exogenous pyruvate, could rescue the inhibitory effect of melatonin treatment or silencing of *ENO1* on BLCA cells. The proliferation assays showed pyruvate supplementation rescued BLCA growth under melatonin treatment or silencing of *ENO1* (Fig. 3A, B, E, F and Supplementary Fig. S7A, B). Moreover, adding exogenous pyruvate rescued the number of apoptotic cells compared with using melatonin treatment or silencing of *ENO1* only (Fig. 3C, G and Supplementary Fig. S7C, D). Western blot assays demonstrated that pyruvate supplementation reduced the augmentation of Bim and γH2AX and recovered the level of anti-apoptosis protein Bcl-2 (Fig. 3D, H). The transwell assays showed that exogenous pyruvate supplementation rescued the inhibitory effect of melatonin treatment or silencing of *ENO1* on the metastatic ability of BLCA cells (Fig. 3I, K and Supplementary Fig. S7E, F). The expression levels of EMT-protein N-Cad and MMP9 were also correspondingly reversed (Fig. 3J, L). In conclusion, our rescue assays indicated that enhanced glycolysis, simulated by pyruvate supplementation, could effectively reverse the inhibitory effect of melatonin treatment or silencing of *ENO1*.

**Fig. 3:**
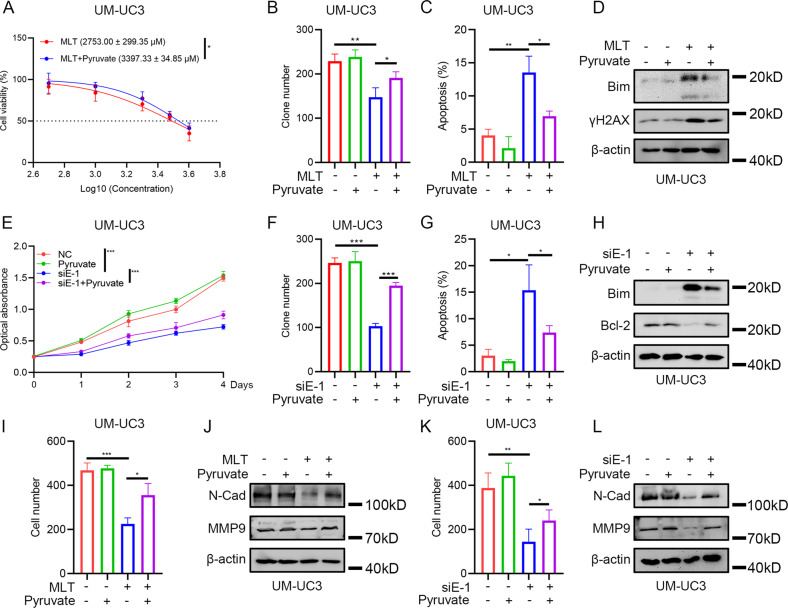
Supplement of exogenous pyruvate could reverse the inhibitory effect of melatonin treatment or silencing of *ENO1* on BLCA cells. **A** IC50 value of 24 h melatonin treatment on UM-UC3 cells with exogenous pyruvate (3 mM) supplement (*n* = 3). **B** Statistical analysis of clone formation assay of UM-UC3 cells under 48 h melatonin (2 mM) treatment and exogenous pyruvate (3 mM) supplement (*n* = 3). **C** Statistical analysis of apoptotic cells of UM-UC3 cells after 24 h melatonin (2 mM) treatment with exogenous pyruvate (3 mM) supplement (*n* = 3). **D** Western blot assay of apoptosis-related proteins of UM-UC3 cells after 24 h melatonin (2 mM) treatment with exogenous pyruvate (3 mM) supplement. **E** MTT assay of UM-UC3 cells after silencing *ENO1* with exogenous pyruvate (3 mM) supplement (*n* = 3), negative control siRNA was added. **F** Statistical analysis of clone formation assay of UM-UC3 cells after silencing *ENO1* with exogenous pyruvate (3 mM) supplement (*n* = 3), negative control siRNA was added in “-” of siE-1 group. **G** Statistical analysis of apoptotic cells of UM-UC3 cells after silencing *ENO1* with exogenous pyruvate (3 mM) supplement (*n* = 3), negative control siRNA was added in “-” of siE-1 group. **H** Western blot assay of apoptosis-related proteins of UM-UC3 cells after silencing *ENO1* with exogenous pyruvate (3 mM) supplement, negative control siRNA was added in “-” of siE-1 group. **I** Statistical analysis of transwell assay of UM-UC3 cells after 24 h melatonin (2 mM) treatment with exogenous pyruvate (3 mM) supplement and statistical analysis (*n* = 3). **J** Western blot assay of EMT-related proteins of UM-UC3 cells after 24 h melatonin (2 mM) treatment with exogenous pyruvate (3 mM) supplement. **K** Statistical analysis of transwell assay of UM-UC3 cells after silencing *ENO1* with exogenous pyruvate (3 mM) supplement (*n* = 3), negative control siRNA was added in “-” of siE-1 group. **L** Western blot assay of EMT-related proteins of UM-UC3 cells after silencing *ENO1* with exogenous pyruvate (3 mM) supplement, negative control siRNA was added in “-” of siE-1 group. *p < 0.05, **p < 0.01, ***p < 0.001.

### Melatonin treatment or silencing of *ENO1* promoted the cytotoxic effect of gemcitabine

Previous research have shown that enhanced glycolysis drives chemoresistance [22–25], and suppressing glycolysis could promote the efficiency of chemotherapy [26, 27]. Therefore, we investigated whether melatonin treatment could enhance traditional chemotherapy. First, we found that most glycolytic enzymes were elevated in gemcitabine-resistant T24 cells, and *ENO1* was significantly upregulated therein (Fig. 4A, B). The proliferation assays showed that exogenous pyruvate supplementation decreased the sensitivity of BLCA cells to gemcitabine (Fig. 4C and Supplementary Fig. S8A). Pyruvate supplementation reduced the percentage of apoptotic cells under gemcitabine treatment, and the cytoprotective effect of pyruvate against gemcitabine was dose-dependent (Fig. 4D and Supplementary Fig. S8B). The results of western blot analysis showed that exogenous pyruvate supplementation rescued augmented γH2AX in gemcitabine-treated BLCA cells (Fig. 4E). In contrast, proliferation assays showed that adding melatonin dramatically elevated the sensitivity of BLCA cells to gemcitabine (Fig. 4C), and the percentage of apoptotic cells was also dramatically elevated (Fig. 4F and Supplementary Fig. S8C). The level of γH2AX was further increased compared with using melatonin or gemcitabine treatment only (Fig. 4G). Similar results were observed when using *ENO1*-specific siRNA combined with gemcitabine in BLCA cells (Fig. 4C, H, I and Supplementary Fig. S8D). To conclude, we demonstrated that enhanced glycolysis limited the efficiency of gemcitabine, while suppressing the glycolysis process with melatonin treatment or silencing of *ENO1* promoted the cytotoxic effect of gemcitabine on BLCA cells.

**Fig. 4:**
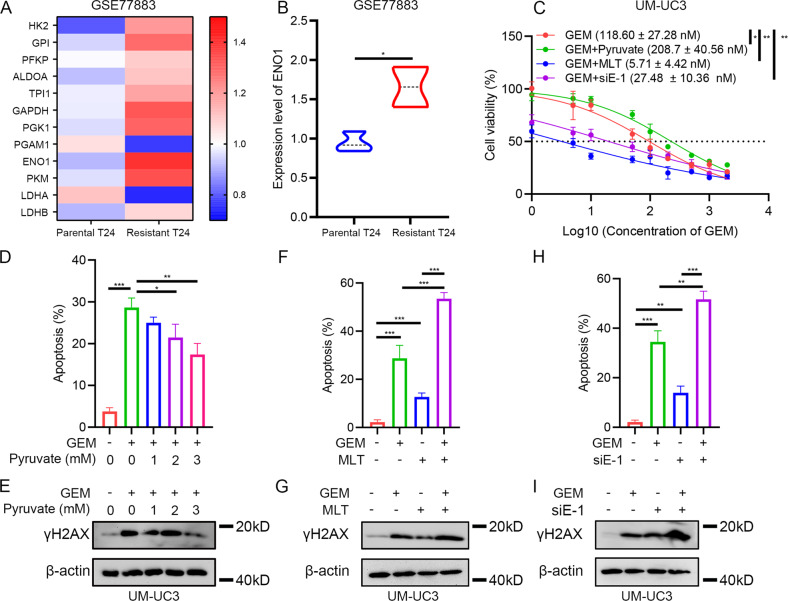
Melatonin treatment or silencing of *ENO1* could promote the cytotoxic effect of gemcitabine. **A**–**B** Expression status of glycolysis enzymes in GSE77883. **C** IC50 value of gemcitabine on BLCA cells with different culture conditions under 48 h culture (*n* = 3), negative control siRNA was added. **D** Statistical analysis of apoptotic cells of UM-UC3 cells after 48 h gemcitabine (0.5 μM) treatment with exogenous pyruvate (3 mM) supplement (*n* = 3). **E** Western blot assay of γH2AX alteration in UM-UC3 cells with 48 h gemcitabine (0.5 μM) treatment and 3 mM pyruvate supplement. **F** Statistical analysis of apoptotic cells of UM-UC3 cells with 48 h gemcitabine (0.5 μM) treatment and 24 h 2 mM melatonin treatment (*n* = 4). **G** Western blot assay of γH2AX alteration in UM-UC3 cells with 48 h gemcitabine (0.5 μM) treatment and 24 h 2 mM melatonin treatment. **H** Statistical analysis of apoptotic cells of UM-UC3 cells with 48 h gemcitabine (0.5 μM) treatment and silencing *ENO1* (*n* = 3), negative control siRNA was added in “-” of siE-1 group. **I** Western blot assay of γH2AX alteration in UM-UC3 cells with 48 h gemcitabine (0.5 μM) treatment and silencing *ENO1*, negative control siRNA was added in “-” of siE-1 group. *p < 0.05, **p < 0.01, ***p < 0.001.

### ROS mediated the inhibitory effect of melatonin or silencing of *ENO1* on BLCA cells

A study showed that a high concentration of melatonin induced abnormal ROS accumulation in other cancer cells [28], which is similar to our results in BLCA cells (Supplementary Fig. S9A). Also, our results showed that the induction of ROS in BLCA cells via melatonin was time-dependent (Supplementary Fig. S10A) and apoptosis-related proteins like Bim and γ-H2AX were also correspondingly changed (Supplementary Fig. S10B). Additionally, our GSEA results showed that *ENO1* was positively correlated with the ROS pathway and may induce intrinsic apoptosis by regulating oxidative stress (Supplementary Fig. S9B). Flow cytometry analysis showed that silencing of *ENO1* induced a considerable accumulation of ROS (Supplementary Fig. S9C). Next, we added NAC to the medium to perform rescue assays. Apoptosis assays revealed that adding NAC efficiently reversed cell apoptosis under melatonin treatment and silencing of *ENO1* (Supplementary Fig. S9D, F and Supplementary Fig. S11A, B). Clone formation assays showed that cell proliferation was improved with the decrease of cellular ROS accumulation (Supplementary Fig. S9E, G). Flow cytometry analysis showed that adding exogenous pyruvate alleviated the abnormal accumulation of ROS (Supplementary Fig. S9H, I). The transwell assays showed that adding NAC rescued the inhibitory effect of melatonin or silencing of *ENO1* on the metastasis of BLCA cells (Supplementary Fig. S9J, K). To conclude, we demonstrated that ROS was the main factor that mediated the suppressive effect of melatonin on BLCA cells.

### Melatonin treatment or silencing of *ENO1* suppressed BLCA growth and metastasis in vivo

We next established animal models to investigate the effect of melatonin and silencing *ENO1* on the tumorigenesis of BLCA cells in vivo (Fig. 5A). We examined the efficiency of LV-*shENO1* (Supplementary Fig. S12A, B). The results indicated that melatonin treatment or silencing of *ENO1* significantly inhibited tumor growth compared with the PBS-treated group, and combined use further reduced the tumor size (Fig. 5B–D). Moreover, melatonin treatment or silencing of *ENO1* dramatically promoted the cytotoxic effect of gemcitabine in vivo (Fig. 5B–D). There was no apparent difference in the mice’s weight among the group (Fig. 5E). The staining results showed that the Ki67 level was higher in the PBS-treated group (Fig. 5F). The lung metastasis model showed that the fluorescence intensity was significantly reduced in the melatonin-treated group compared with the PBS-treated group (Supplementary Fig. S13A, B). Dissected samples showed more visible metastatic nodules in the PBS-treated group, and H&E stain assays showed relatively minor metastatic nodules and healthier lung tissues in the melatonin-treated group (Supplementary Fig. S13C, D).

**Fig. 5:**
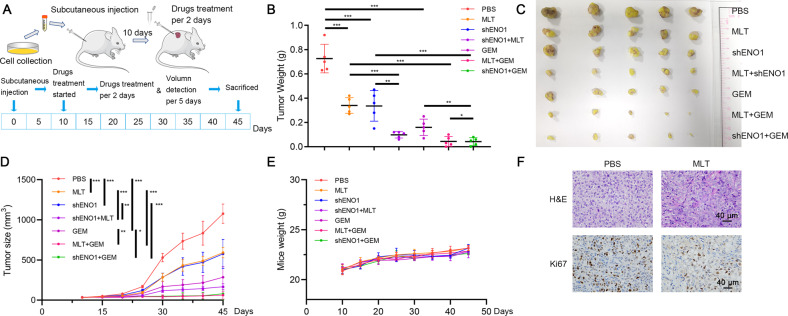
Melatonin treatment or silencing of *ENO1* could suppress BLCA growth in vivo. **A** Pattern of in vivo model construction and drug treatment. **B** Weight of xenograft tumors (*n* = 5). **C** General view of dissected tumors. **D** Volume of xenograft tumors (*n* = 5). **E** Measurement of mice weight. **F** Representative pictures of staining assays. Scale bar: 40 μm. *p < 0.05, **p < 0.01, ***p < 0.001.

### PPARγ mediated the downregulation of ENO1 caused by melatonin

We further investigated the STRING database to explore the potential regulation of ENO1. Interestingly, the results showed that ENO1 could be involved in the “HIF1α and PPARγ regulation of glycolysis” pathway (Supplementary Fig. S14A and Supplementary Table S4). To the best of our knowledge, HIF1α stayed inactive under normoxia incubation. Moreover, as PPARγ is a pivotal transcription factor in metabolism programming [29–32], we speculated that instead of HIF1α, PPARγ could be the upstream regulator that mediated the *ENO1* transcription by melatonin. To verify our hypothesis, we transfected *HIF1α* specific siRNAs to observe whether *ENO1* could be decreased under normoxia conditions. Results showed that silencing of *HIF1α* did not change the mRNA level nor the protein level of ENO1 (Supplementary Fig. S14B, C). Therefore, we excluded the possibility of HIF1α in mediating the downregulation of *ENO1* by melatonin. Western blot showed that melatonin treatment reduced the protein level of PPARγ (Fig. 6A). Pearson’s correlation analysis showed that the expression level of *PPARγ* and *ENO1* was positively correlated in BLCA datasets (Fig. 6B). Online database showed PPARγ could directly bind to the promoter region of ENO1 promoter and ChIP-seq data in esophageal adenocarcinoma showed prominent binding peaks of PPARγ on *ENO1* promoter region (Fig. 6C, D). The inhibition of PPARγ by GW9662, a potent antagonist of PPARγ, significantly decreased the mRNA level of *ENO1* (Fig. 6E). Analysis of the published data showed that the inhibition of PPARγ decreased the mRNA level of *ENO1* in BLCA cells (Supplementary Fig. S14D) [33, 34], while Rosiglitazone (a PPARγ agonist) could increase the transcription level of *ENO1* in melanoma cells (Supplementary Fig. S14E). Silencing of *PPARγ* by transfecting specific siRNAs caused the reduction of the protein level of ENO1 in BLCA cells (Supplementary Fig. S14F). Moreover, transfecting UM-UC3 cells with PPARγ-Flag plasmid reversed the downregulated ENO1 protein level under melatonin treatment (Fig. 6F). Treating BLCA cells with Rosiglitazone also effectively recovered the reduced mRNA level of *ENO1* by melatonin treatment (Supplementary Fig. S14G). Dual-luciferase reporter assays showed that PPARγ promoted the activity of wild-type ENO1 promoter plasmid (Fig. 6G, H). Both melatonin and GW9662 treatments inhibited the activity of ENO1 luciferase reporter (Supplementary Fig. S14H). ChIP-qPCR analysis showed that PPARγ presented a strong binding activity on the *ENO1* promoter (Fig. 6I). Proliferation assays showed that overexpression of PPARγ reversed the inhibitory effect of melatonin treatment or silencing of *ENO1* on the growth of BLCA cells (Fig. 6J and Supplementary Fig. S14I, J). To conclude, we dissected PPARγ as the upstream regulator that mediated the downregulation of *ENO1* expression caused by melatonin, and the overexpression of PPARγ reversed the suppressive effect of melatonin or silencing of *ENO1* on the growth of BLCA cells.

**Fig. 6:**
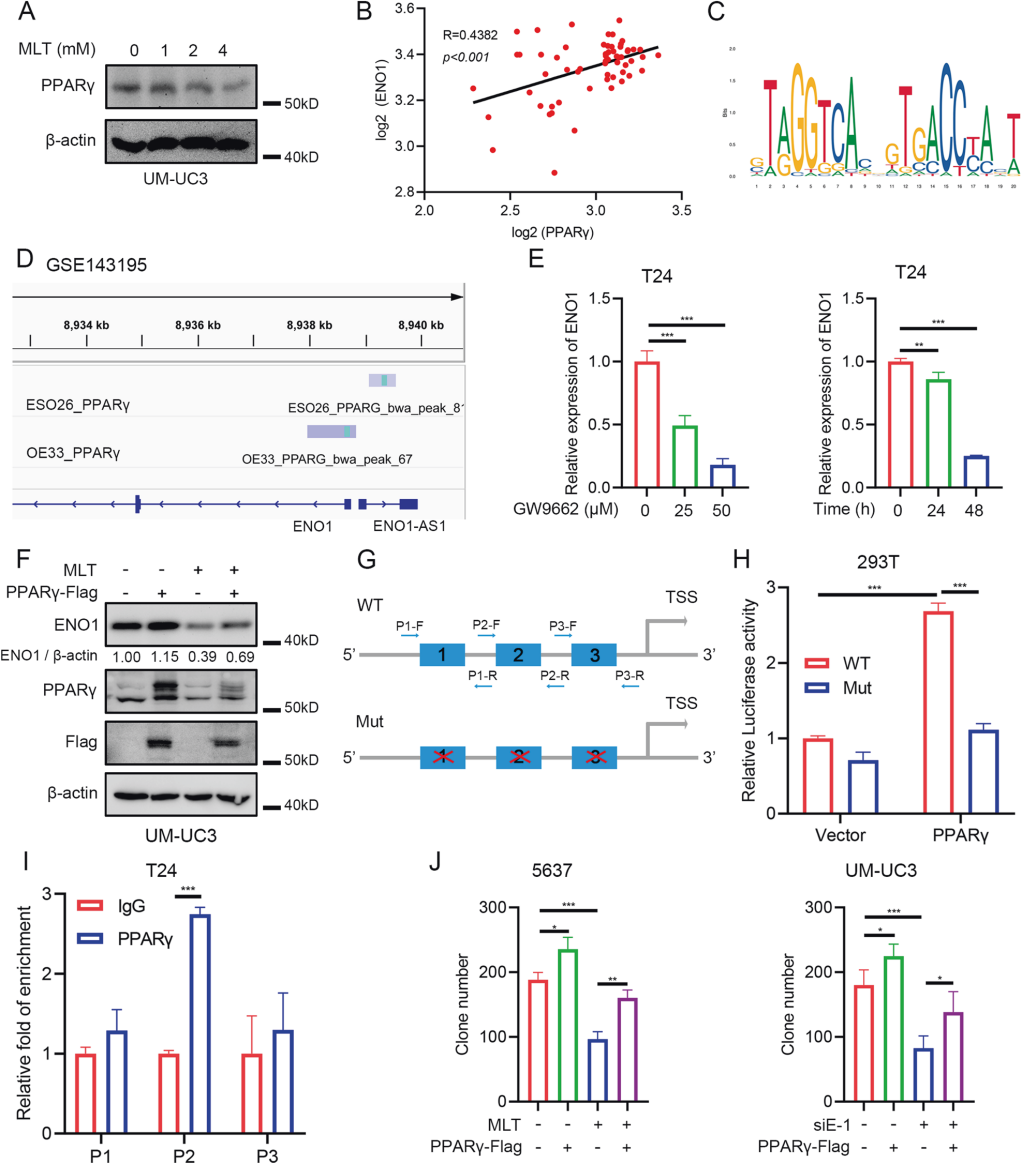
PPARγ mediated the downregulation of ENO1 by melatonin. **A** Western blot results of PPARγ protein alteration with 24 h melatonin treatment. **B** Spearman correlation analysis of the expression level of *ENO1* and *PPARγ* in GSE3167. **C** The binding site of PPARγ obtained from the JASPAR database. **D** ChIP-seq data of esophageal adenocarcinoma showing the binding of PPARγ on ENO1 promoter region. **E** qRT-PCR results of *ENO1* mRNA level with GW9662 treatment in T24 cells (*n* = 3). **F** Western blot results of ENO1 protein level with PPARγ overexpression and melatonin (4 mM) treatment, empty vector was added. **G** Pattern of dual-luciferase reporter construction and ChIP-qRT-PCR primer design. **H** Dual-luciferase reporter assay of *ENO1* promoter activity (*n* = 3). **I** ChIP-qPCR assay of putative PPARγ binding sites on *ENO1* promoter (*n* = 3). **J** Statistical analysis of clone formation assay of 5637 cells and UM-UC3 cells (*n* = 3), empty vector or negative control siRNA was added. *p < 0.05, **p < 0.01, ***p < 0.001.

## Discussion

In tumor cells, enhanced glycolysis is one of the most prominent metabolic characteristics, which provides rapid ATP production and creates an acidic tumor microenvironment with increased lactate secretion [35, 36]. This process converts pyruvate into lactate without entering the tricarboxylic acid cycle to complete oxidative phosphorylation, reducing ROS production and protecting the mitochondria [35]. In contrast, suppressing or reversing glycolysis and switching to oxidative phosphorylation increase the burden on the mitochondria and cause mitochondrial dysfunction and excessive ROS production [37–39]. In our study, we found that ENO1, a glycolytic enzyme, was a novel downstream effector that mediated the inhibitory effect of melatonin on BLCA cells. Melatonin treatment suppresses glycolysis with a significant reduction of cellular pyruvate and causes an abnormal accumulation of ROS. Using NAC, a ROS scavenger, efficiently reduced the percentage of apoptotic cells, indicating that accumulated ROS plays a pivotal role in melatonin’s cytotoxic effect on BLCA cells. Additionally, exogenous pyruvate supplementation alleviated the accumulation of ROS and significantly rescued the proliferation and metastatic ability of BLCA cells under melatonin treatment, which verified that melatonin interrupted the glycolysis in BLCA, which led to the abnormally accumulated and fatal ROS.

Clinical chemoresistance is a prominent obstacle to the treatment quality and prognosis of cancer patients. Among the multiple theories for the mechanism that promotes the progression of chemoresistance, glycolysis occupied a pivotal position [37, 40–43]. For example, in fluoropyrimidine 5-fluorouracil (5-FU) resistant colorectal and gastric cancers, inhibiting PKM2-mediated and LDHA-mediated glycolysis significantly enhanced the cytotoxicity of 5-FU [44, 45]. Notably, Dong et al. reported that the protein level of ENO1 was upregulated in 5-FU-resistant colorectal cancer [23]. We simulated enhanced glycolysis by adding exogenous pyruvate and found that pyruvate supplementation significantly elevated the tolerance of BLCA cells and decreased the percentage of apoptotic cells under gemcitabine treatment. In contrast, both melatonin treatment and silencing of *ENO1* efficiently intensified the cytotoxicity of gemcitabine. As for how glycolysis could affect the efficiency of gemcitabine, we speculated that pyruvate may be an essential effector. Gemcitabine is phosphorylated into diphosphate and nucleoside diphosphate after entering the cells, inhibiting the DNA chain’s extension and leading to DNA breakage and cell apoptosis [46]. Previous studies reported that enhanced glycolysis promoted DNA damage repair [47–49]. Recently, Wu et al. [50] reported that pyruvate could directly bind to SSRP1, which increased the association of the facilitates chromatin transcription (FACT) complex with γH2AX and subsequently facilitated the FACT-mediated chromatin loading of γH2AX, ultimately promoting DNA repair and tumor cell survival. Serine racemase (SRR) is an enzyme that catalyzes the dehydration of l-serine and d-serine to pyruvate [51, 52]. Ohshima et al. [53] reported that SRR silencing intensified, and adding pyruvate decreased the cytotoxic effect of 5-FU on colorectal cancer cells. They indicated that this happened because pyruvate may help maintain histone acetylation since pyruvate is the main source of acetyl-CoA. Therefore, we consider pyruvate a protective metabolite that maintains cellular homeostasis. A decreased intracellular pyruvate pool caused by melatonin treatment or silencing of *ENO1* caused chromosome instability or interrupted DNA repair, intensifying the cytotoxic effect of gemcitabine.

PPARγ is a member of the nuclear receptor peroxisome proliferation activated receptor subfamily, which combines with retinoid X receptor (RXR) to form a heterodimer and regulates the transcription of metabolic genes by binding to the peroxisome proliferation response element (PPRE) [54–56]. Our group and other researchers reported the role of PPARγ in promoting BLCA progression [33, 57, 58]. PPARγ was also reported to participate in glycolysis. In hepatocellular carcinoma (HCC), PPARγ, phosphorylated at Ser84, promoted PFKFB4 transcription, thereby promoting glycolysis to maintain HCC progression [32]. Feng et al. [30] reported that simvastatin resensitized HCC to sorafenib by suppressing HIF1α/PPARγ/PKM2-mediated glycolysis. In our research, we found that melatonin treatment inhibited the protein level of PPARγ in a dose-dependent manner and PPARγ was an upstream regulator of ENO1. Rescue assays confirmed that overexpression of PPARG significantly rescued the growth of BLCA cells under melatonin treatment or silencing of *ENO1*. As for how melatonin treatment reduced the protein level of PPARγ, we speculated that the SIRT1-PPARγ negative feedback loop could function. First, SIRT1 is a well-known PPARγ suppressor that deacetylates PPARγ at Lys268 and Lys293 [59, 60], and the mRNA level of *PPARγ* was not significantly changed under melatonin treatment (Supplementary Fig. S15A), which indicated that the post-transcriptional modulation of PPARγ protein mediated the downregulation of PPARγ by melatonin. Second, Xiao et al. [18] and Zhou et al. [19] reported that melatonin treatment elevated the protein level of SIRT1 in clear cell renal cell carcinoma (ccRCC) (ccRCC) and prostate cancer (PCa). Third, we found that the mRNA level of *SIRT1* was upregulated (Supplementary Fig. S15B). Fourth, our GSEA results showed that the CAMKK2 pathway was potentially activated (data not shown), and the activated Ca^2+^-CAMKK2-AMPK axis was reported to promote *SIRT1* transcription [61, 62]. 

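The gene set behind this enrichment is not named in the paper's text, so a list of 27 genes of calcium/calmodulin-dependent kinase and AMPK signalling was used in its place, of which 25 were measured. The list holds SIRT1 itself, so its score is not independent of the rise of SIRT1 that the paper proposes this pathway to explain. Over both lines 5 of them rose, 2 fell and 18 did not pass the test (7 rose and 2 fell when adjusted over the list alone). Among the genes that rose were SIRT1, a deacetylase (log2 fold change 0.93, adjusted p = 0.0151), the AMPK subunits PRKAG1 (0.65, adjusted p = 0.0162) and PRKAB1 (0.91, adjusted p = 0.0170), and NAMPT, which makes an NAD precursor (0.90, adjusted p = 0.0445). PRKAA1, a catalytic subunit of AMPK, fell (-0.91, adjusted p = 0.0344), as did CALM3 (-0.76, adjusted p = 0.0390). CAMKK2 itself had FPKM values of 14.2, 13.8, 16.5 and 14.4 in 5637 cells at 0, 1, 2 and 4 mM, and of 9.99, 10.4, 8.73 and 8.29 in UM-UC3 cells, and did not pass the test (-0.12, standard error 0.162, adjusted p = 0.618). SIRT1 went from 9.55 to 27.4 in 5637 cells and from 22.2 to 31.9 in UM-UC3 cells, where its slope did not pass the test (log2 fold change 0.47, adjusted p = 0.0975; over the alternatives from 0.0675 to 0.996).
Against all other genes the list had an adjusted p of 0.315, in the upward direction, by camera with a preset correlation (adjusted p = 0.707 with an estimated correlation). GSEA with a ranking by signal-to-noise gave it a normalized enrichment score of 1.63 with an unadjusted p of 0.0153, which meets the criterion the paper states (a score above 1 and p under 0.05), and an adjusted p of 0.0612 over the lists. SIRT1, PRKAG1 and PRKAB1 did not pass without the 5637 library at 0 mM (adjusted p = 0.0538, 0.0578 and 0.0540) or at 4 mM (0.0595, 0.0573 and 0.0781). NAMPT did not pass without any 1 library other than that of 5637 cells at 0 mM (adjusted p from 0.0537 to 0.146), PRKAA1 without that of 5637 cells at 0, 1 or 4 mM or of UM-UC3 cells at 1 or 2 mM (from 0.0546 to 0.162), and CALM3 without that of 5637 cells at 1 or 2 mM or any of UM-UC3 cells (from 0.0629 to 0.146).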

Based on the four points, we assumed that melatonin treatment induced the influx of Ca^2+^ and activated the CAMKK2-AMPK axis to promote the transcription of *SIRT1* while inducing SIRT1 repressed PPARγ protein level leading to the downregulation of *ENO1* and finally causing the interruption of glycolysis. This assumption deserves future validation.

To conclude, we uncovered that melatonin suppressed glycolysis to inhibit the tumorigenesis of BLCA and identified that the PPARγ-ENO1 axis was the downstream effector of melatonin (Fig. 7). Moreover, we proved that, for melatonin to exert an inhibitory effect on BLCA cells, ROS was pivotal. We also confirmed that enhancing glycolysis was favorable to gemcitabine resistance, and suppressing this biological process elevated the sensitivity of BLCA cells to gemcitabine treatment. Our research offers a fresh perspective on the anticancer effect of melatonin and encourages future studies on clinical chemoresistance.

**Fig. 7:**
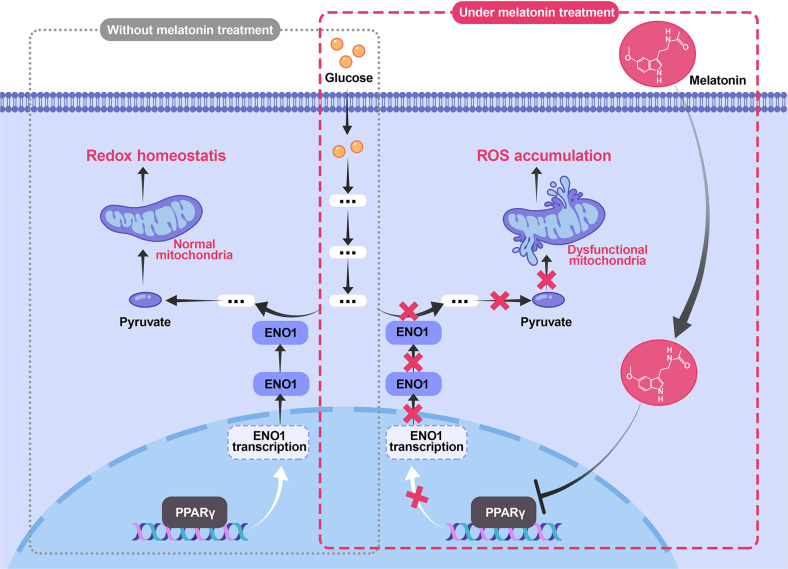
Melatonin inhibited tumorigenesis of bladder cancer via suppressing PPARγ/ENO1-mediated glycolysis. Left panel: without melatonin treatment, PPARγ promotes *ENO1* transcription to complete the integral glycolysis process, and the mitochondrion function normally to maintain cellular redox homeostasis. Right panel: under melatonin treatment, melatonin inhibits PPARγ-ENO1-mediated glycolysis. Decreased pyruvate production causes increased mitochondrion burden leading to abnormal ROS accumulation.

### Statement of animal rights

This study was approved by the Animal Experimental Center of Zhongnan Hospital of Wuhan University (approval No. ZN2021253).

## Supplementary information

Supplementary Figures S1-S15

Supplementary Tables S1-S4

Related file. Original Western blots

Reporting Summary

## Data Availability

BLCA sample transcription data of GSE3167, GSE7476, GSE27448, GSE13507 datasets, gemcitabine-resistant cell transcription data of GSE77883, and esophageal adenocarcinoma ChIP-seq data of GSE143195 were downloaded from GEO database (https://www.ncbi.nlm.nih.gov/gds). BLCA cell lines transcription data were downloaded from CCLE database (https://sites.broadinstitute.org/ccle). The original RNA-seq data were submitted to the GEO database at the following link, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE212599.

# Supplementary material for: Melatonin inhibits bladder tumorigenesis by suppressing PPARγ/ENO1-mediated glycolysis
**Source:** Cell Death Dis. 2023 Apr 6;14(4):246. doi: 10.1038/s41419-023-05770-8
**Supplement:** Supplementary file 1 — Supplementary Figures S1-S15

**Supplementary Figures S1-S15**

**
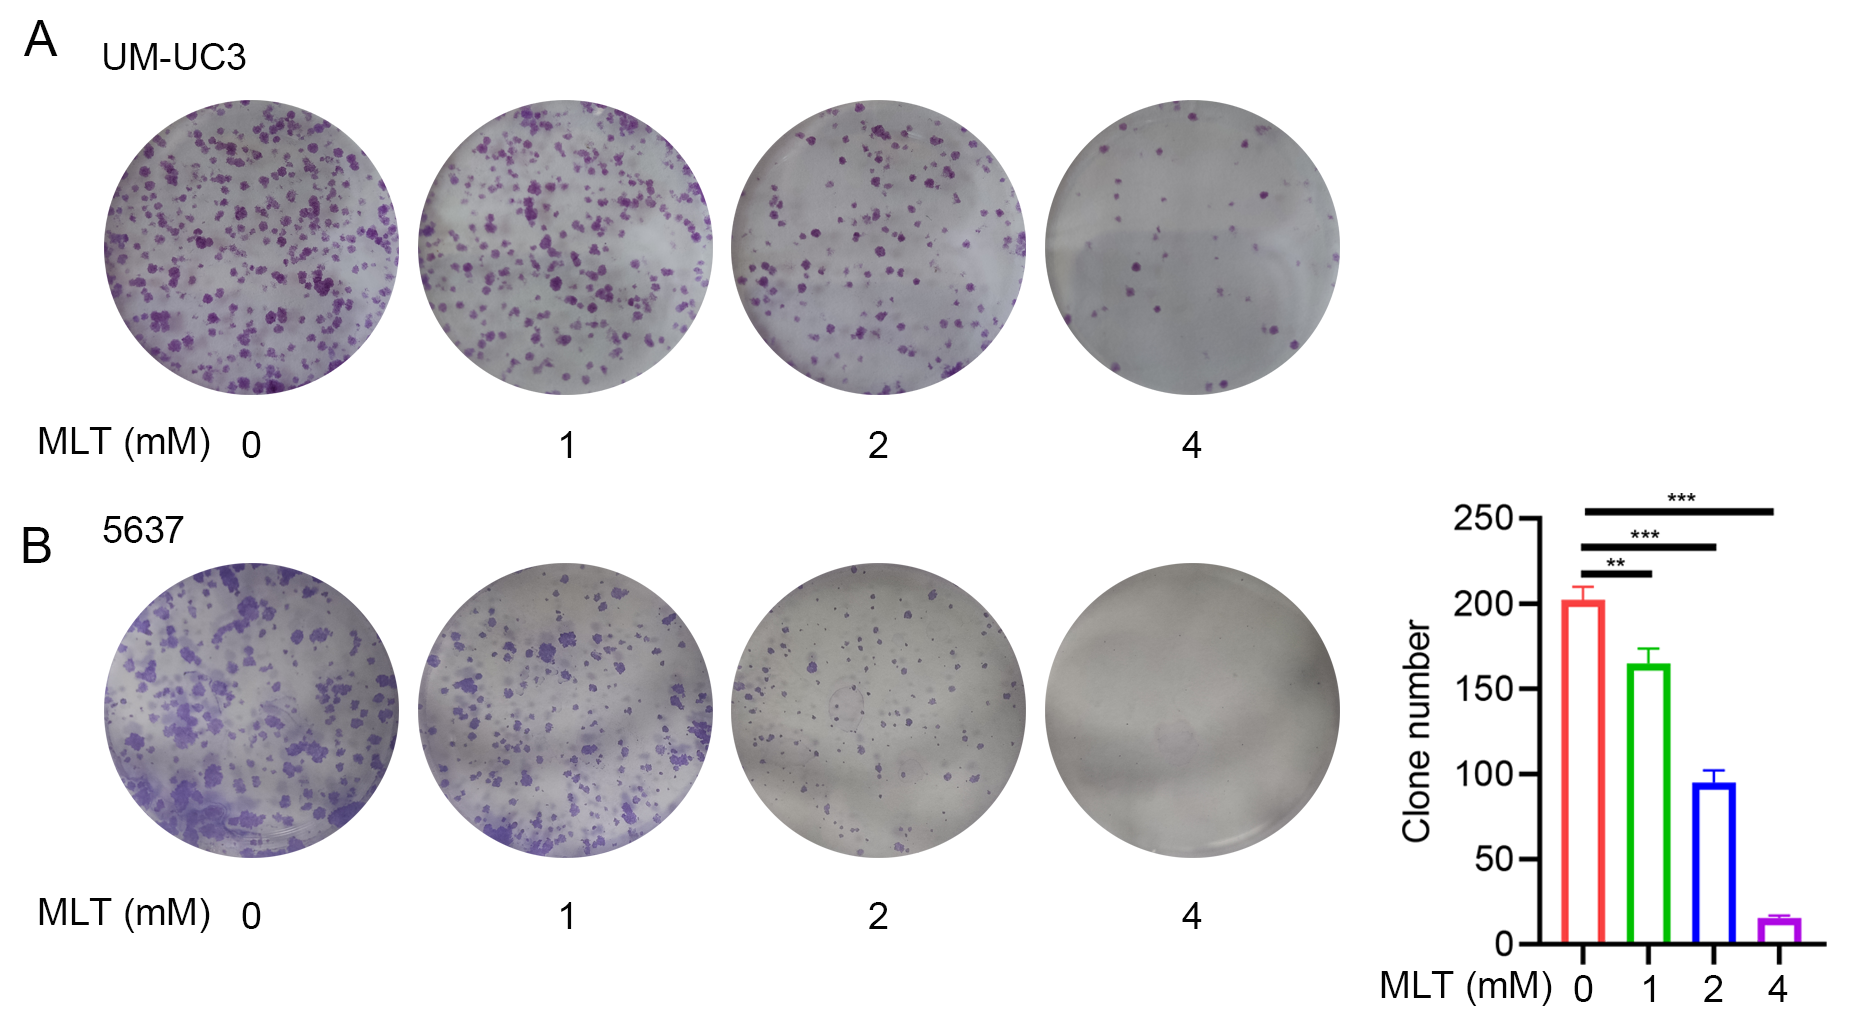
**

**Supplementary Figure S1. Melatonin exerted inhibitory effects on proliferation of BLCA cells.**

Clone formation assay of melatonin treatment on UM-UC3 cells (48 h) **(A)** and 5637 cells (24 h) **(B)** and statistical analysis (n=3). **p* < 0.05, ***p* < 0.01, ****p* < 0.001.

**
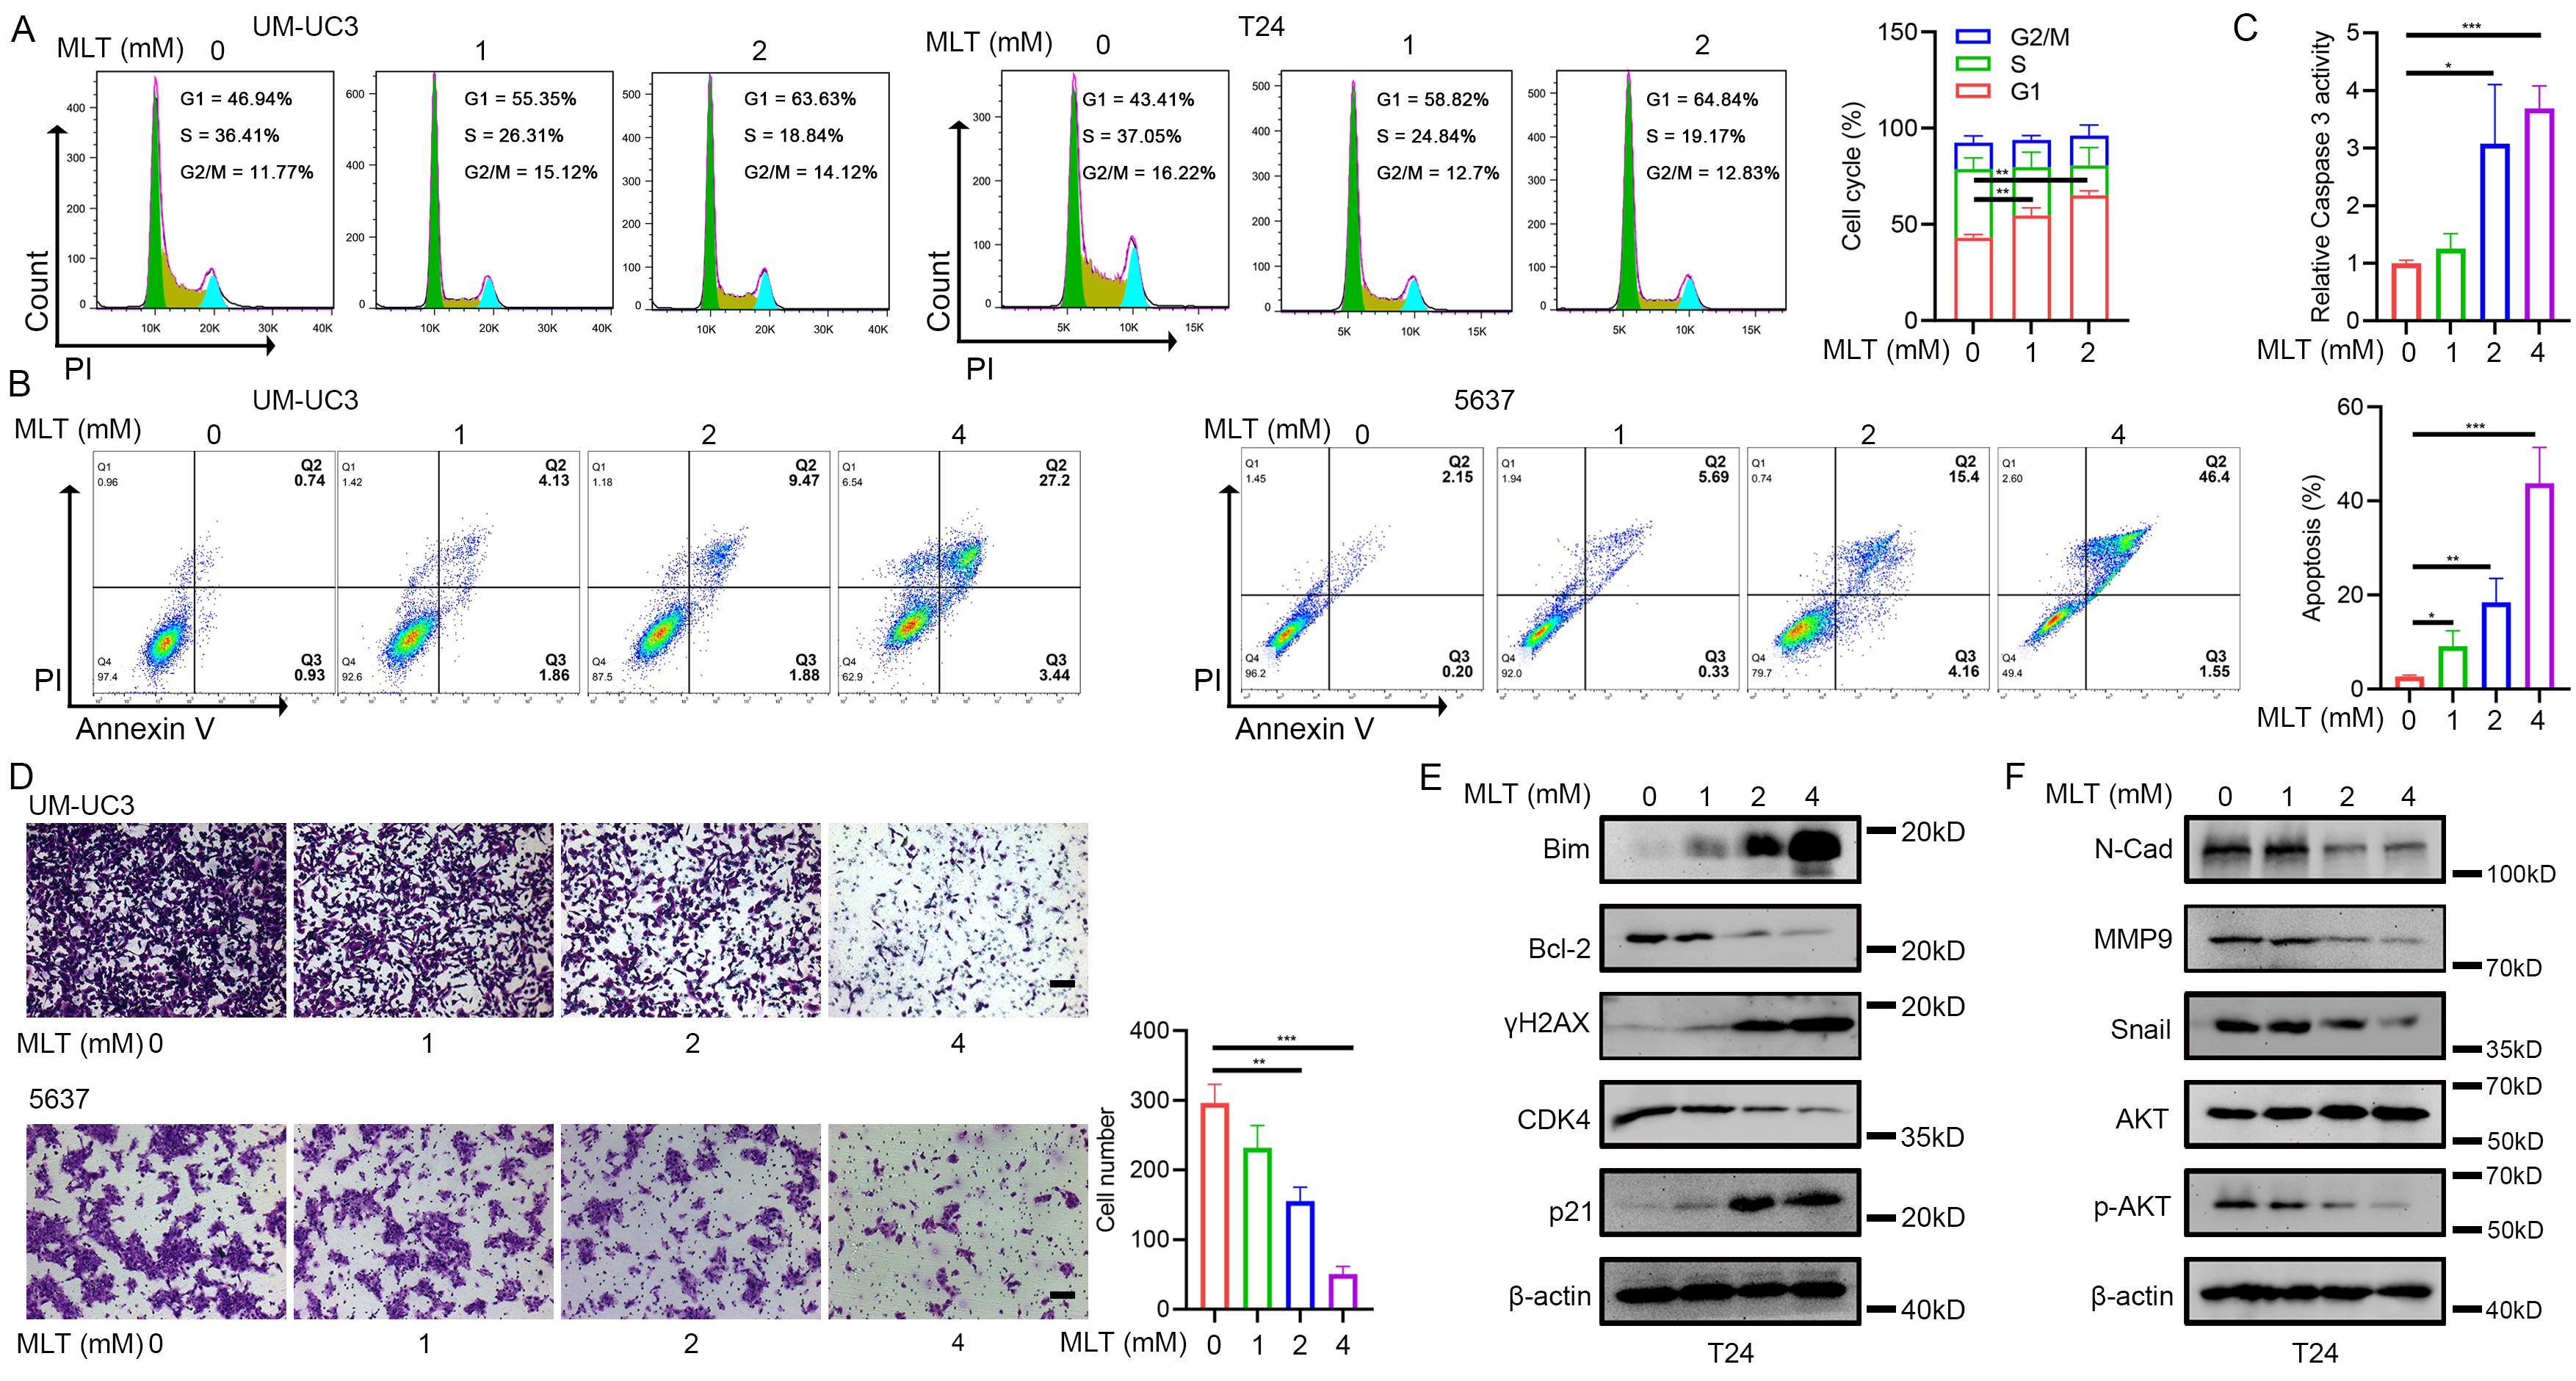
**

**Supplementary Figure S2. Melatonin exerted inhibitory effects on proliferation and metastasis of BLCA cells.**

**(A)** Flow cytometry analysis of cell cycle distribution of UM-UC3 cells and T24 cells under 24 h melatonin treatment and statistical analysis (n=3). **(B)** Apoptotic cells of UM-UC3 cells and 5637 cells under 24 h melatonin treatment and statistical analysis (n=3). **(C)** Caspase 3 activity assay of 5637 cells under 24 h melatonin treatment (n=3). **(D)** Transwell assay of UM-UC3 cells and 5637 cells under 24 h melatonin treatment and statistical analysis (n=3). Scale bar: 100 μm. **(E)** Western blot assay of apoptosis-related and cell cycle-related proteins of T24 cells after 24 h melatonin treatment. **(F)** Western blot assay of EMT-related proteins, AKT and p-AKT of T24 cells after 24 h melatonin treatment. **p* < 0.05, ***p* < 0.01, ****p* < 0.001.

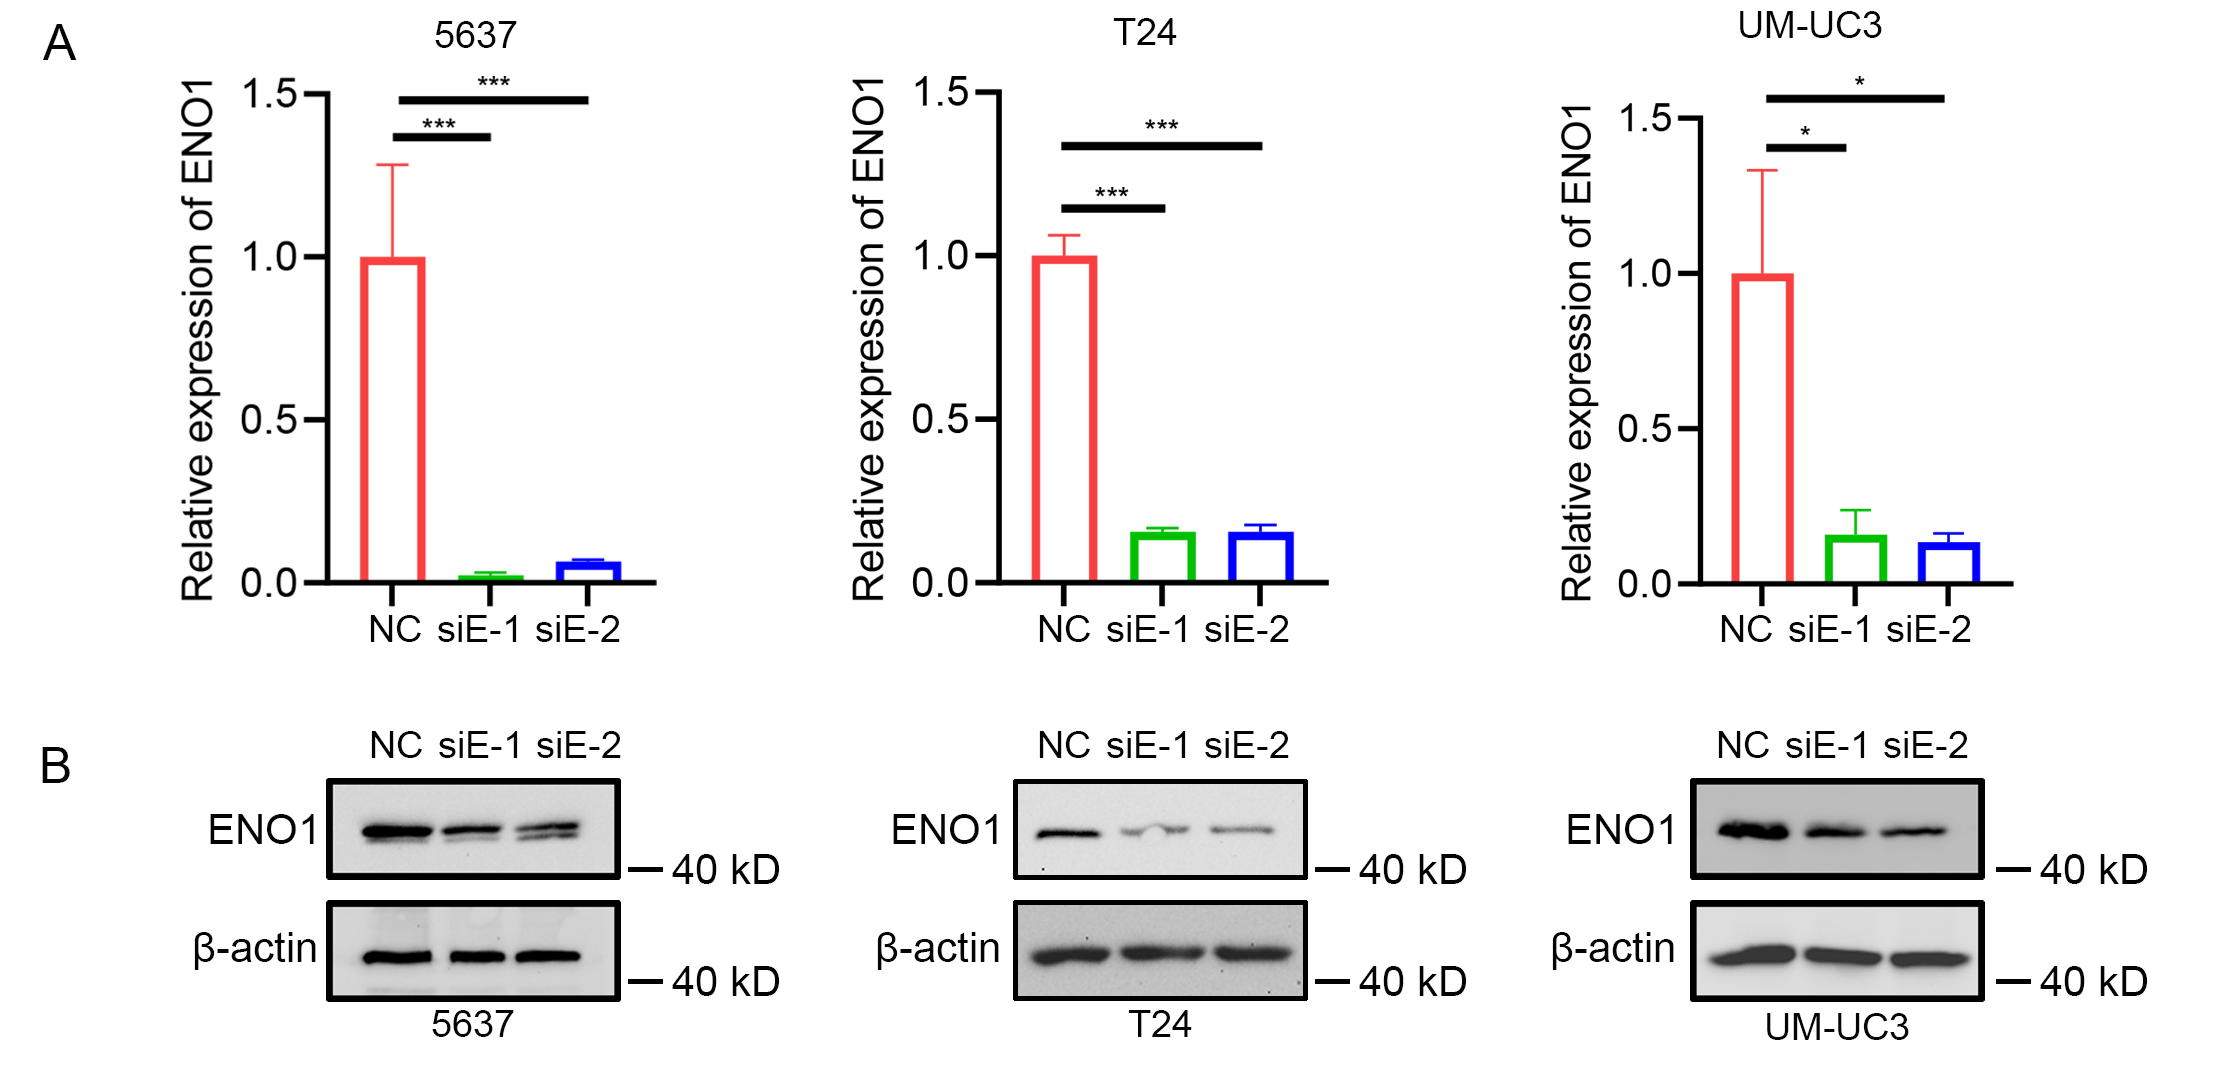

**Supplementary Figure S3. Efficiency of *ENO1* target siRNA.**

**(A)** qRT-PCR results of transfecting *ENO1* target siRNAs in BLCA cells (n=3). **(B)** Western blot results of transfecting *ENO1* target siRNAs in BLCA cells. **p* < 0.05, ***p* < 0.01, ****p* < 0.001.

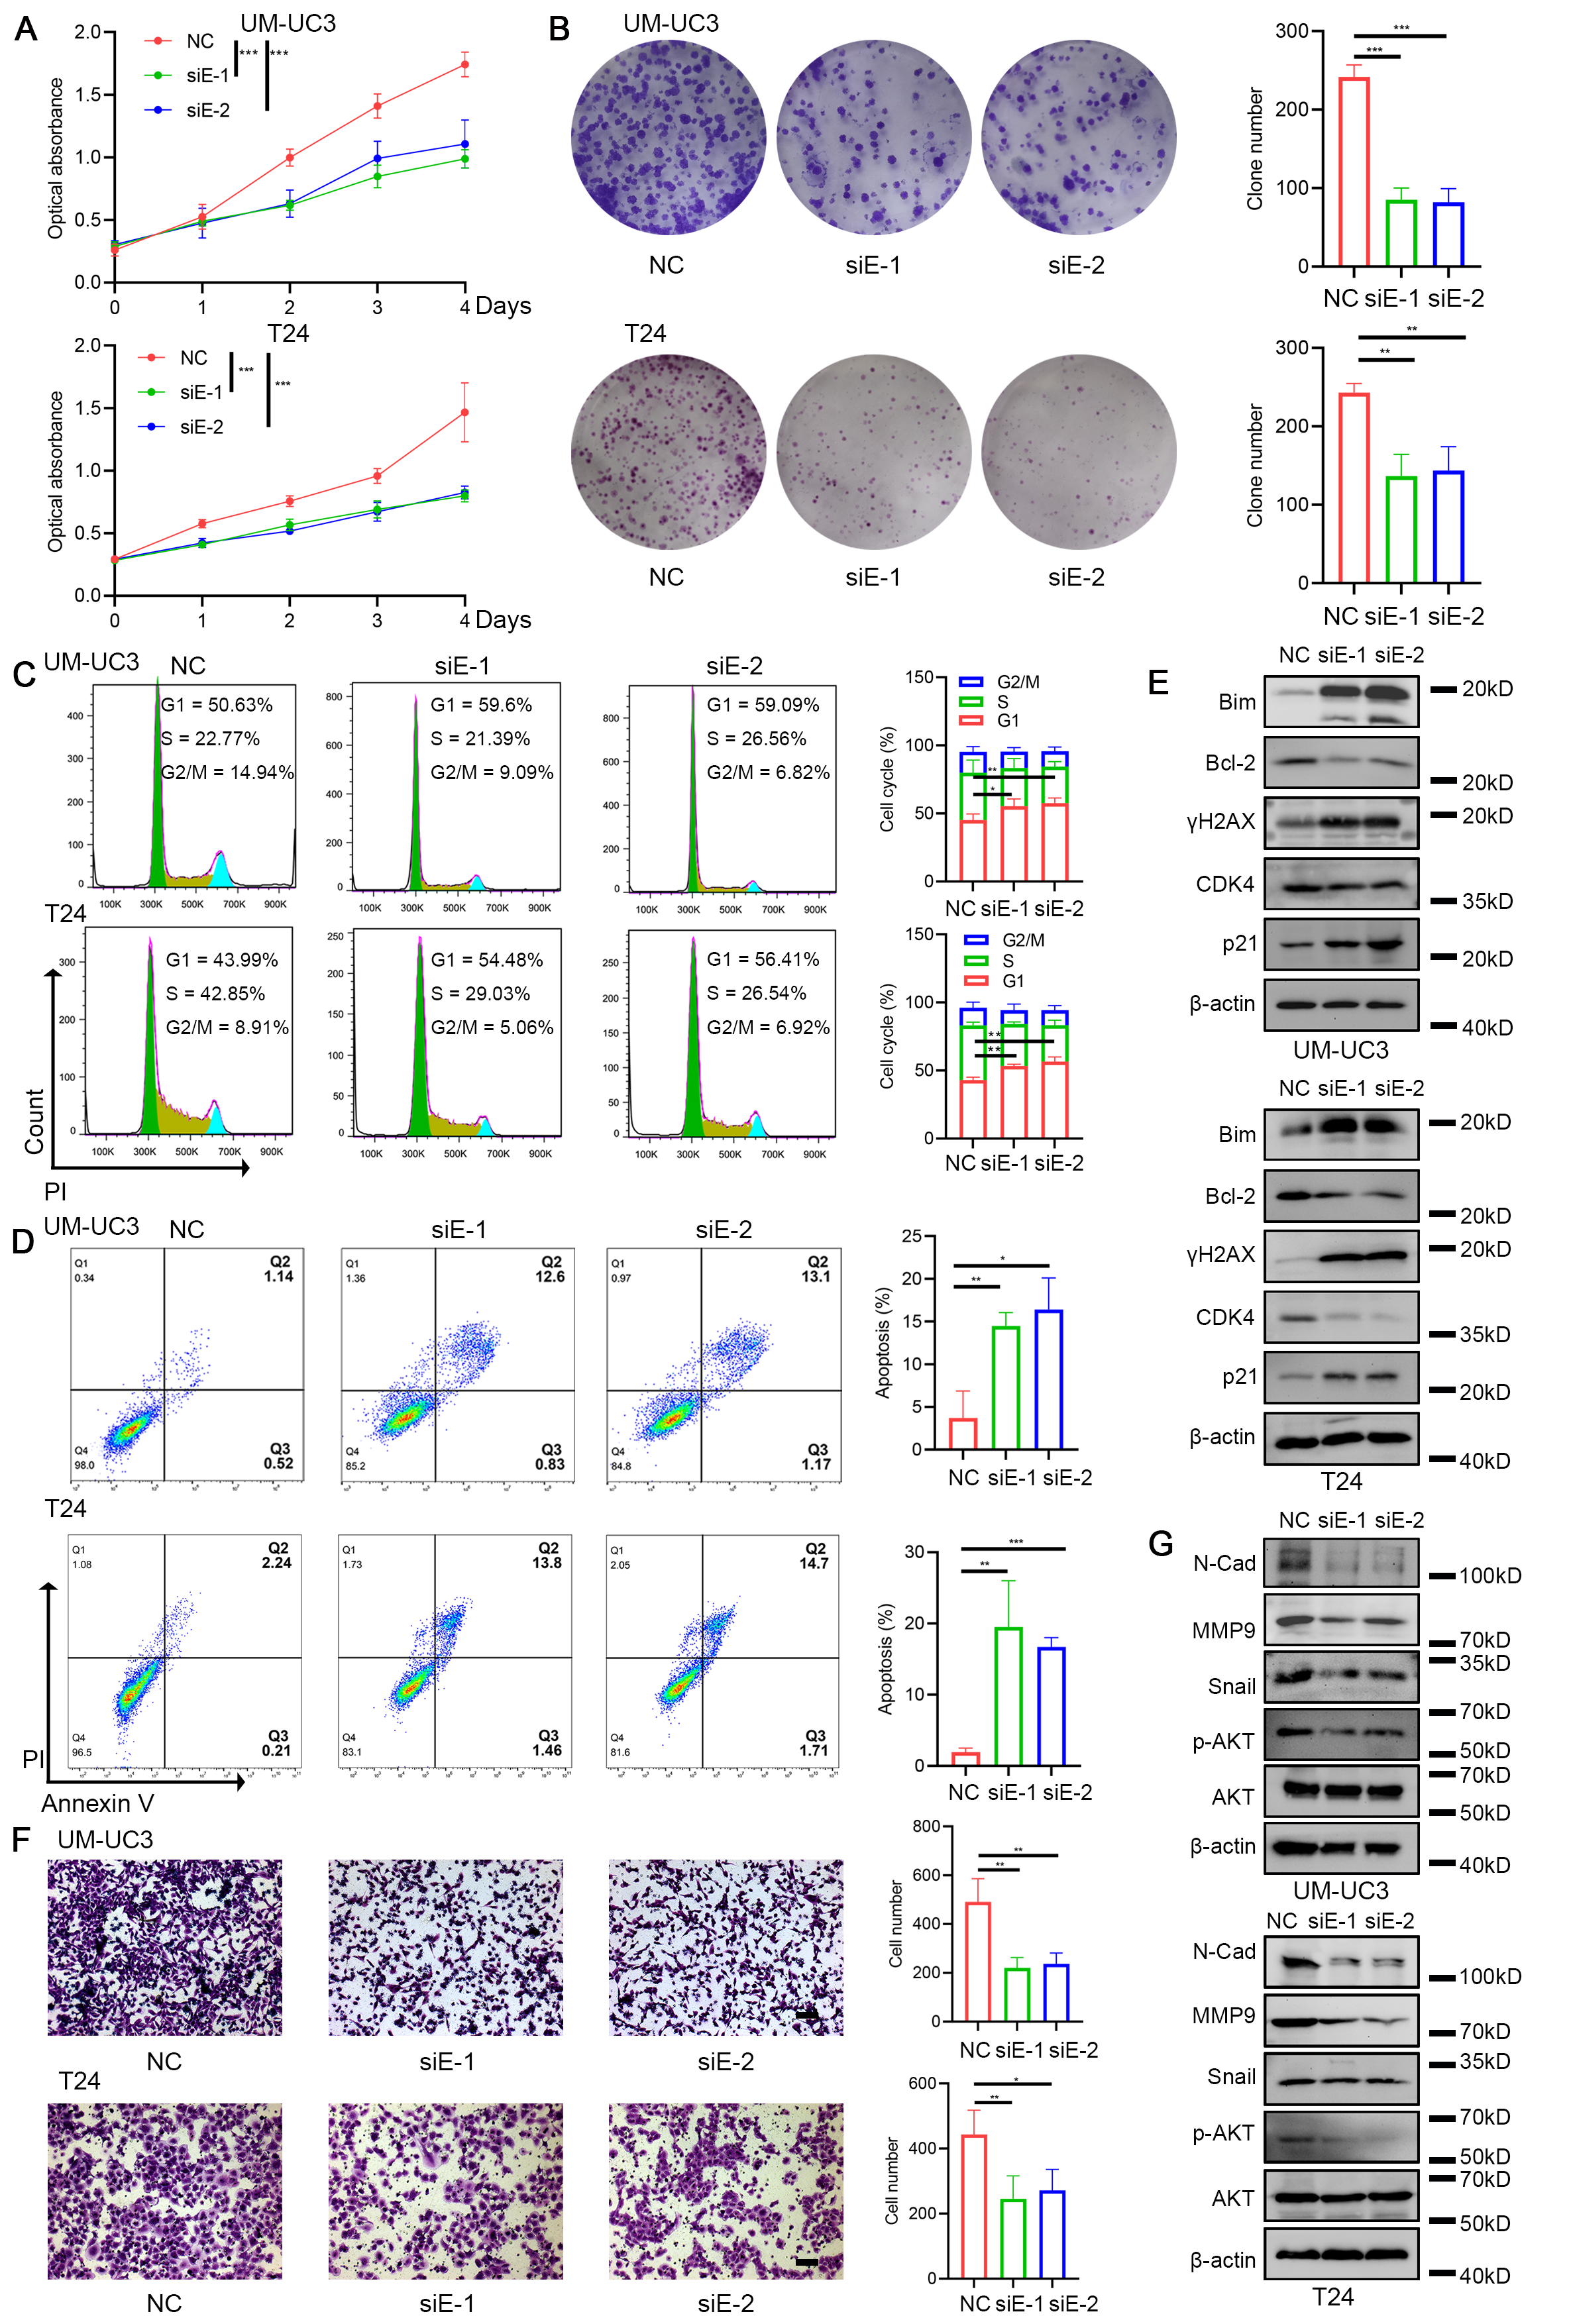

**Supplementary Figure S4. Silencing of *ENO1* inhibited proliferation and metastasis of BLCA cells.**

**(A)** MTT assay of UM-UC3 cells and T24 cells after silencing *ENO1* (n=3). **(B)** Clone formation assay of UM-UC3 cells and T24 cells after silencing *ENO1* and statistical analysis (n=3). **(C)** Flow cytometry analysis of cell cycle distribution of UM-UC3 cells and T24 cells after silencing *ENO1* and statistical analysis (n=3). **(D)** Flow cytometry analysis of apoptotic cells of UM-UC3 cells and T24 cells after silencing *ENO1* and statistical analysis (n=3). **(E)** Western blot assay of apoptosis-related and cell cycle-related proteins of UM-UC3 cells and T24 cells after silencing *ENO1*. **(F)** Transwell assay of UM-UC3 cells and T24 cells after silencing *ENO1* and statistical analysis. Scale bar: 100 μm (n=3). **(G)** Western blot assay of EMT-related proteins, AKT and p-AKT of UM-UC3 cells and T24 cells after silencing *ENO1*. **p* < 0.05, ***p* < 0.01, ****p* < 0.001.

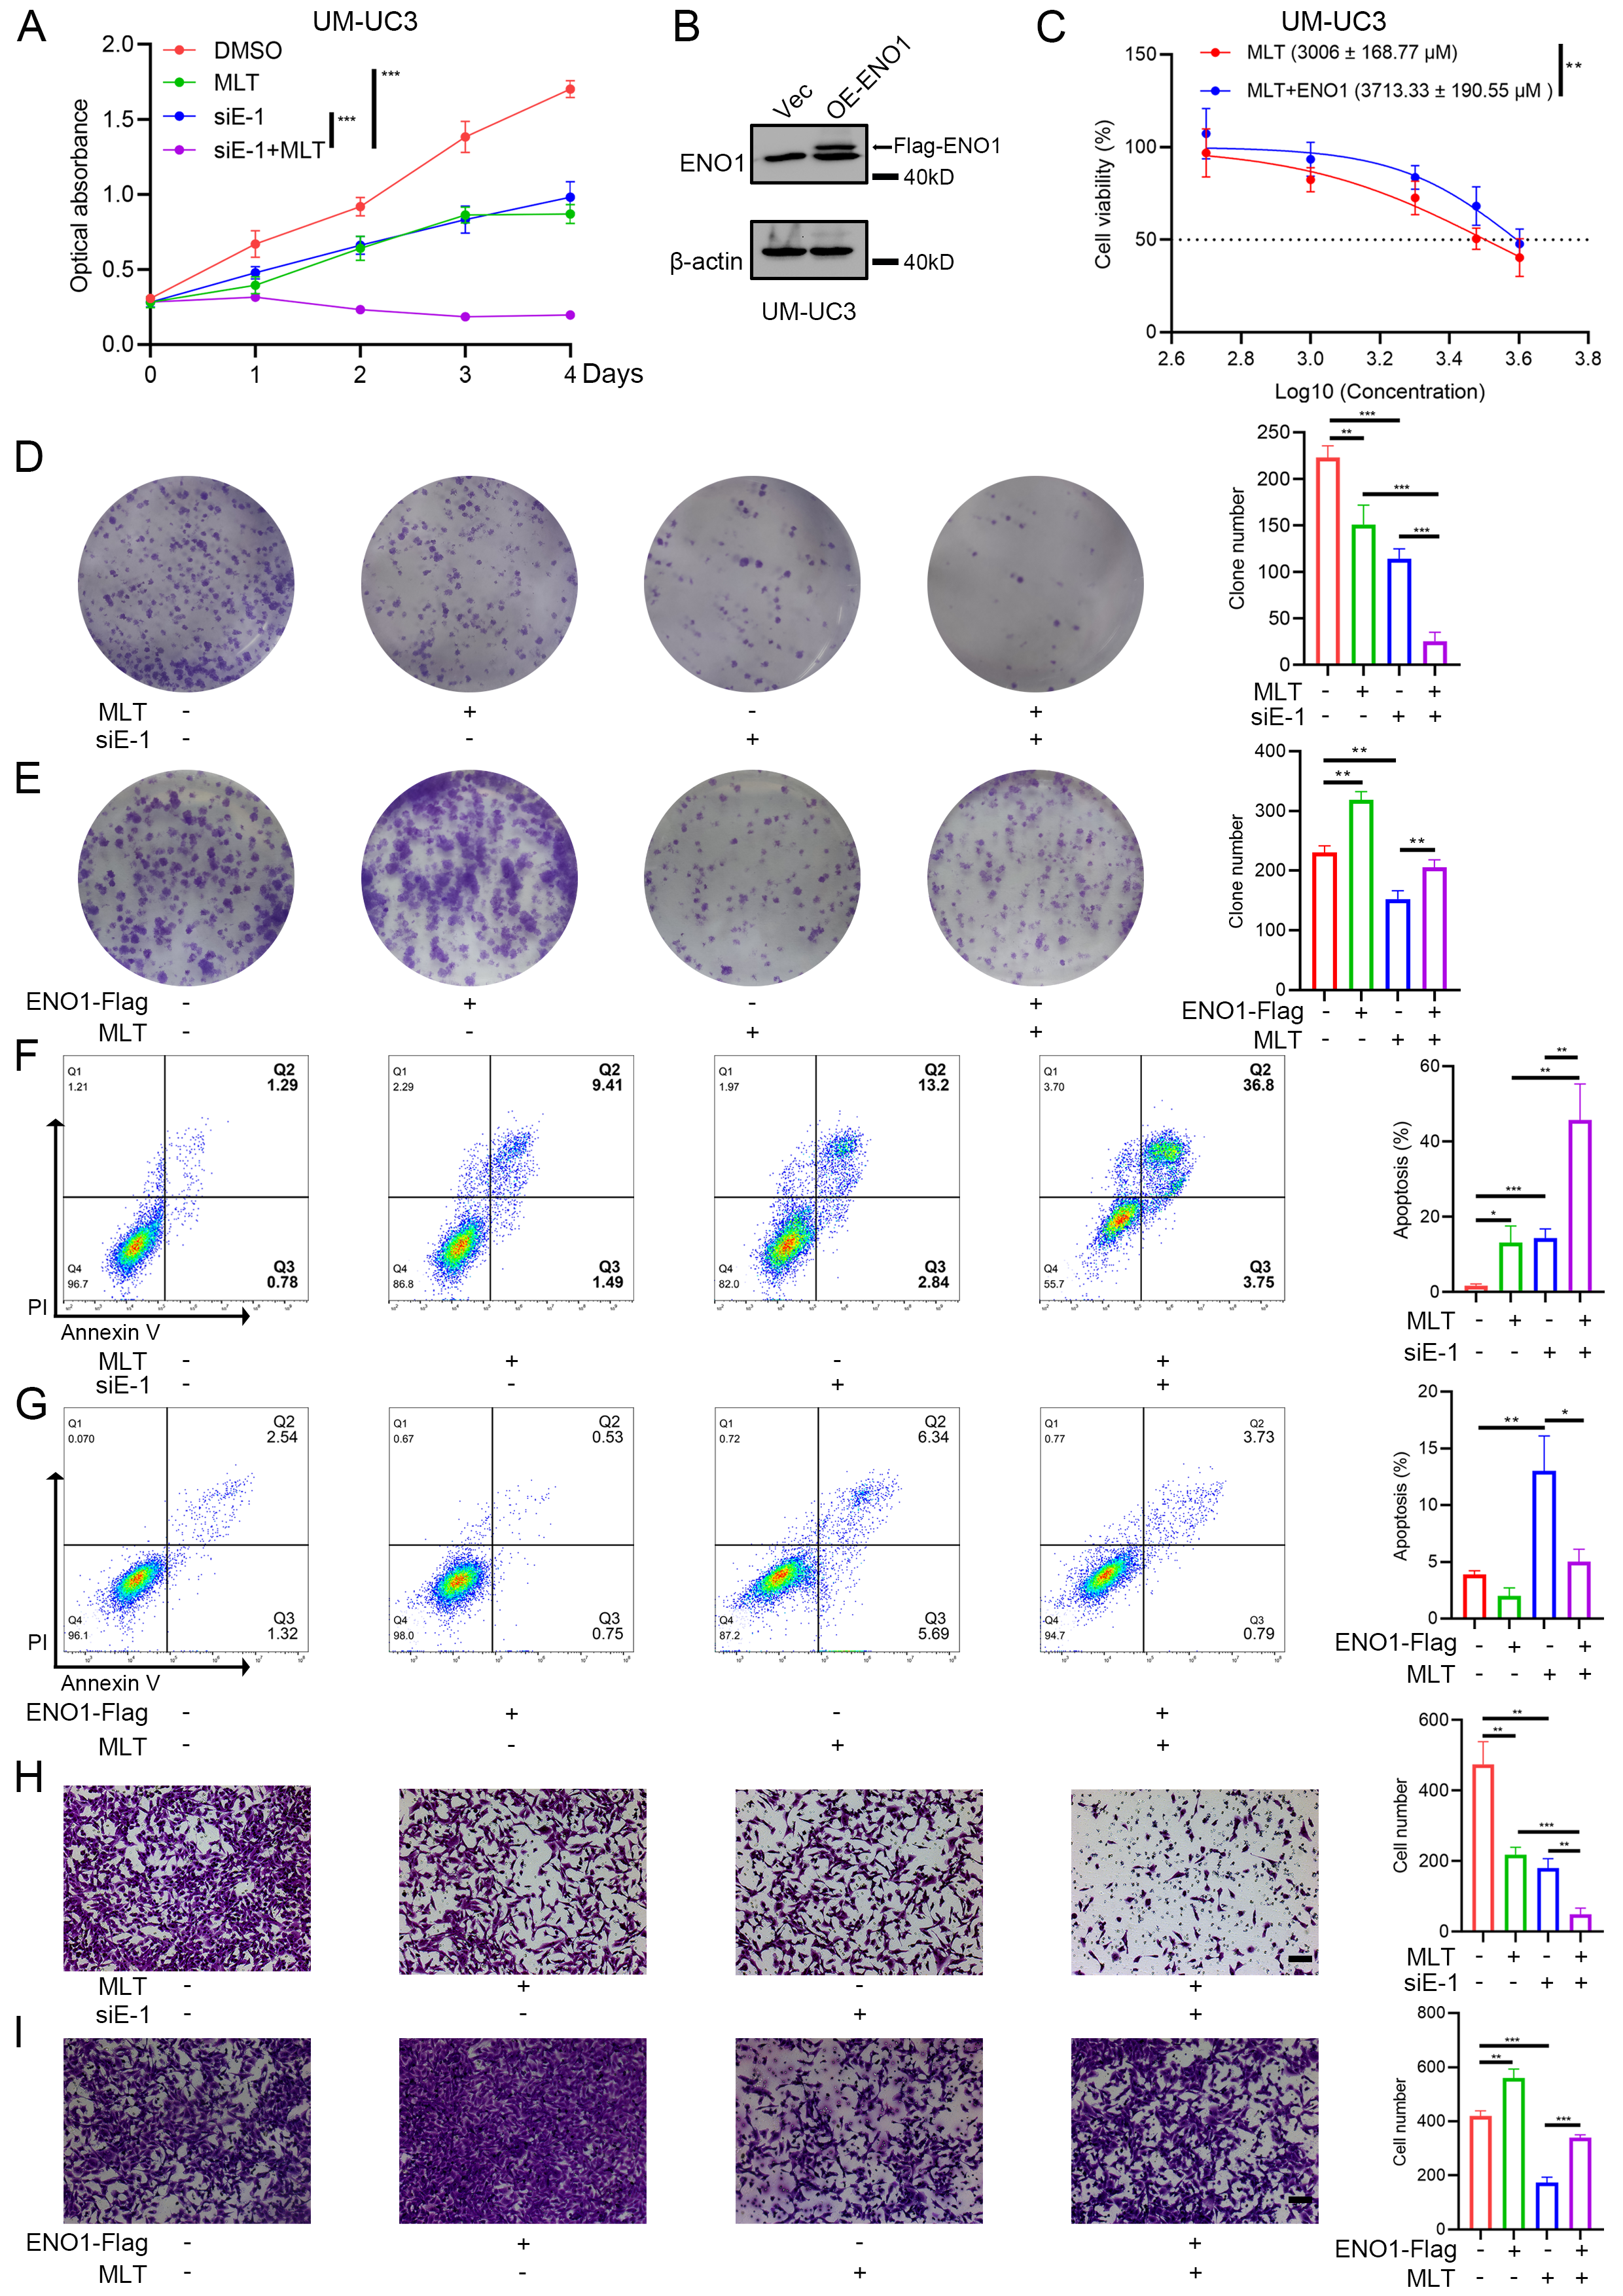

**Supplementary Figure S5. *ENO1* mediated the inhibitory effect of melatonin on BLCA cells.**

**(A)** MTT assay of UM-UC3 cells treated with melatonin (2 mM) after silencing *ENO1* (n=3). **(B)** Western blot results of over-expressing Flag-ENO1 plasmid in UM-UC3 BLCA cells. **(C)** IC50 value of UM-UC3 cells treated with melatonin after over-expressing ENO1 (n=3). **(D)** Clone formation assay of UM-UC3 cells treated with 48 h melatonin (2 mM) after silencing *ENO1* and statistical analysis (n=3). **(E)** Clone formation assay of UM-UC3 cells treated with 48 h melatonin (2 mM) after over-expressing ENO1 and statistical analysis (n=3). **(F)** Apoptotic cells of UM-UC3 cells were treated with 24 h melatonin (2 mM) after silencing *ENO1* and statistical analysis (n=3). **(G)** Apoptotic cells of UM-UC3 cells were treated with 24 h melatonin (2 mM) after over-expressing ENO1 and statistical analysis (n=3). **(H)** Transwell assay of UM-UC3 cells treated with 24 h melatonin (2 mM) after silencing *ENO1* and statistical analysis (n=3). Scale bar: 100 μm. **(I)** Transwell assay of UM-UC3 cells treated with 24 h melatonin (2 mM) after over-expressing ENO1 and statistical analysis (n=3). Scale bar: 100 μm. **p* < 0.05, ***p* < 0.01, ****p* < 0.001.

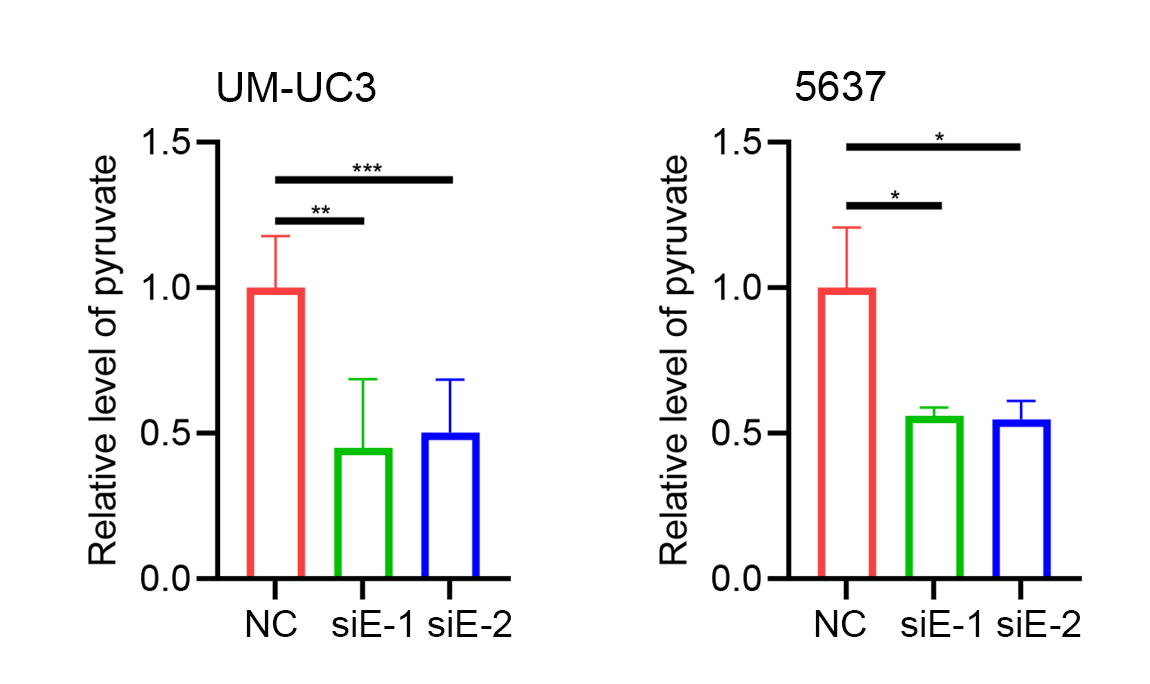

**Supplementary Figure S6. Silencing *ENO1* reduced cellular pyruvate level in BLCA cells.**

**(A)** Detection of cellular pyruvate level after silencing *ENO1* in UM-UC3 cells (n=3). **(B)** Detection of cellular pyruvate level after silencing *ENO1* in 5637 cells (n=3). **p* < 0.05, ***p* < 0.01, ****p* < 0.001.

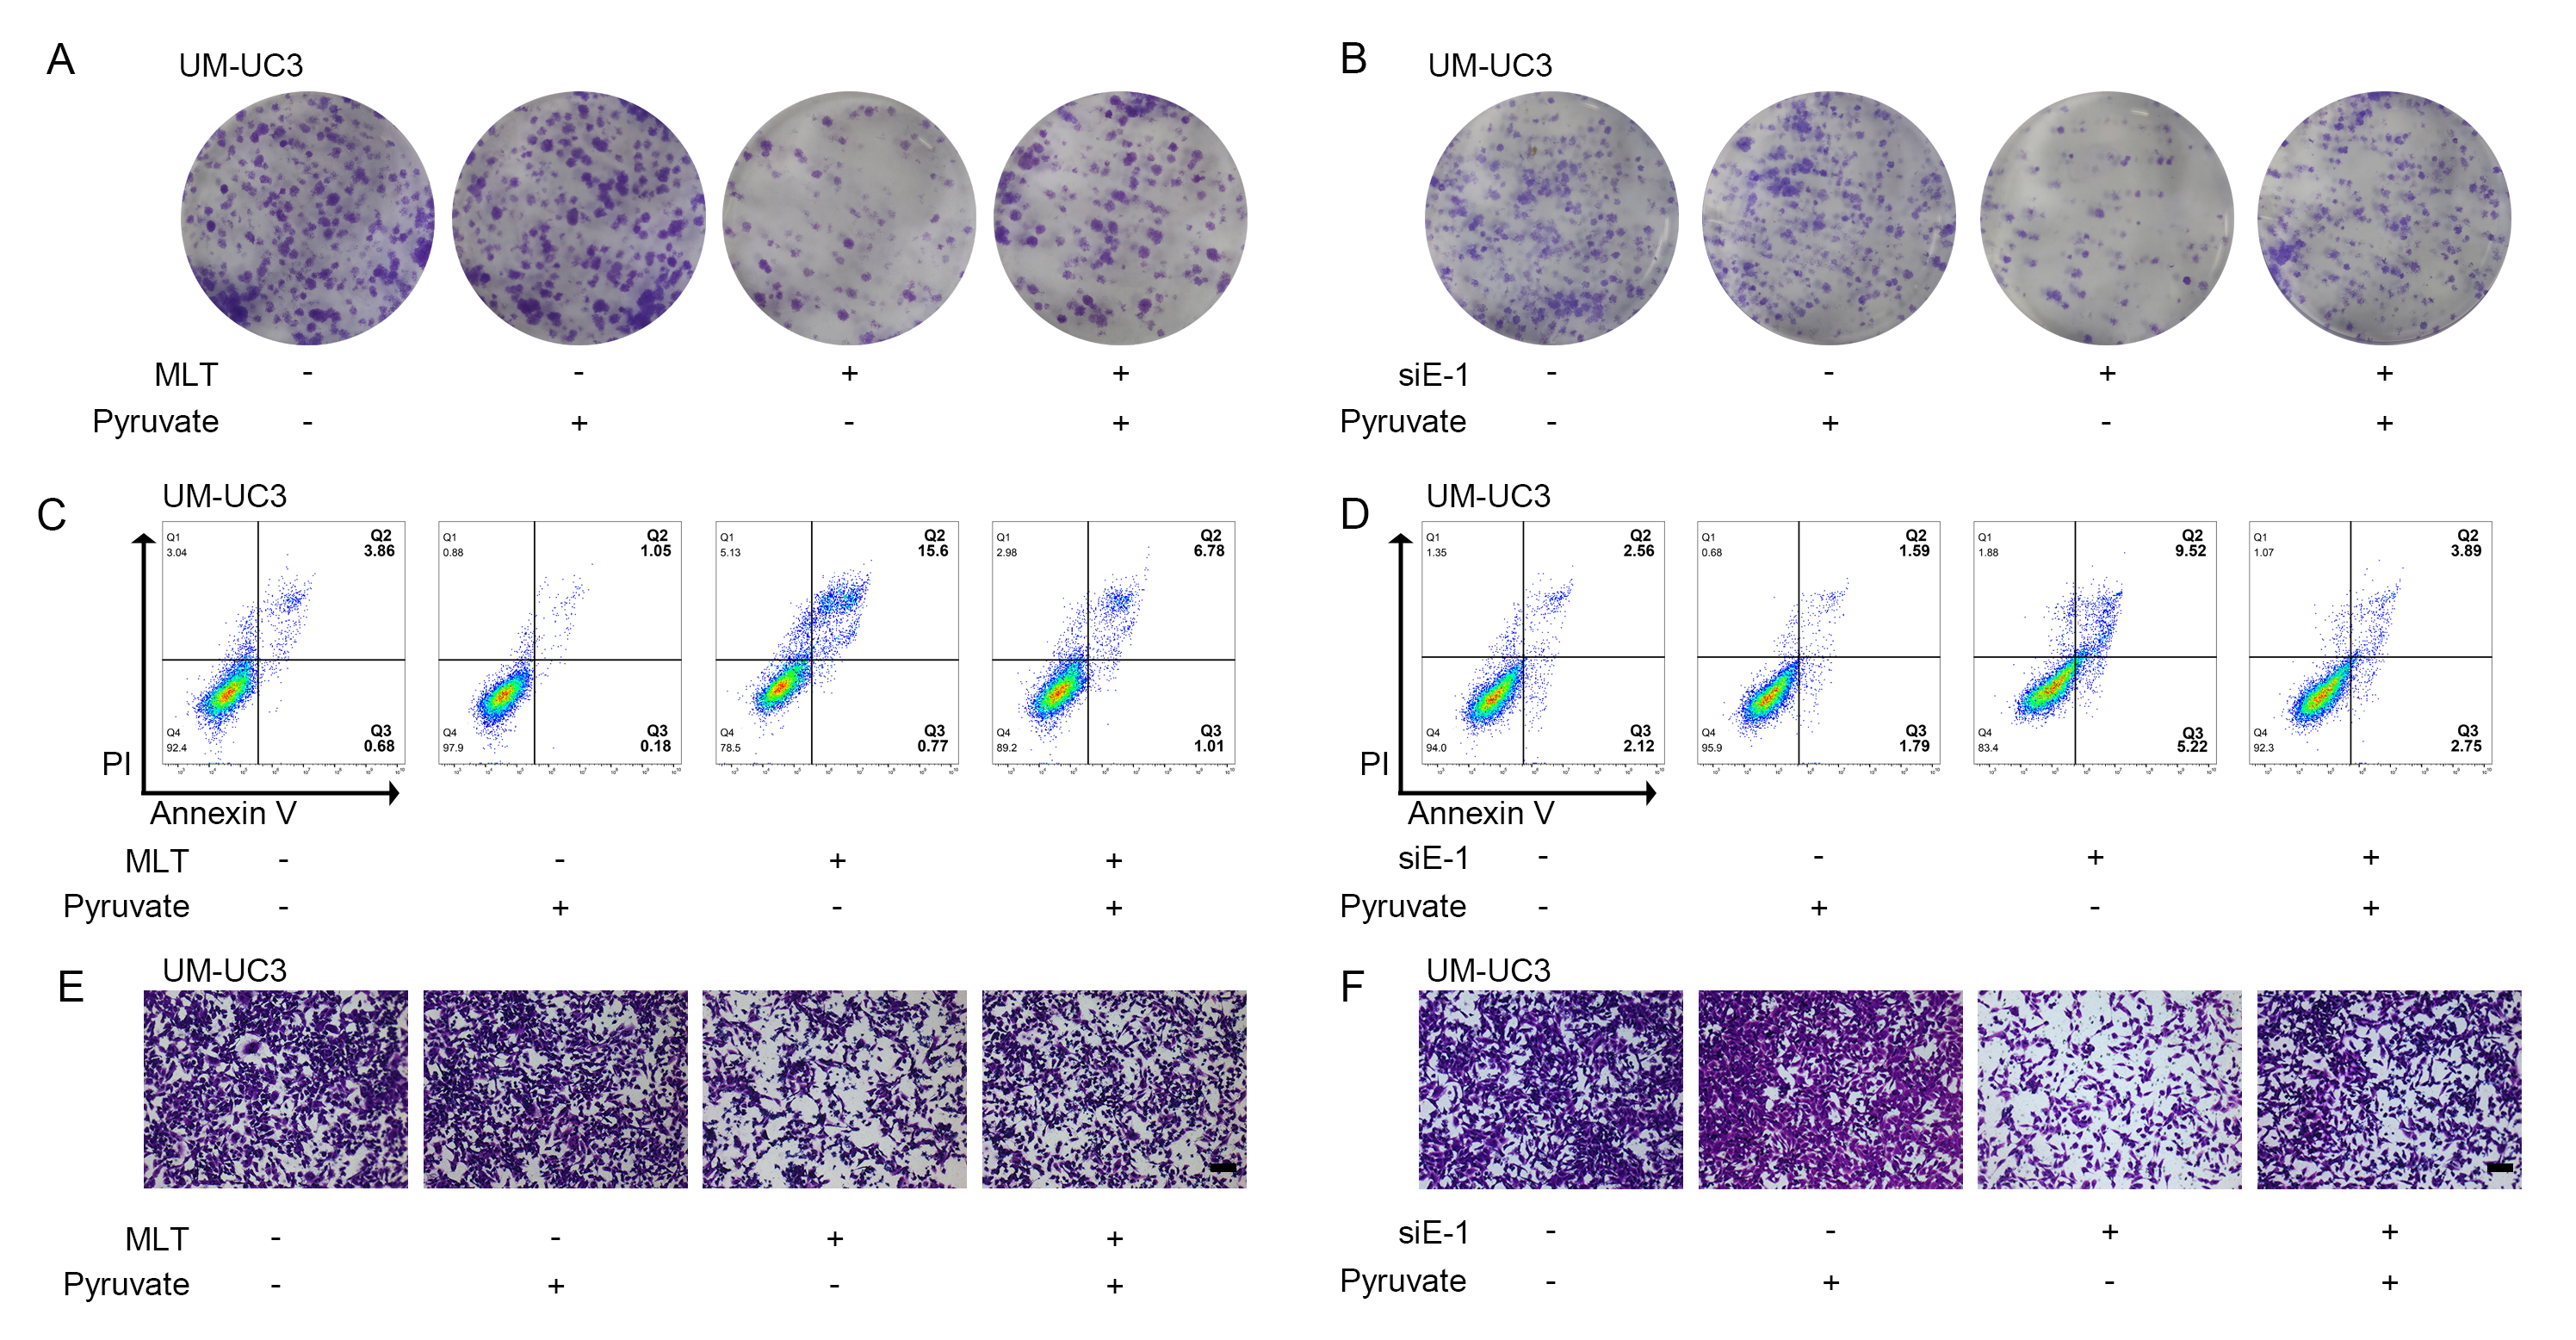

**Supplementary Figure S7. Supplement of exogenous pyruvate could reverse the inhibitory effect of melatonin treatment or silencing *ENO1* on BLCA cells.**

**(A)** Clone formation assay of UM-UC3 cells under 48 h melatonin (2 mM) treatment and exogenous pyruvate (3 mM) supplement. **(B)** Clone formation assay of UM-UC3 cells after silencing *ENO1* with exogenous pyruvate (3 mM) supplement. **(C)** Apoptotic cells of UM-UC3 cells after 24 h melatonin (2 mM) treatment with exogenous pyruvate (3 mM) supplement. **(D)** Apoptotic cells of UM-UC3 cells after silencing *ENO1* with exogenous pyruvate (3 mM) supplement. **(E)** Transwell assay of UM-UC3 cells after 24 h melatonin (2 mM) treatment with exogenous pyruvate (3 mM) supplement. Scale bar: 100 μm. **(F)** Transwell assay of UM-UC3 cells after silencing *ENO1* with exogenous pyruvate (3 mM) supplement. Scale bar: 100 μm.

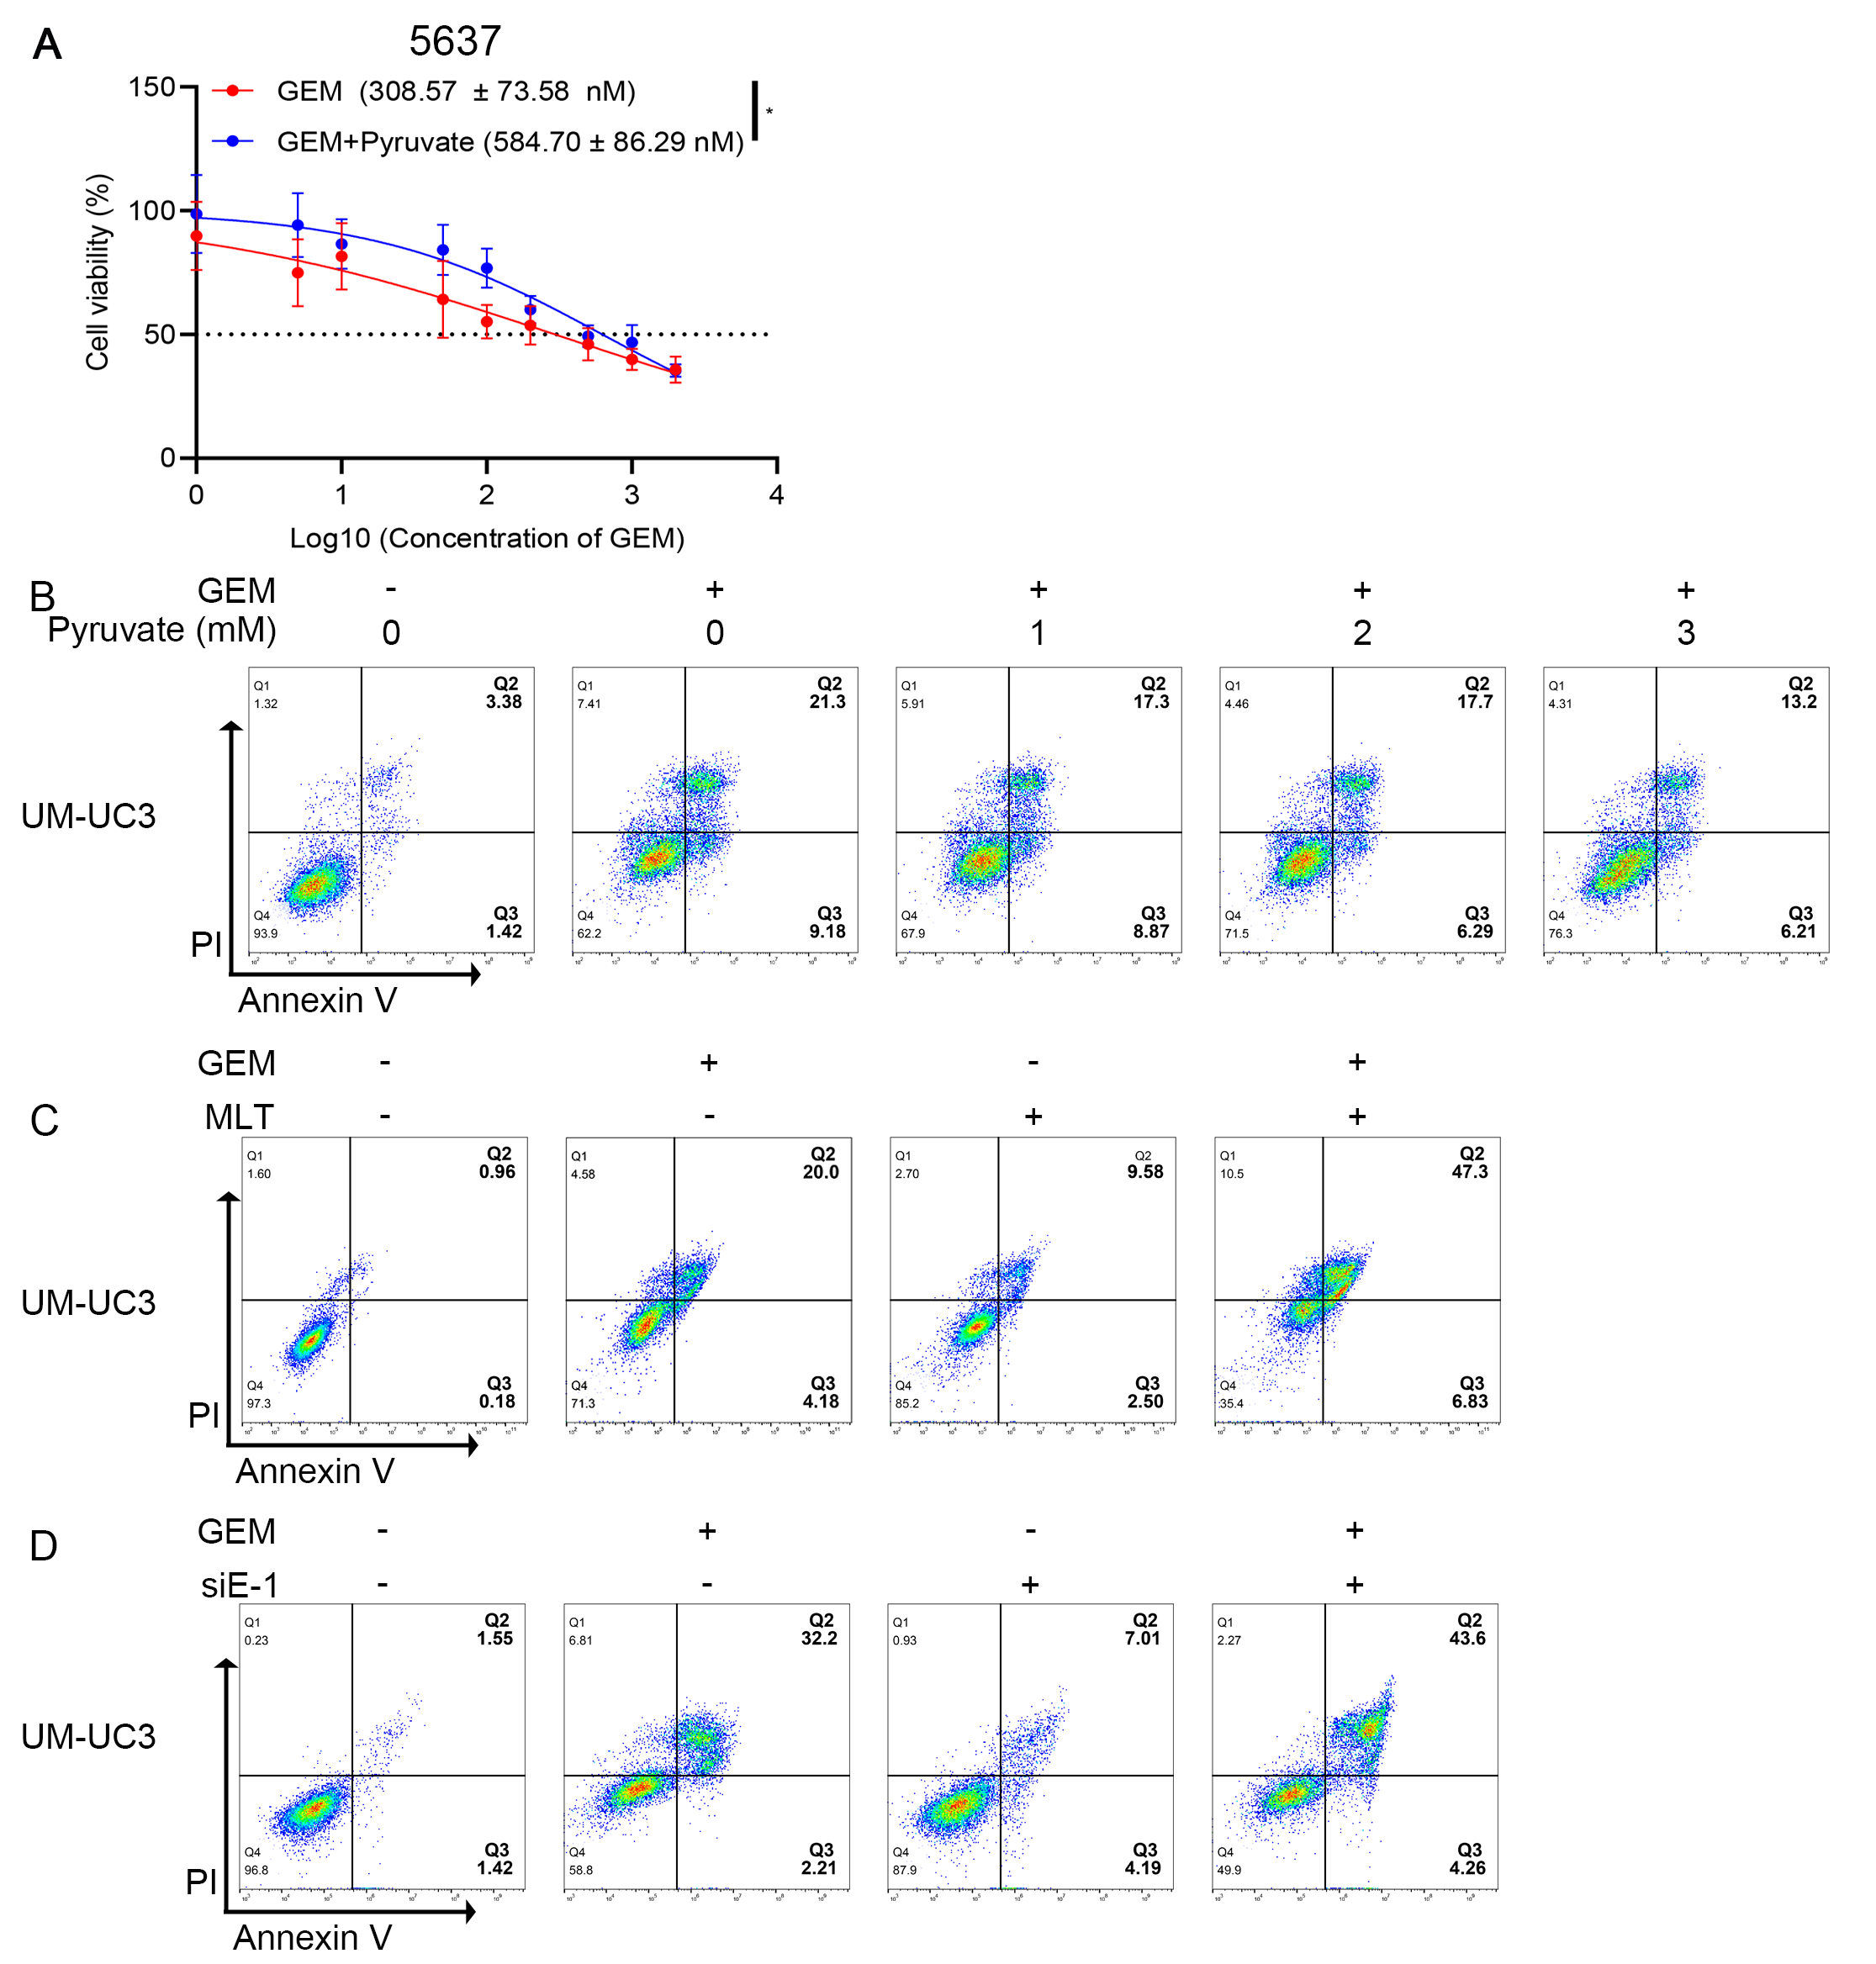

**Supplementary Figure S8. Melatonin treatment or silencing *ENO1* could promote the cytotoxic effect of gemcitabine.**

**(A)** IC50 value of 48 h gemcitabine treatment and gemcitabine treatment combined with pyruvate (3 mM) supplement on 5637 cells (n=3). **(B)** Apoptotic cells of UM-UC3 cells after 48 h gemcitabine (0.5 μM) treatment with exogenous pyruvate (3 mM) supplement. **(C)** Apoptotic cells of UM-UC3 cells with 48 h gemcitabine (0.5 μM) treatment and 24 h melatonin (2 mM) treatment. **(D)** Apoptotic cells of UM-UC3 cells with 48 h gemcitabine (0.5 μM) treatment and silencing *ENO1*. **p* < 0.05, ***p* < 0.01, ****p* < 0.001.

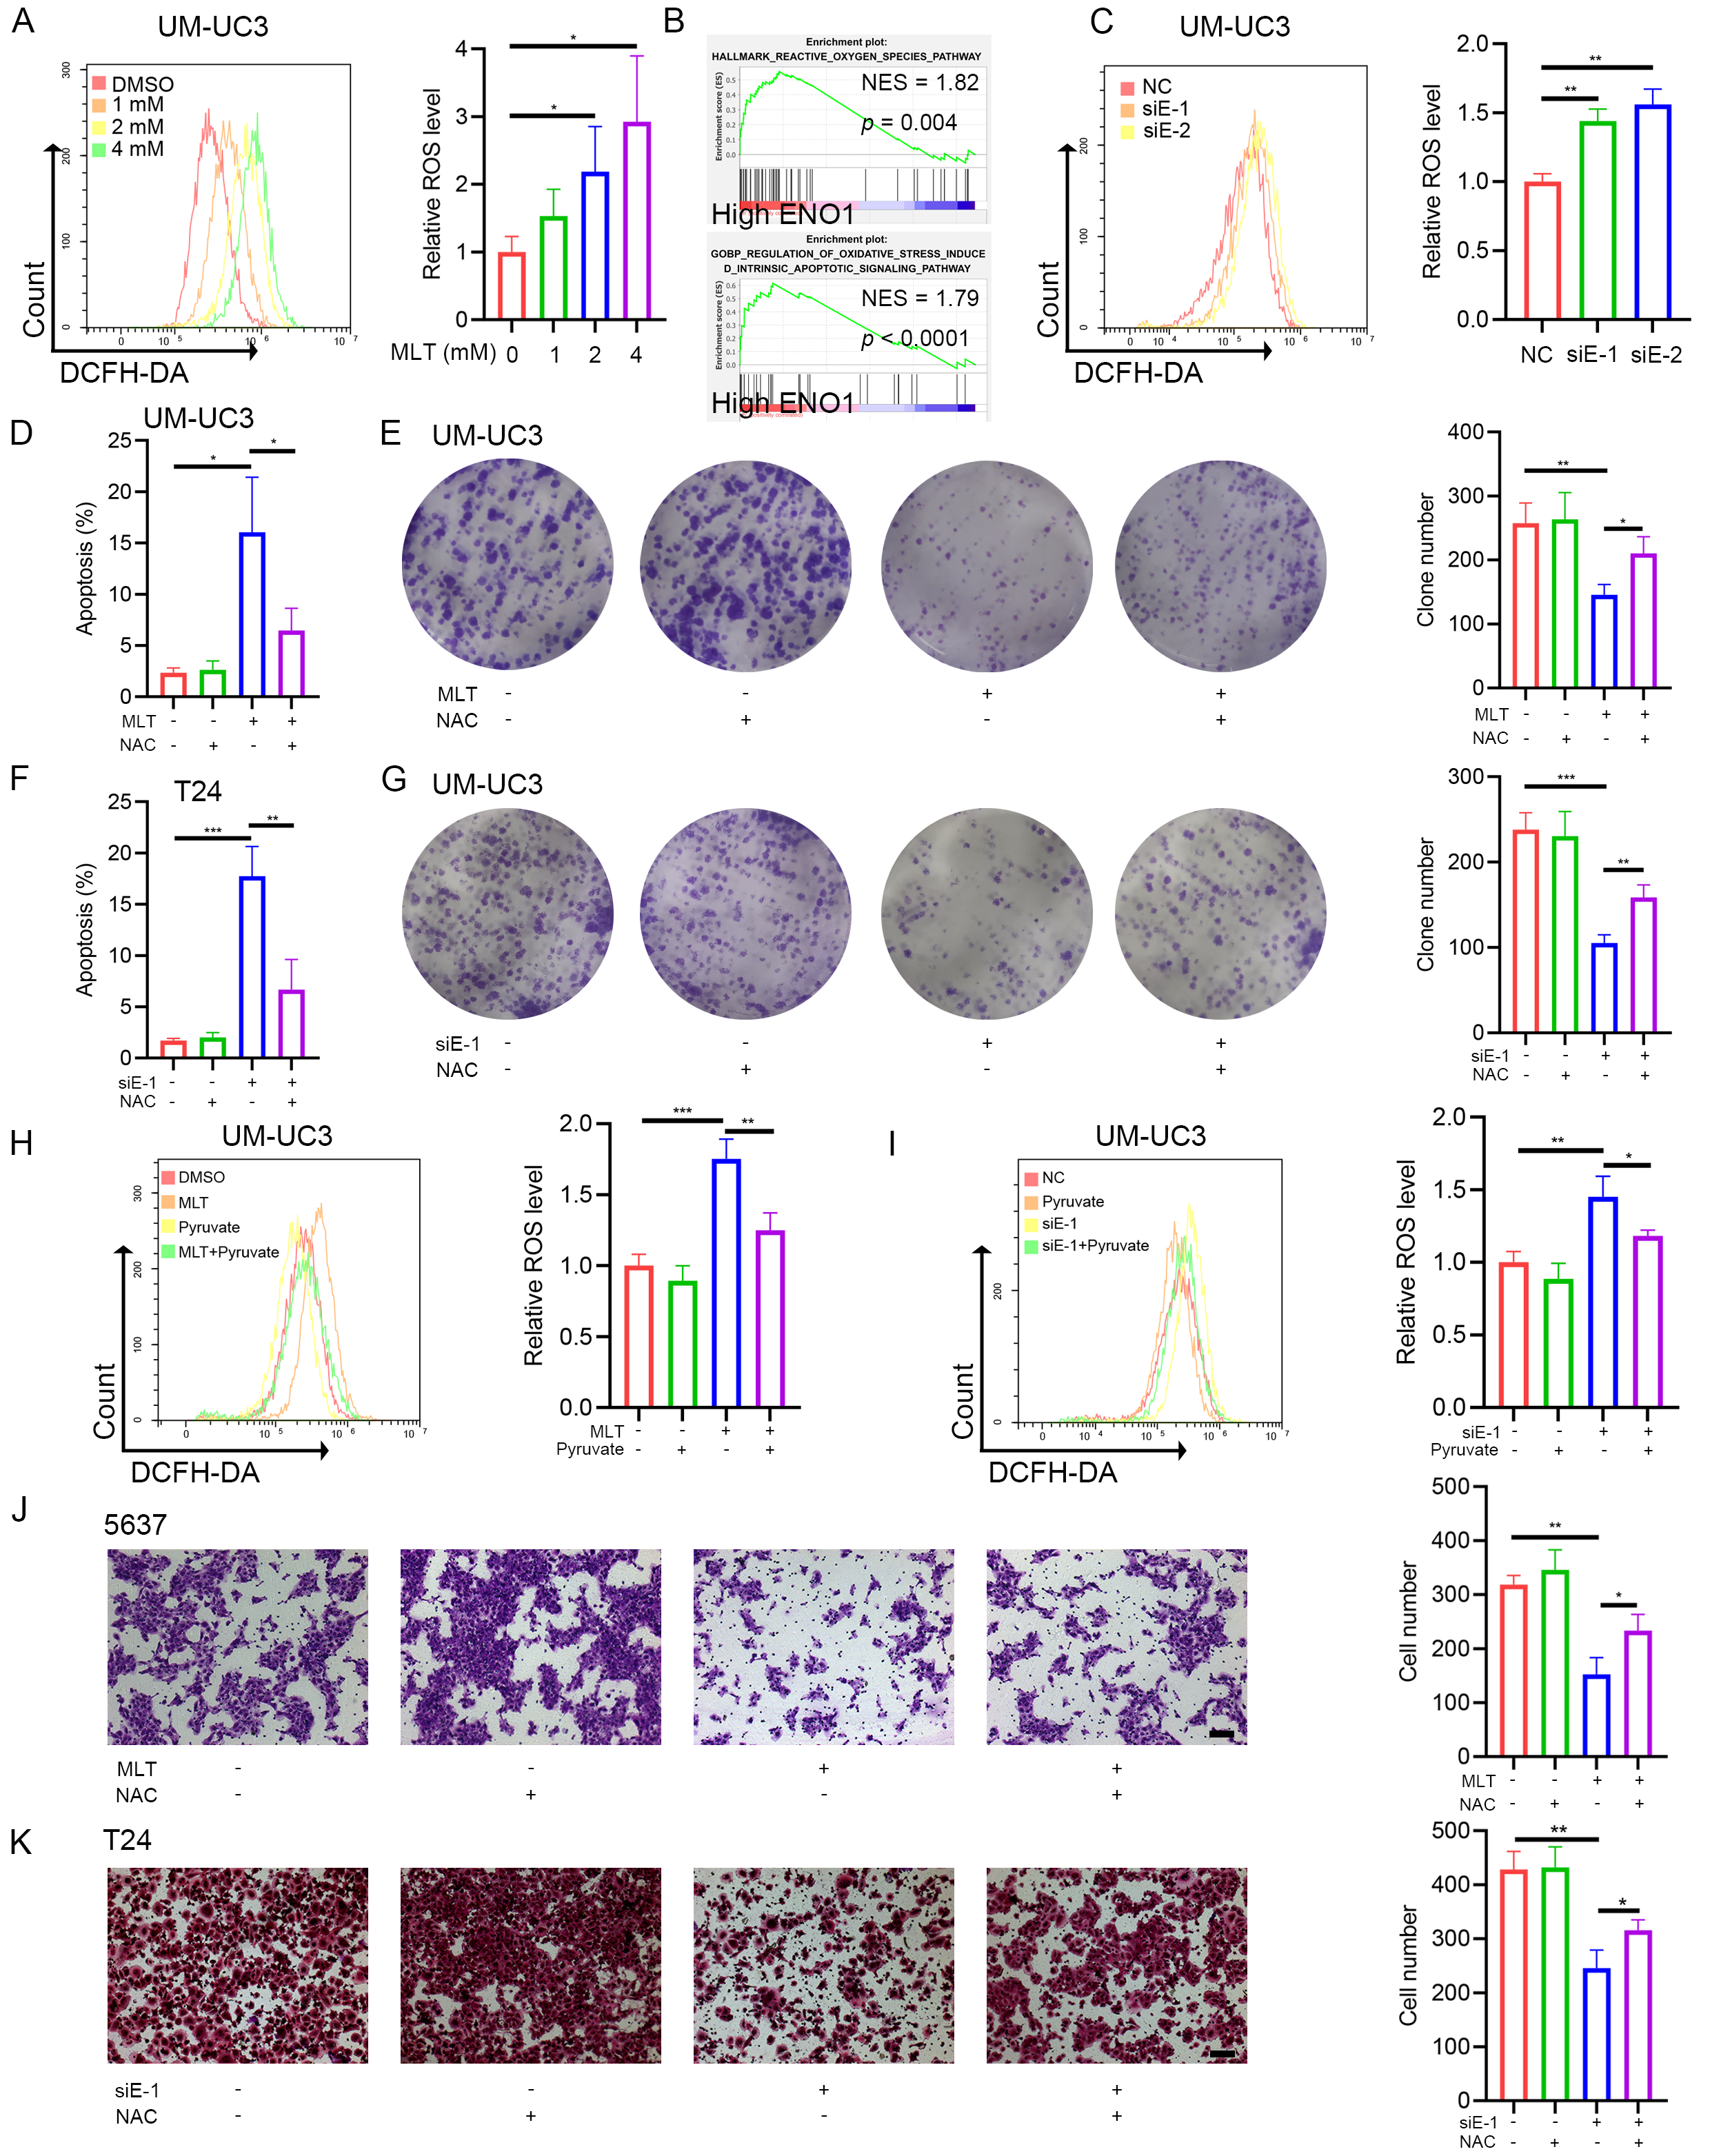

**Supplementary Figure S9. ROS mediated the inhibitory effect of melatonin or silencing *ENO1* on BLCA cells.**

**(A)** Alteration of ROS level in UM-UC3 cells after 24 h melatonin treatment and statistical analysis (n=3). **(B)** GSEA results of CCLE database based on *ENO1* expression level in BLCA cell lines. **(C)** Alteration of ROS level in UM-UC3 cells after silencing *ENO1* and statistical analysis (n=3). **(D)** Apoptotic cells of UM-UC3 cells after 24 h melatonin (2 mM) treatment with NAC (5 mM) supplement (n=3). **(E)** Clone formation assay of under 48 h melatonin (2 mM) treatment with NAC (5 mM) supplement in UM-UC3 cells and statistical analysis (n=3). **(F)** Apoptotic cells of T24 cells after silencing ENO1 with NAC (5 mM) supplement (n=3). **(G)** Clone formation assay of silencing *ENO1* with NAC (5 mM) supplement in UM-UC3 cells and statistical analysis (n=3). **(H)** Alteration of ROS level in UM-UC3 cells after 24 h melatonin treatment with exogenous pyruvate (3 mM) supplement and statistical analysis (n=3). **(I)** Alteration of ROS level in UM-UC3 cells after silencing of *ENO1* with exogenous pyruvate (3 mM) supplement and statistical analysis (n=3). **(J)** Transwell assay of 5637 cells after 24 h melatonin (2 mM) treatment with NAC (5 mM) supplement and statistical analysis (n=3). Scale bar: 100 μm. **(K)** Transwell assay of T24 cells after silencing *ENO1* with NAC (5 mM) supplement and statistical analysis (n=3). Scale bar: 100 μm. **p* < 0.05, ***p* < 0.01, ****p* < 0.001.

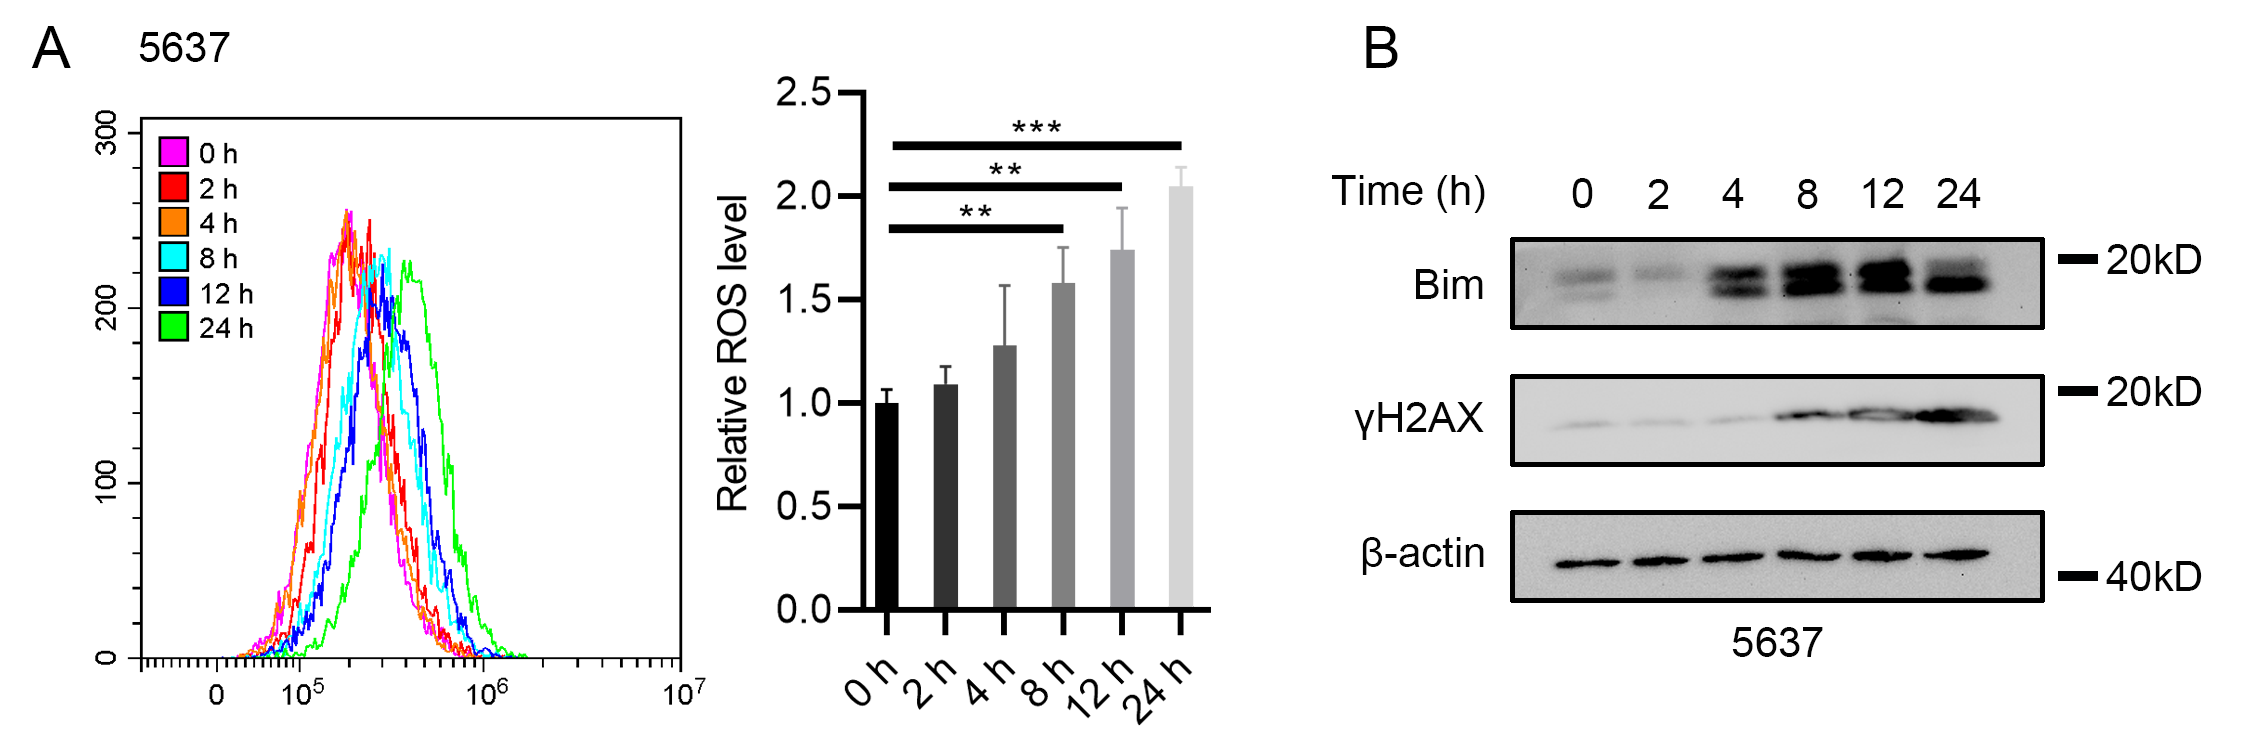

**Supplementary Figure S10. Melatonin treatment caused ROS accumulation and induced apoptosis signaling pathway in a time-dependent manner.**

**(A)** Detection of cellular ROS level after melatonin (2 mM) treatment at the annotated time point in 5637 BLCA cells and statistical analysis (n=3). **(B)** Western blot of Bim and γH2AX level after 24 h melatonin (2 mM) treatment at the annotated time point in 5637 BLCA cells. **p* < 0.05, ***p* < 0.01, ****p* < 0.001.

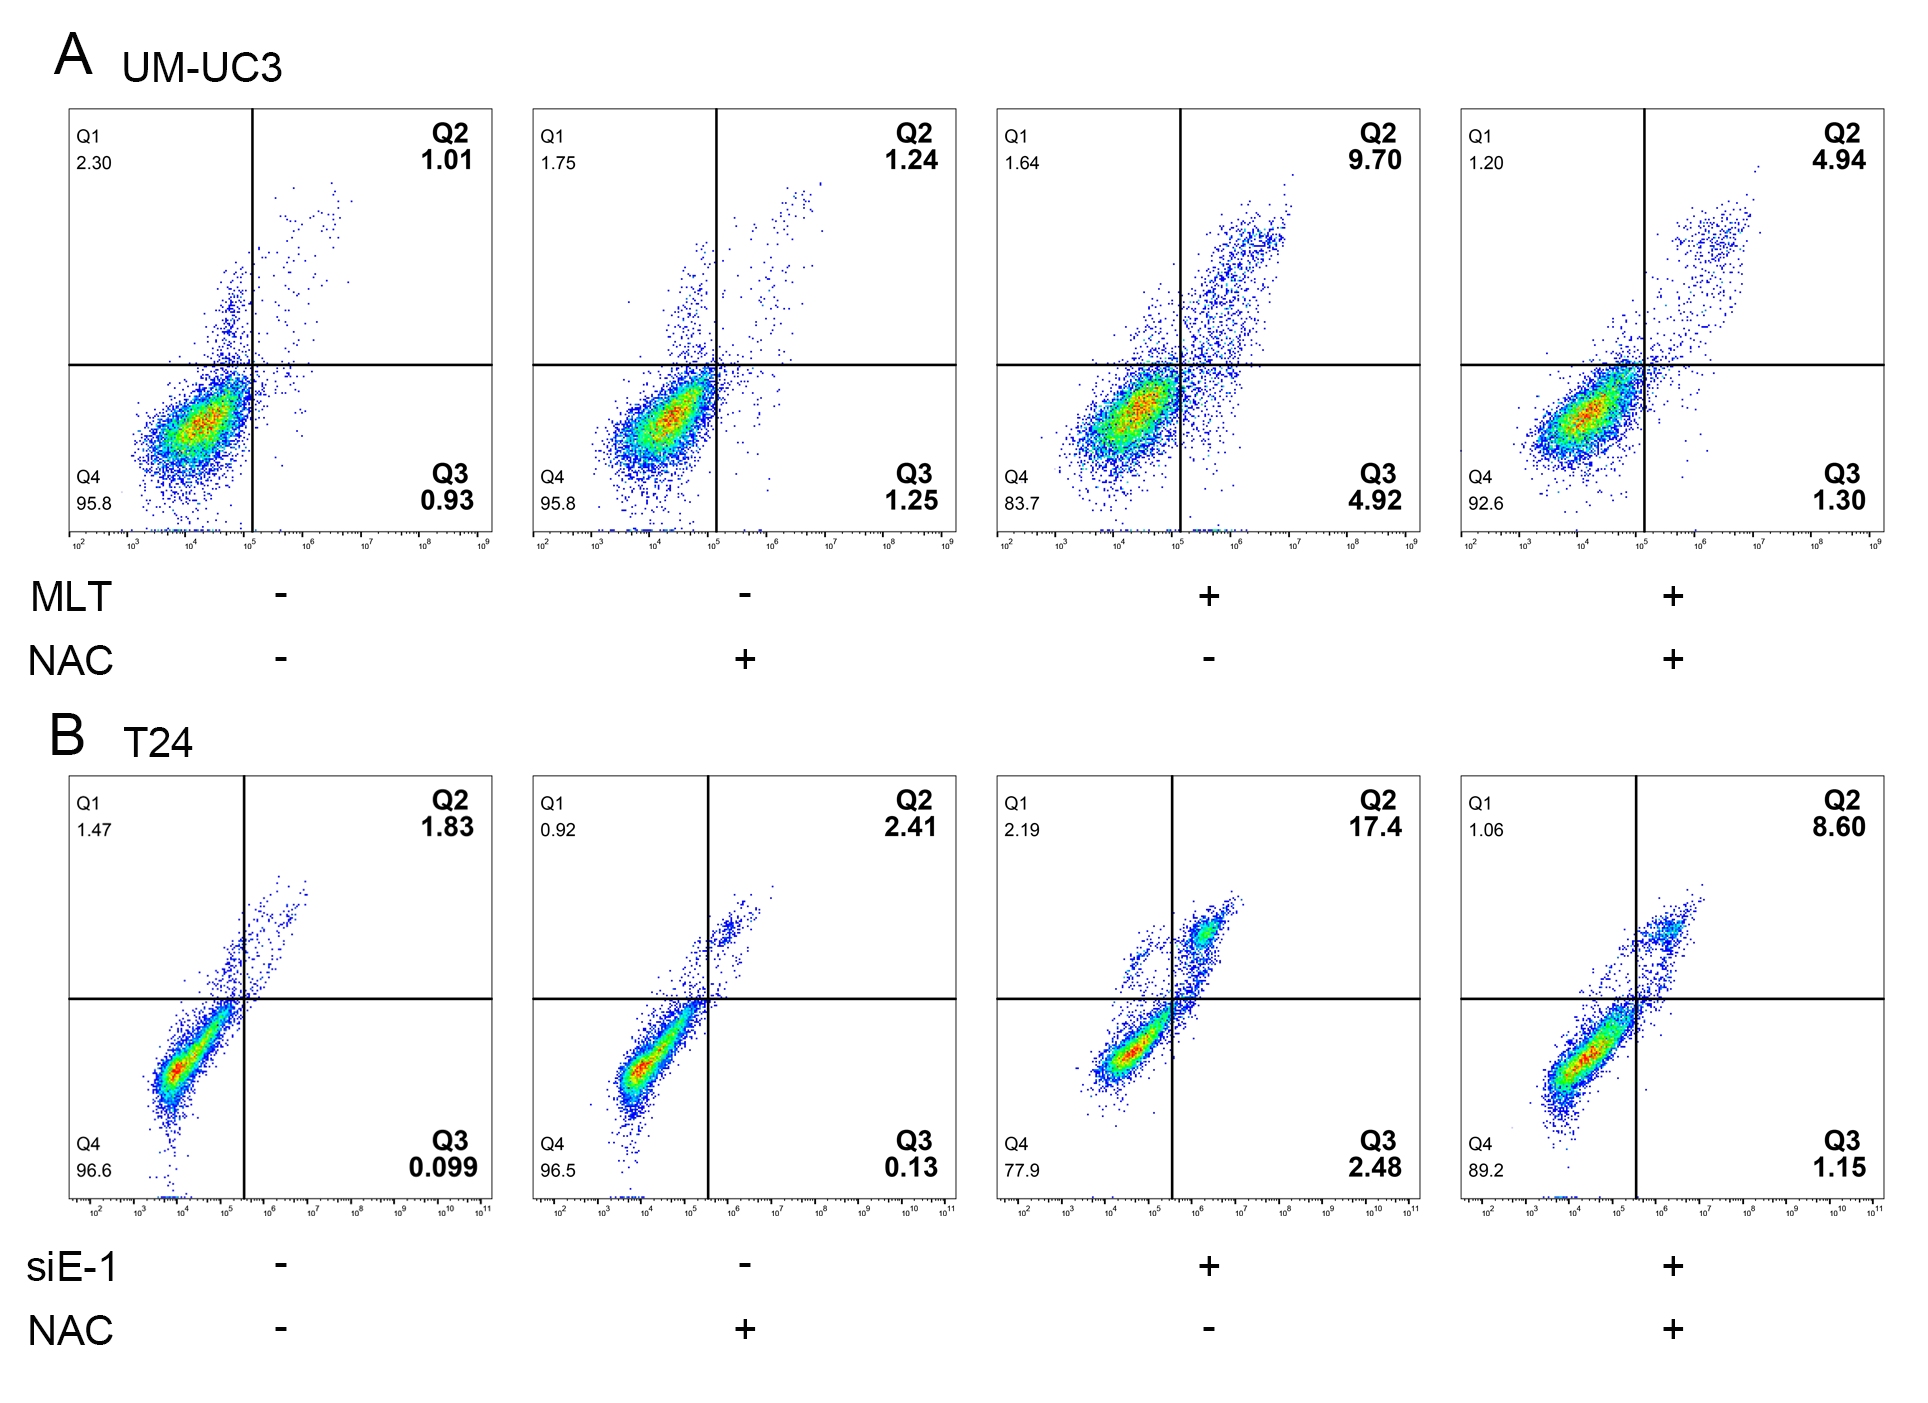

**Supplementary Figure S11. ROS mediated the inhibitory effect of melatonin or silencing *ENO1* on BLCA cells.**

**(A)** Apoptotic cells of UM-UC3 cells after 24 h melatonin (2 mM) treatment with NAC (5 mM) supplement. **(B)** Apoptotic cells of T24 cells after silencing *ENO1* with NAC (5 mM) supplement, negative control siRNA was added in “-” of siE-1 group.

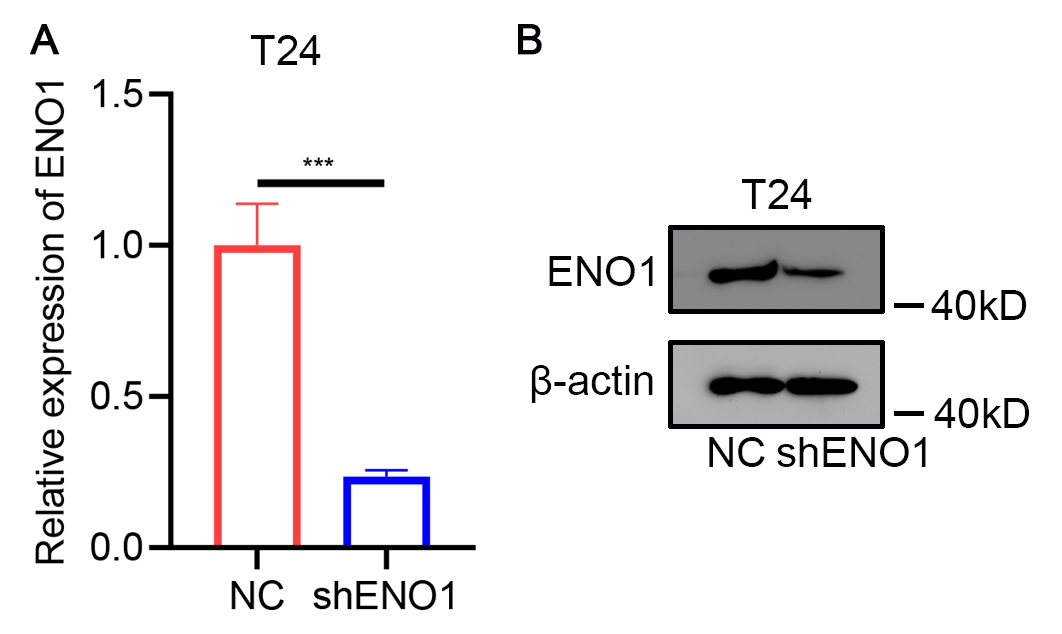

**Supplementary Figure S12. Melatonin treatment or *ENO1* silencing could suppress BLCA growth *in vivo.***

**(A)** qRT-PCR results of transfecting LV-*shENO1* in T24 cells (n=4). **(B)** Western blot analysis of transfecting LV-*shENO1* in T24 cells. **p* < 0.05, ***p* < 0.01, ****p* < 0.001.

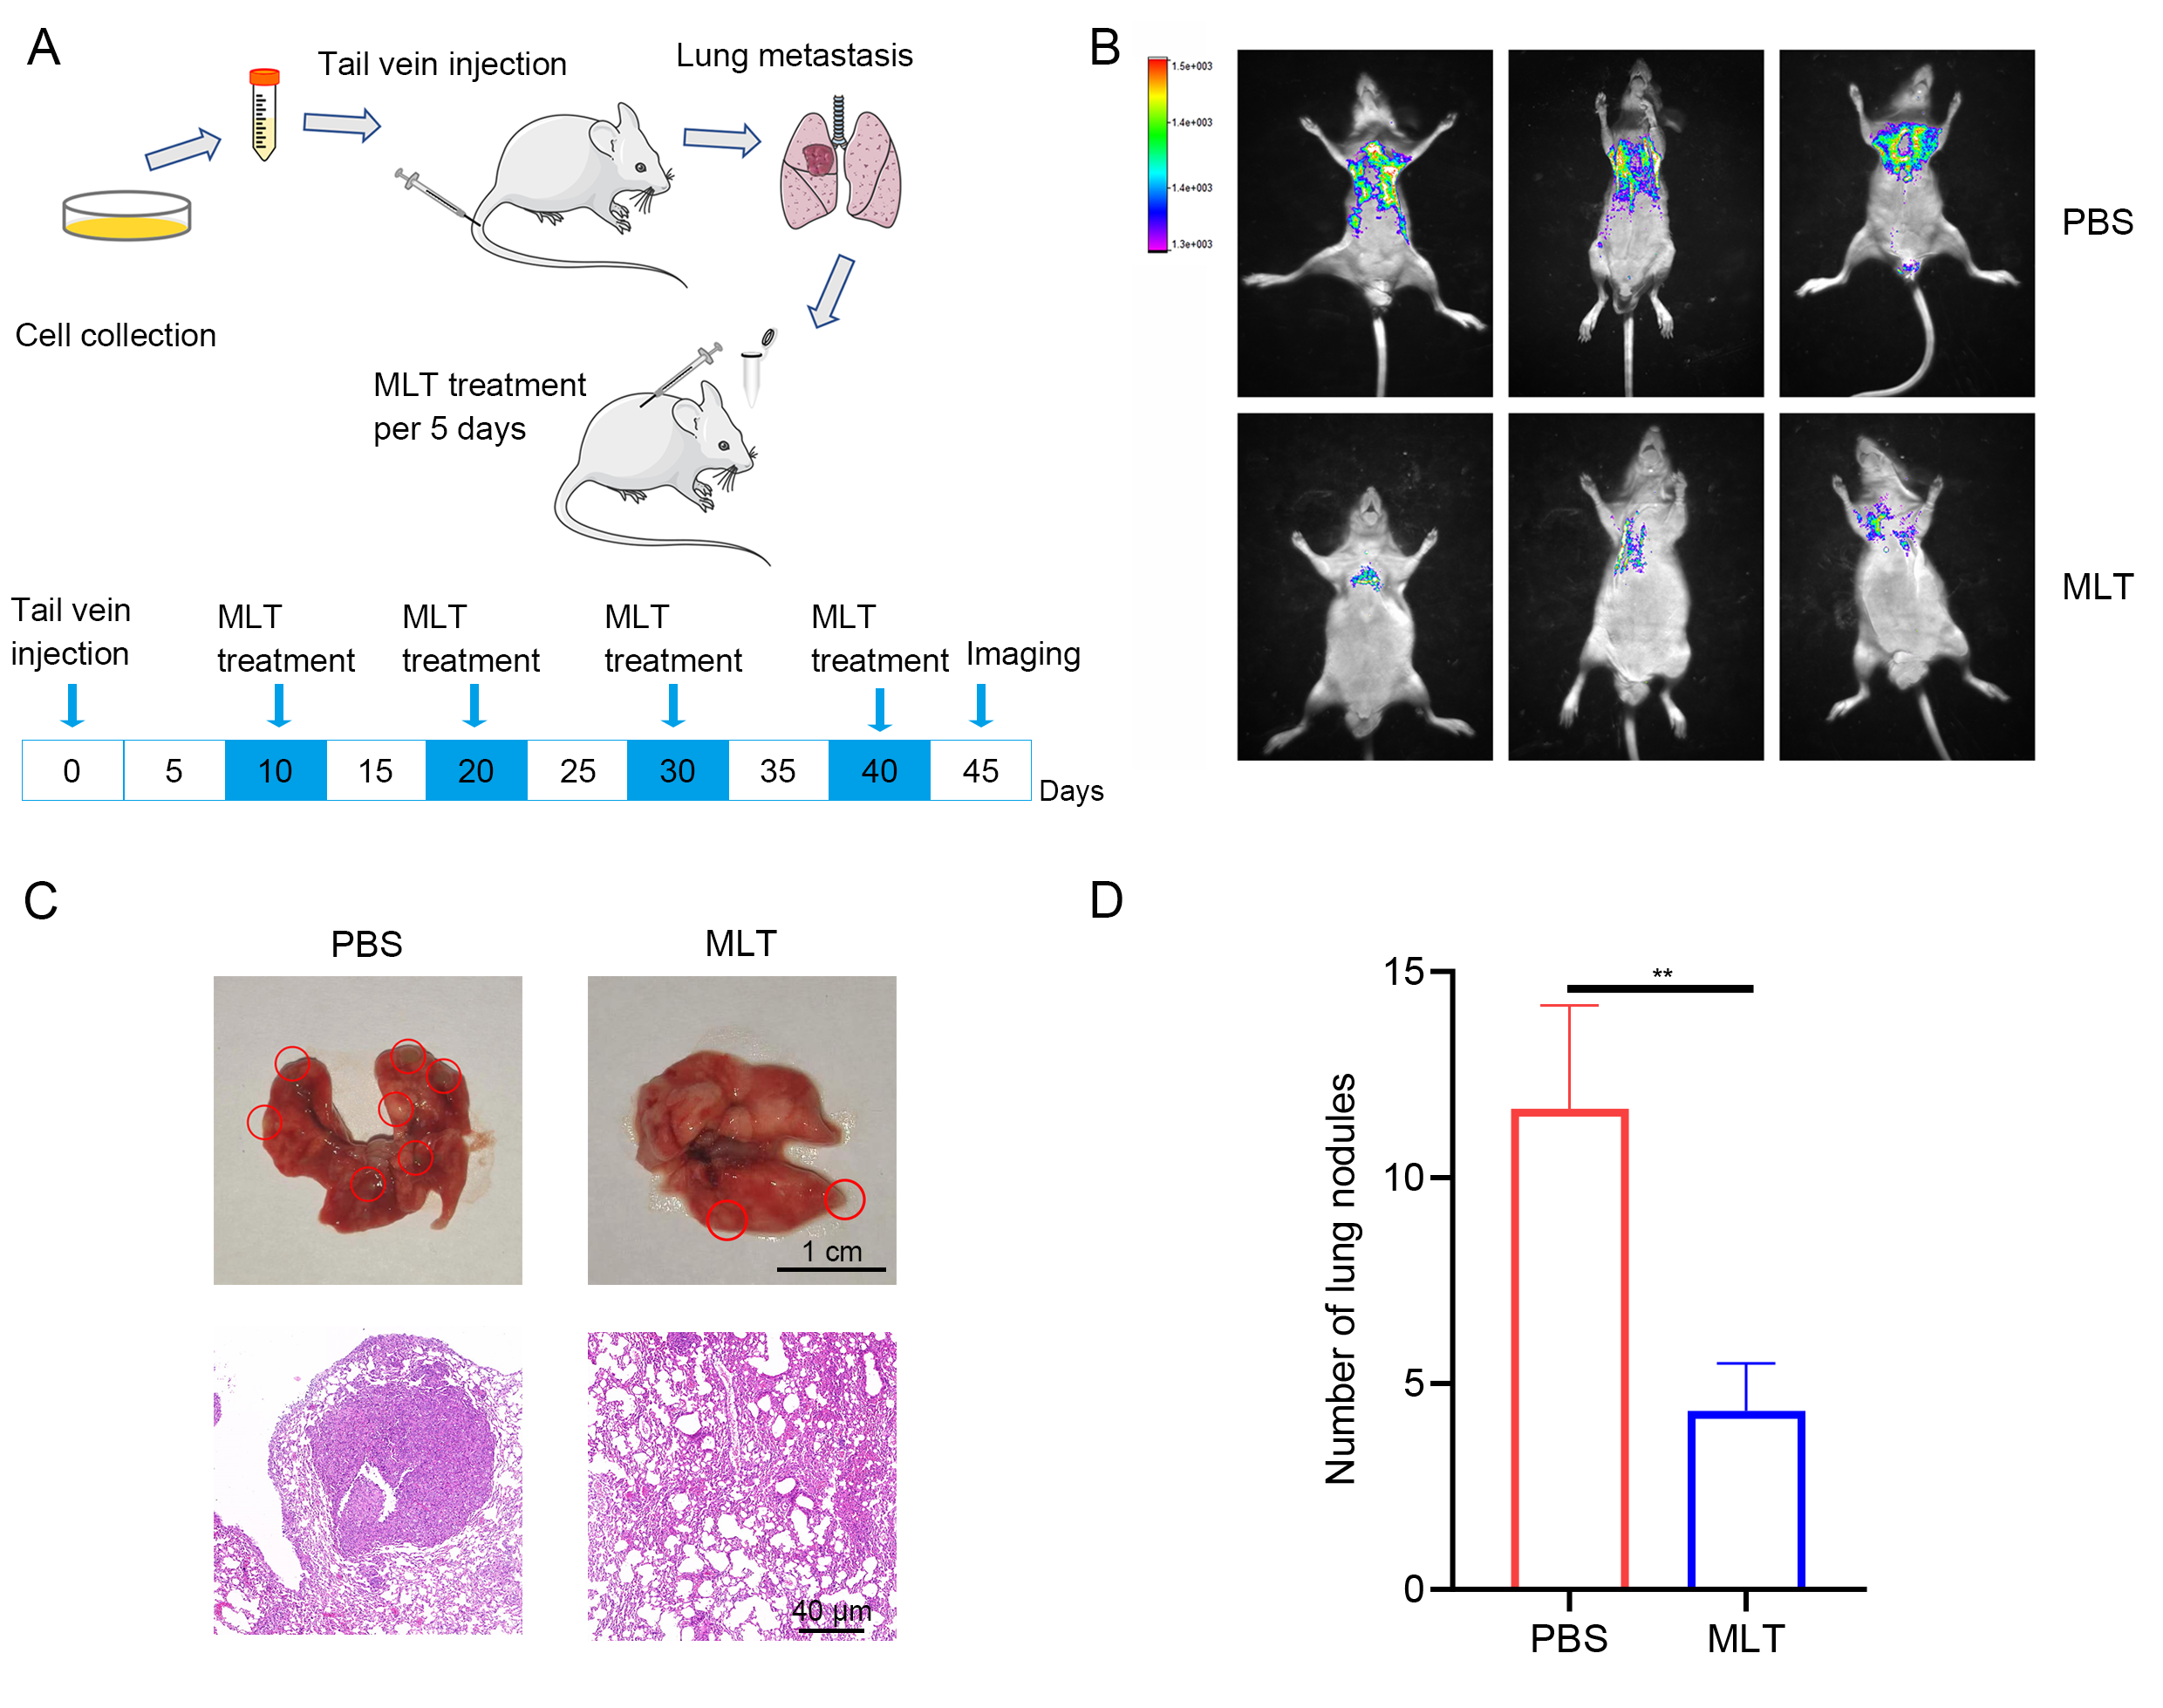

**Supplementary Figure S13. Melatonin treatment or *ENO1* silencing could suppress BLCA metastasis *in vivo.***

**(A)** Pattern of lung metastasis model construction and drug treatment. **(B)** *In vivo* imaging of lung-metastasis model. **(C)** Representative pictures of dissected lungs and H&E staining results. Scale bar: 1 cm or 40 μm. **(D)** Statistical analysis of lung nodules (n=3). **p* < 0.05, ***p* < 0.01, ****p* < 0.001.

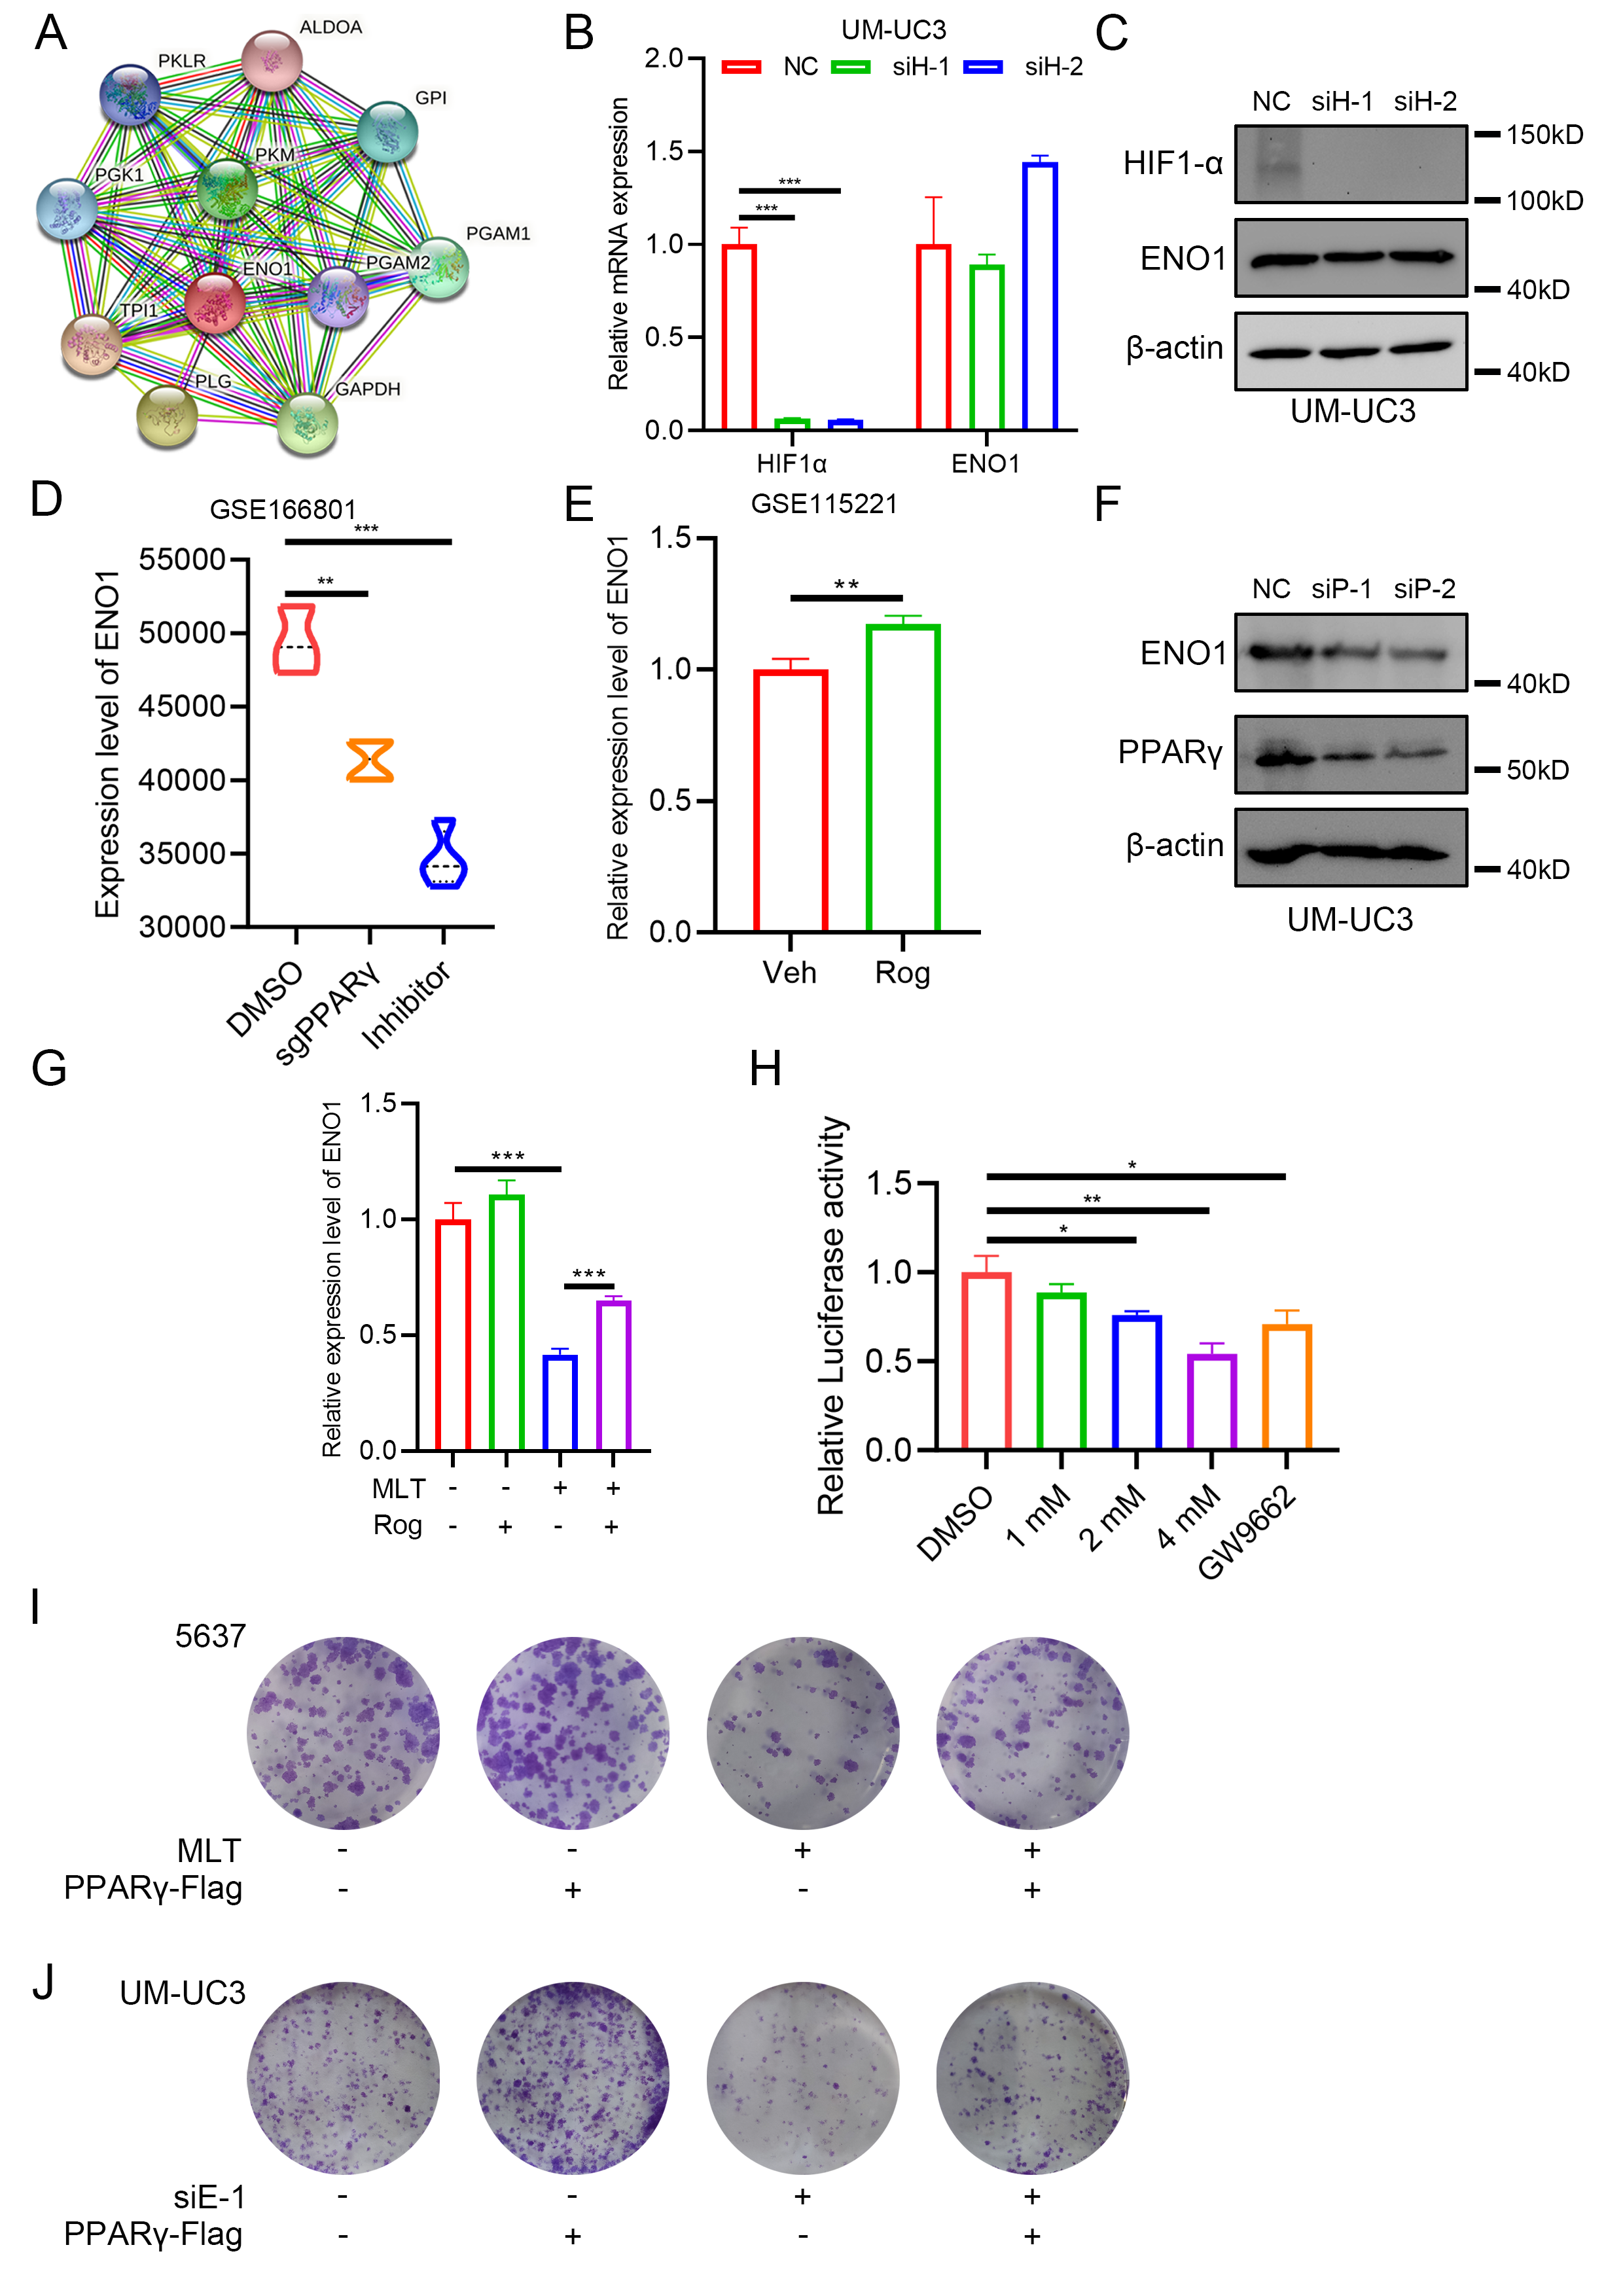

**Supplementary Figure S14. PPARγ mediated the down-regulation of *ENO1* by melatonin.**

**(A)** Interaction network of ENO1 from STRING database. **(B)** qRT-PCR results of *ENO1* and *HIF1α* mRNA level after silencing *HIF1α* in UM-UC3 cells (n=4). **(C)** Western blot results of ENO1 and HIF1α protein level after silencing *HIF1α* in UM-UC3 cells. **(D)** Expression status of *ENO1* in GSE166801. **(E)** Expression status of *ENO1* in GSE115221. **(F)** Western blot results of ENO1 protein level after silencing *PPAR****γ*** in UM-UC3 cells. **(G)** qRT-PCR results of *ENO1* mRNA level after 36 h melatonin (4 mM) treatment and 24 h Rosiglitazone (5 μM) treatment (n=4). **(H)** Dual luciferase reporter assay of ENO1 promoter activity (n=3). **(I)** Clone formation assay of 5637 cells with PPAR**γ** overexpression and 24 h melatonin (2 mM) treatment. **(J)** Clone formation assay of UM-UC3 cells with PPARγ overexpression and silencing *ENO1*. **p* < 0.05, ***p* < 0.01, ****p* < 0.001.

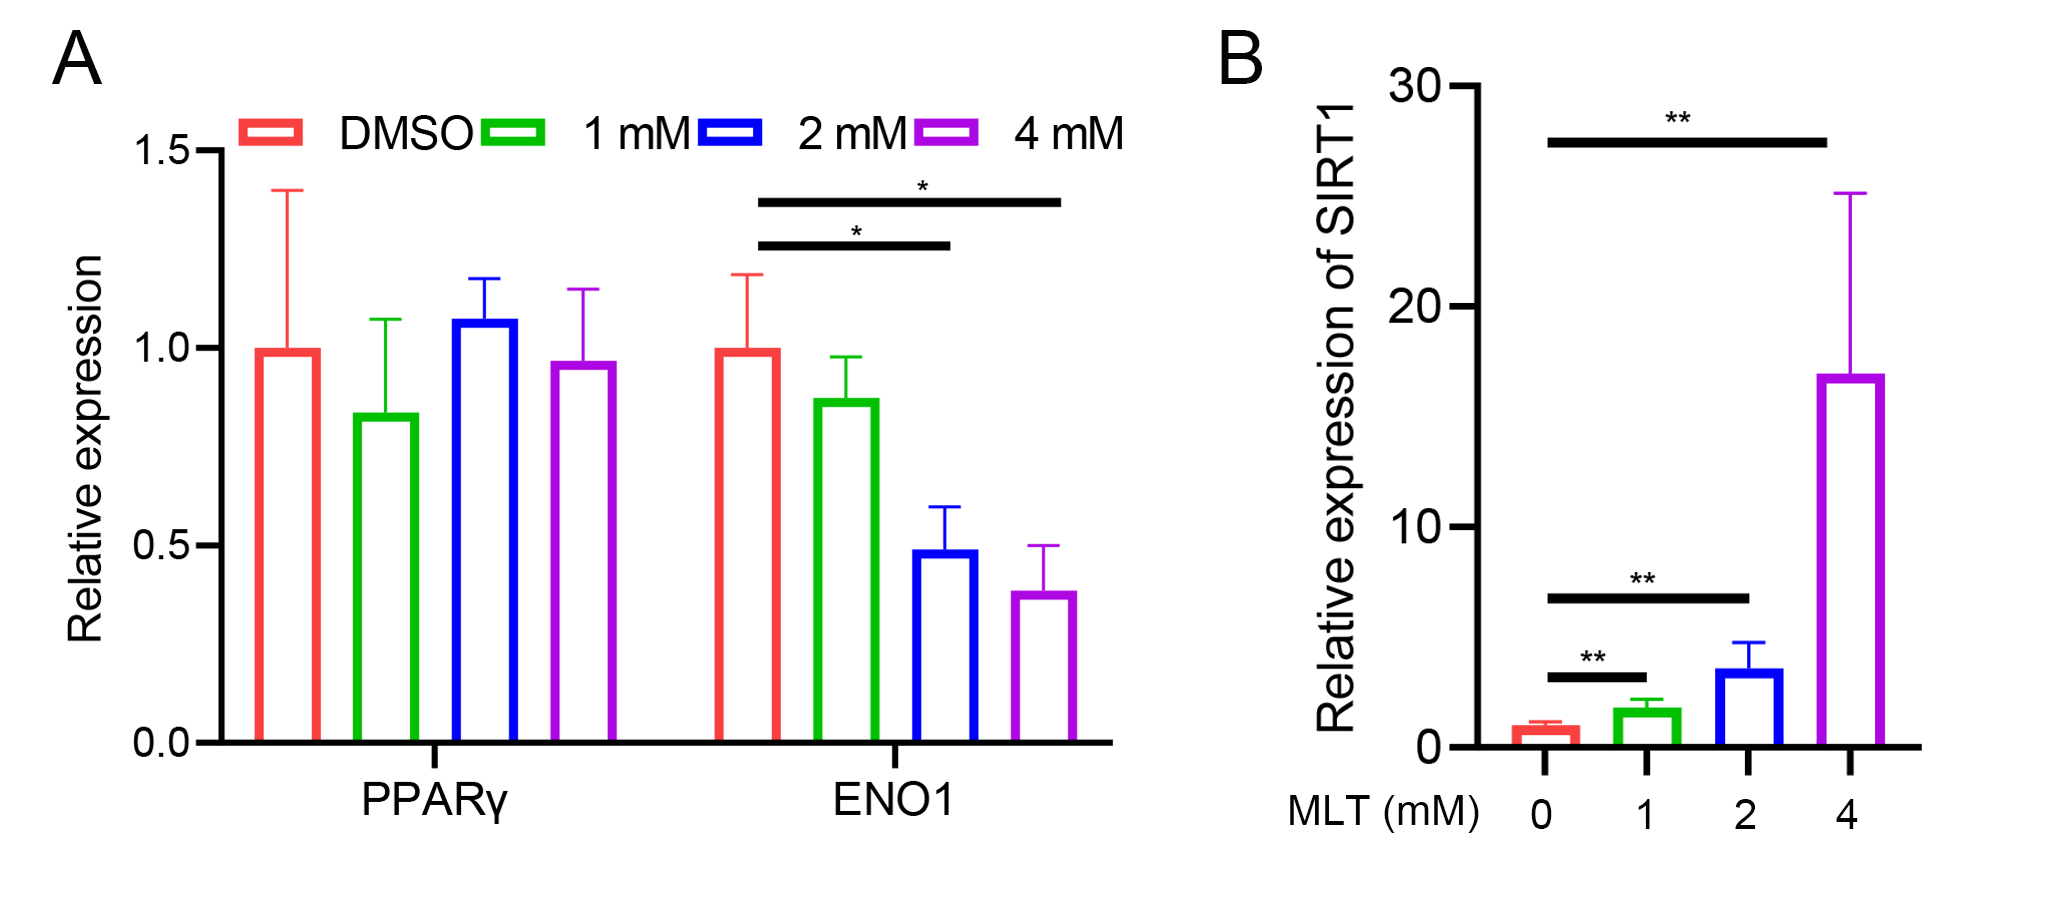

**Supplementary Figure S15. PPARγ mediated the down-regulation of *ENO1* by melatonin.**

**(A)** qRT-PCR analysis of *PPARγ* and *ENO1* mRNA level in UM-UC3 cells under melatonin treatment (n=4). **(B)** qRT-PCR analysis of *SIRT1* mRNA level in UM-UC3 cells under melatonin treatment (n=4). **p* < 0.05, ***p* < 0.01, ****p* < 0.001.

# Supplementary material for: Melatonin inhibits bladder tumorigenesis by suppressing PPARγ/ENO1-mediated glycolysis
**Source:** Cell Death Dis. 2023 Apr 6;14(4):246. doi: 10.1038/s41419-023-05770-8
**Supplement:** Supplementary file 2 — Supplementary Tables S1-S4

**Supplementary Tables S1-S4**

**Supplementary Table S1. Sequences of siRNAs used in this study.**

| **Target** | **Sequence (5′‐3′)** |
| --- | --- |
| siENO1-1 (siE-1) | CCCAGUGGUGUCUAUCGAATT |
| siENO1-2 (siE-2) | GCAUUGGAGCAGAGGUUUATT |
| siPPARγ-1 (siP-1) | GGUUGCAGAUUACAAGUAUTT |
| siPPARγ-2 (siP-2) | GCGGAGAUCUCCAGUGAUATT |
| siHIF1α-1 (siH-1) | GCGAAGUAAAGAAUCUGAAGU |
| siHIF1α-2 (siH-2) | CGAUGGAAGCACUAGACAAAG |
| NC | UUCUCCGAACGUGUCACGUTT |

**Supplementary Table S2. Primers for qRT-PCR used in this study.**

| **Gene** | **Forward primer (5′‐3′)** | **Reverse primer (5′‐3′)** |
| --- | --- | --- |
| ENO1 | GTTCACAGCCAGTGCAGGAA | GGAGGCAGTTGCAGGACTTC |
| β-actin | CATGTACGTTGCTATCCAGGC | CTCCTTAATGTCACGCACGAT |
| PPARγ | ATGACAGACCTCAGACAGATTG | AATGTTGGCAGTGGCTCAG |
| SIRT1 | TAGCCTTGTCAGATAAGGAAGGA | ACAGCTTCACAGTCAACTTTGT |
| HIF1α | TCCATGTGACCATGAGGAAA | AAGCTTCGCTGTGTGTTTTG |
| ENO1-ChIP-P1 | ACTCCTTCCGTATTCCACGG | CTGGAATTTCACACAGACCCG |
| ENO1-ChIP-P2 | AAGTGAACCTTCCTTTGGCTGT | AAGGTGACCCTGTCCCTTTCT |
| ENO1-ChIP-P3 | GTCAGCAAGGTCGAGGGC | GCTCCGTCACGTACTCCG |

**Supplementary Table S3. Primary antibodies used in this study.**

| **Antigens** | **Host** | **IHC** | **WB** | **ChIP** | **Supplier** |
| --- | --- | --- | --- | --- | --- |
| β-actin | Mouse |  | 1:1000 |  | Santa Cruz, sc‐47778 |
| ENO1 | Rabbit |  | 1:1000 |  | Abcam, ab227978 |
| p21 | Rabbit |  | 1:1000 |  | CST, 2947 |
| CDK4 | Rabbit |  | 1:1000 |  | CST, 12790 |
| MMP9 | Rabbit |  | 1:1000 |  | CST, 13667 |
| N-Cad | Rabbit |  | 1:1000 |  | CST, 13116 |
| PPARγ | Rabbit |  | 1:1000 | 1:100 | CST, 2435 |
| Snail | Rabbit |  | 1:1000 |  | CST, 3879 |
| γH2AX | Rabbit |  | 1:1000 |  | Abcam, ab81299 |
| AKT | Rabbit |  | 1:1000 |  | CST, 4691 |
| p-AKT (Ser473) | Rabbit |  | 1:1000 |  | CST, 4060 |
| Bim | Rabbit |  | 1:1000 |  | CST, 2933 |
| HIF1α | Rabbit |  | 1:1000 |  | Proteintech, 20960-1-AP |
| Bcl-2 | Mouse |  | 1:500 |  | CST, 15071 |
| Ki67 | Rabbit | 1:100 |  |  | Novus, NBP2‐19012 |

**Supplementary Table S4. Function analysis of *ENO1* via STRING online database.**

| **Term ID** | **Term description** | **Strength** | **FDR** |
| --- | --- | --- | --- |
| hsa00010 | Glycolysis / Gluconeogenesis | 2.44 | <0.001^***^ |
| GO:0061621 | Canonical glycolysis | 2.82 | <0.001^***^ |
| GO:0042866 | Pyruvate biosynthetic process | 2.77 | 0.0015^**^ |
| GO:1903580 | Positive regulation of ATP metabolic process | 1.88 | 0.0403^*^ |
| WP4629 | Aerobic glycolysis | 3.07 | <0.001^***^ |
| WP2456 | HIF1α and PPARγ regulation of glycolysis | 2.65 | 0.0012^**^ |

* *p* < 0.05, ** *p* < 0.01, ****p* < 0.001.

# Supplementary material for: Melatonin inhibits bladder tumorigenesis by suppressing PPARγ/ENO1-mediated glycolysis
**Source:** Cell Death Dis. 2023 Apr 6;14(4):246. doi: 10.1038/s41419-023-05770-8
**Supplement:** Supplementary file 3 — Related file. Original Western blots

Unedited gel in Figure 1G

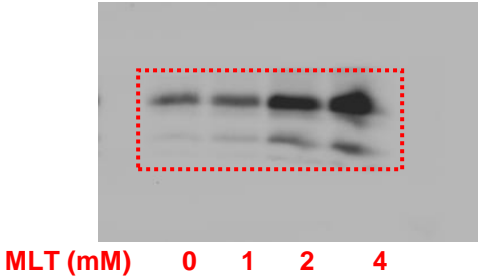

Bim

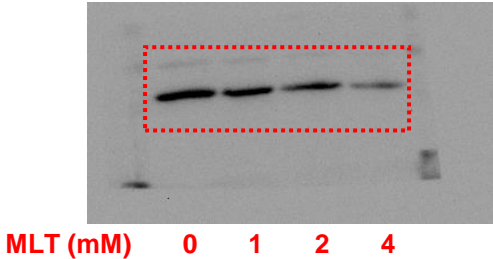

CDK4

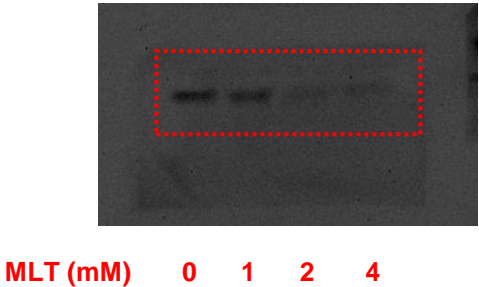

Bcl-2

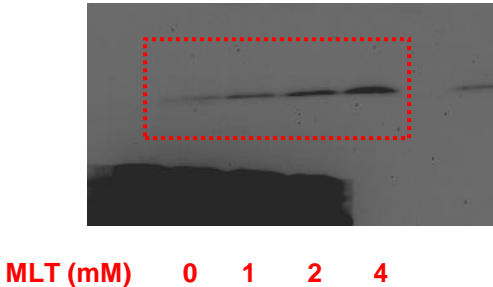

p21

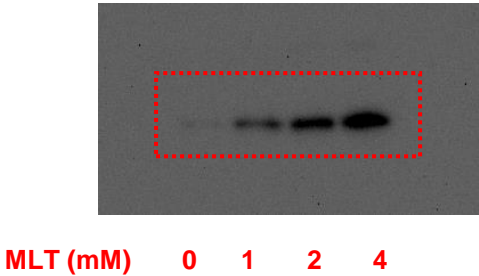

γH2AX

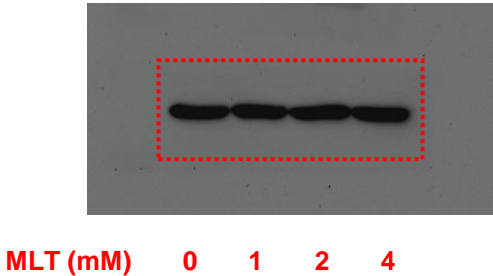

β-actin

Unedited gel in Figure 1I

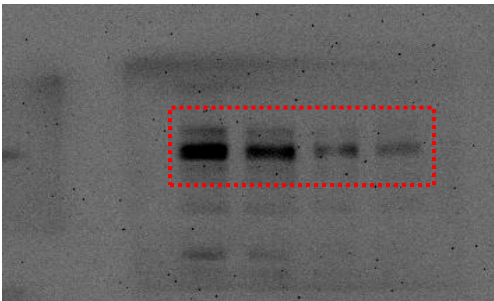

N-Cad

MLT (mM)   0   1   2   4

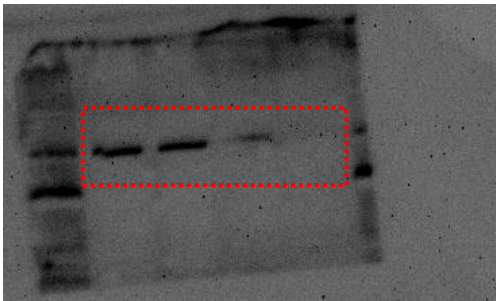

MMP9

MLT (mM)   0   1   2   4

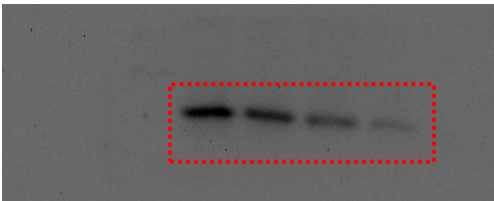

Snail

MLT (mM)   0   1   2   4

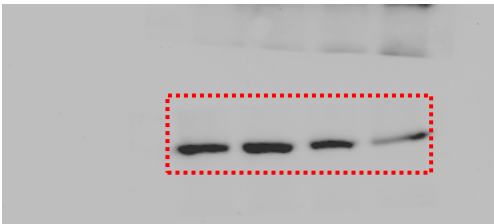

p-AKT

MLT (mM)   0   1   2   4

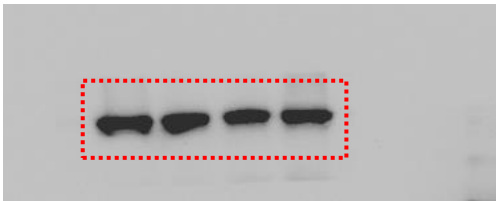

AKT

MLT (mM)   0   1   2   4

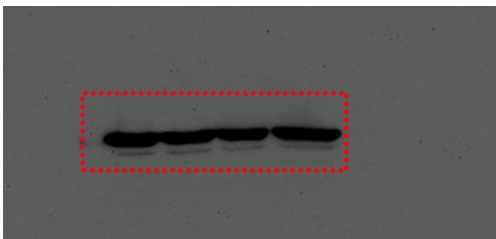

β-actin

MLT (mM)   0   1   2   4

Unedited gel in Figure 2J

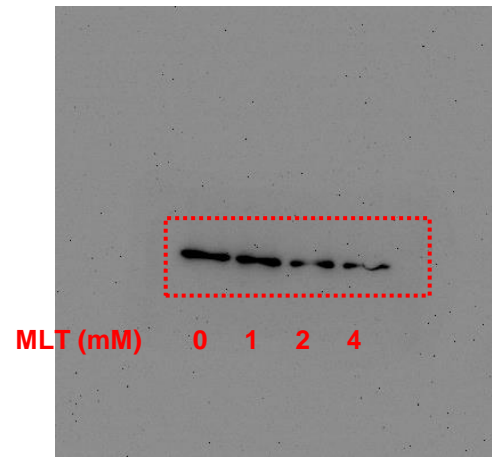

ENO1

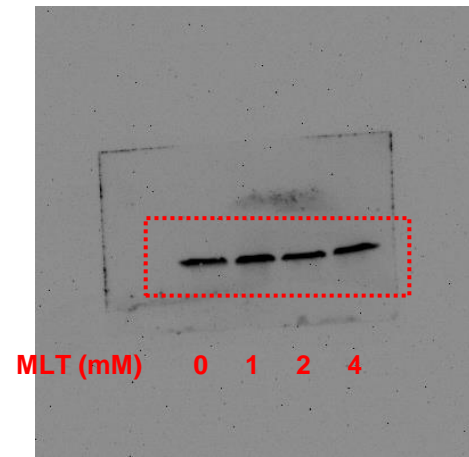

β -actin

Unedited gel in Figure 3D

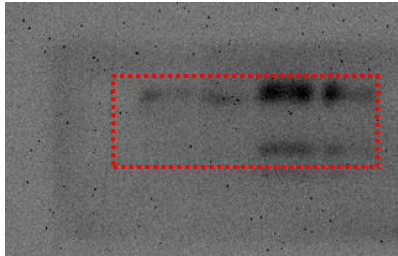

Bim

MLT	-	-	+	+
Pyruvate	-	+	-	+

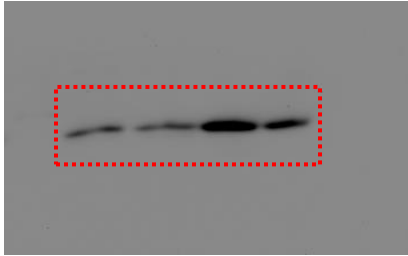

γH2AX

MLT	-	-	+	+
Pyruvate	-	+	-	+

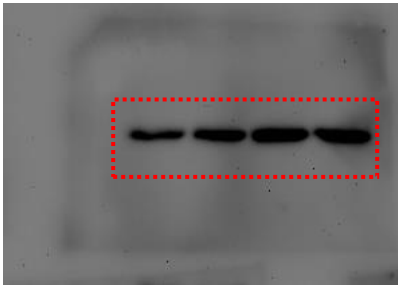

β-actin

MLT	-	-	+	+
Pyruvate	-	+	-	+

Unedited gel in Figure 3H

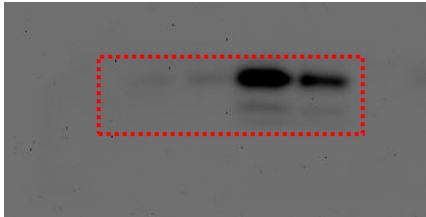

Bim

siE-1	-	-	+	+
Pyruvate	-	+	-	+

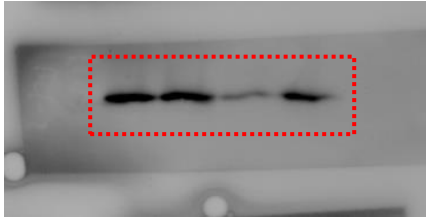

Bcl-2

siE-1	-	-	+	+
Pyruvate	-	+	-	+

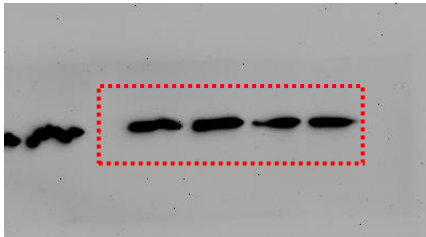

β -actin

siE-1	-	-	+	+
Pyruvate	-	+	-	+

Unedited gel in Figure 3J

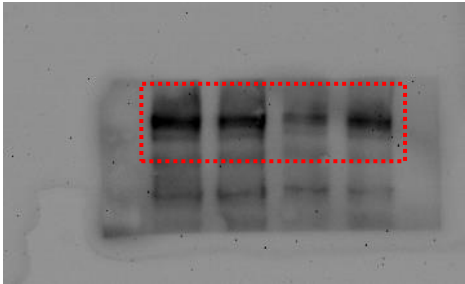

N-Cad

MLT	-	-	+	+
Pyruvate	-	+	-	+

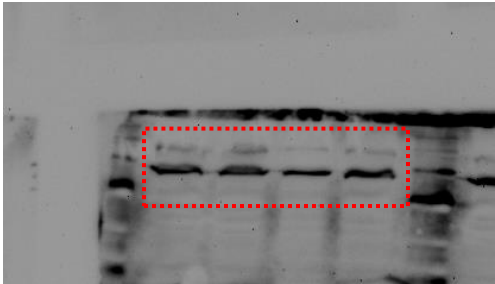

MMP9

MLT	-	-	+	+
Pyruvate	-	+	-	+

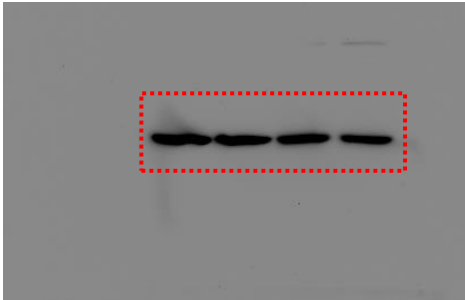

β-actin

MLT	-	-	+	+
Pyruvate	-	+	-	+

Unedited gel in Figure 3L

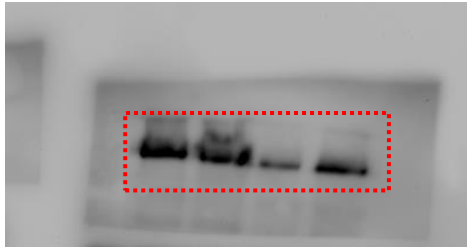

N-Cad

siE-1	-	-	+	+
Pyruvate	-	+	-	+

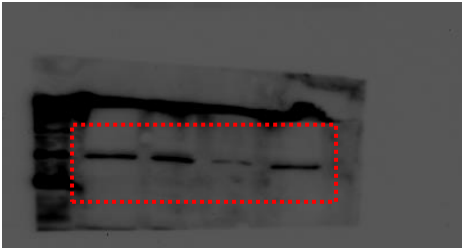

MMP9

siE-1	-	-	+	+
Pyruvate	-	+	-	+

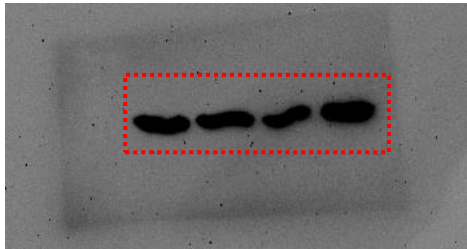

β-actin

siE-1	-	-	+	+
Pyruvate	-	+	-	+

Unedited gel in Figure 4E

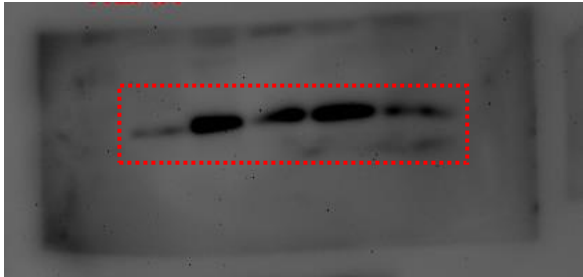

γH2AX

GEM	-	+	+	+	+
Pyruvate (mM)	-	-	1	2	3

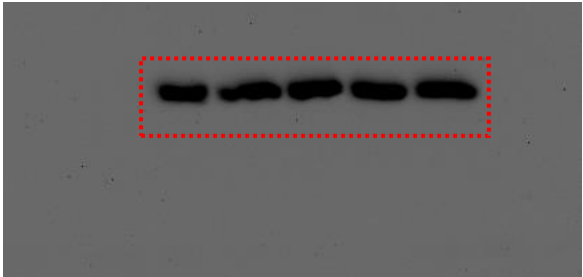

β-actin

GEM	-	+	+	+	+
Pyruvate (mM)	-	-	1	2	3

Unedited gel in Figure 4G

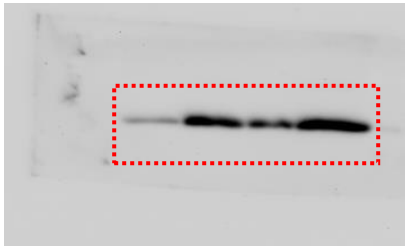

γ H2AX

GEM	-	+	-	+
MLT	-	-	+	+

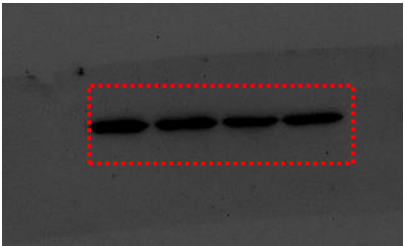

β -actin

GEM	-	+	-	+
MLT	-	-	+	+

Unedited gel in Figure 4I

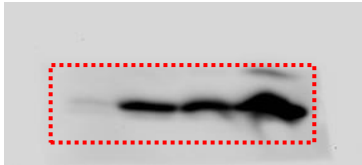

γH2AX

GEM	-	+	-	+
siE-1	-	-	+	+

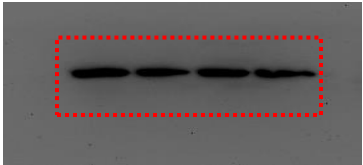

β-actin

GEM	-	+	-	+
siE-1	-	-	+	+

Unedited gel in Figure 6A

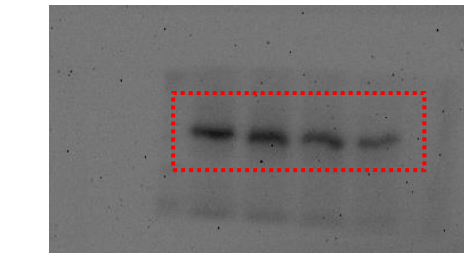

PPAR γ

MLT (mM)   0   1   2   4

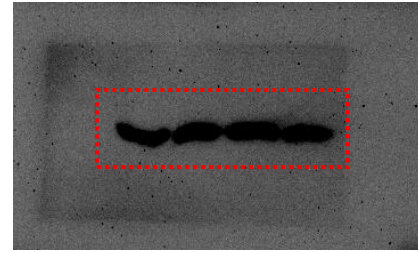

β -actin

MLT (mM)   0   1   2   4

Unedited gel in Figure 6F

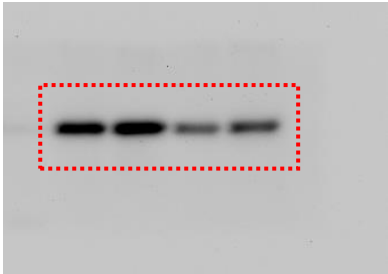

ENO1

MLT	-	-	+	+
PPARγ-Flag	-	+	-	+

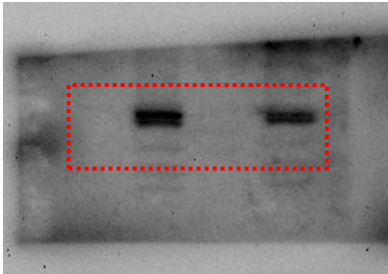

Flag

MLT	-	-	+	+
PPARγ-Flag	-	+	-	+

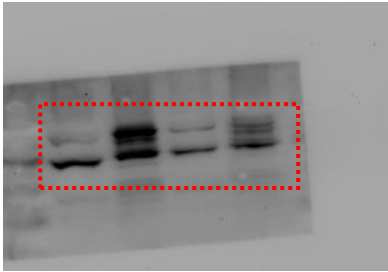

PPARγ

MLT	-	-	+	+
PPARγ-Flag	-	+	-	+

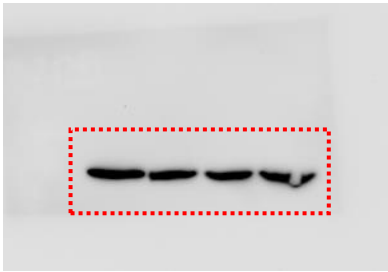

β-actin

MLT	-	-	+	+
PPARγ-Flag	-	+	-	+

Unedited gel in Supplementary Figure S2E

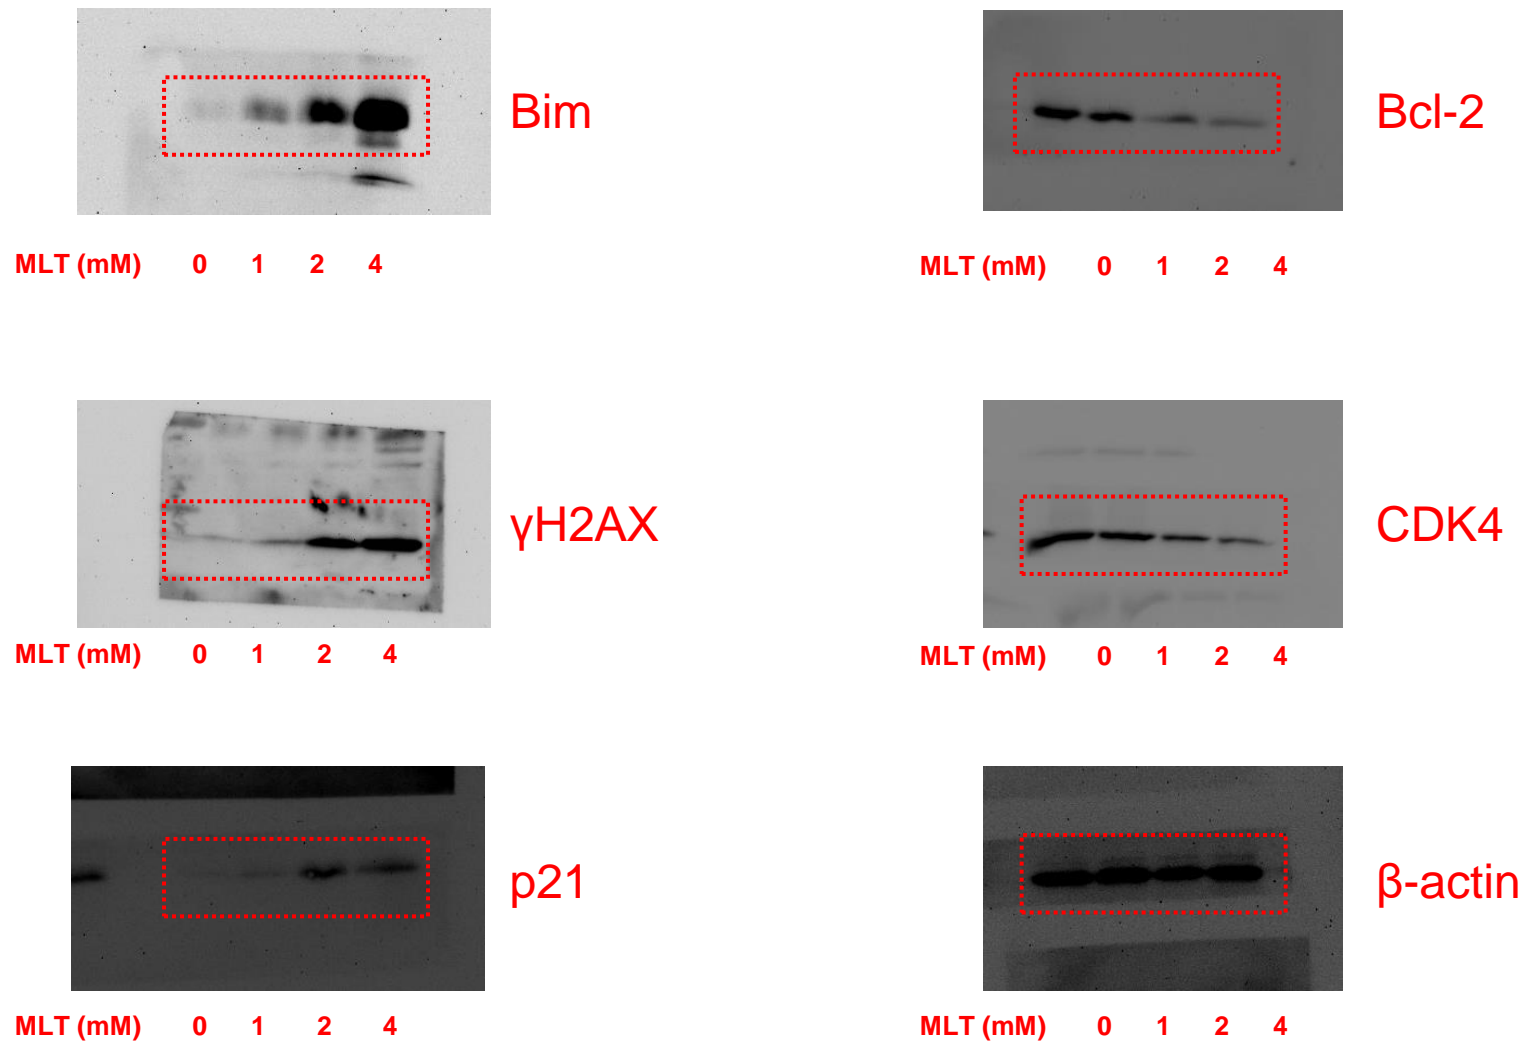

Unedited gel in Supplementary Figure S2F

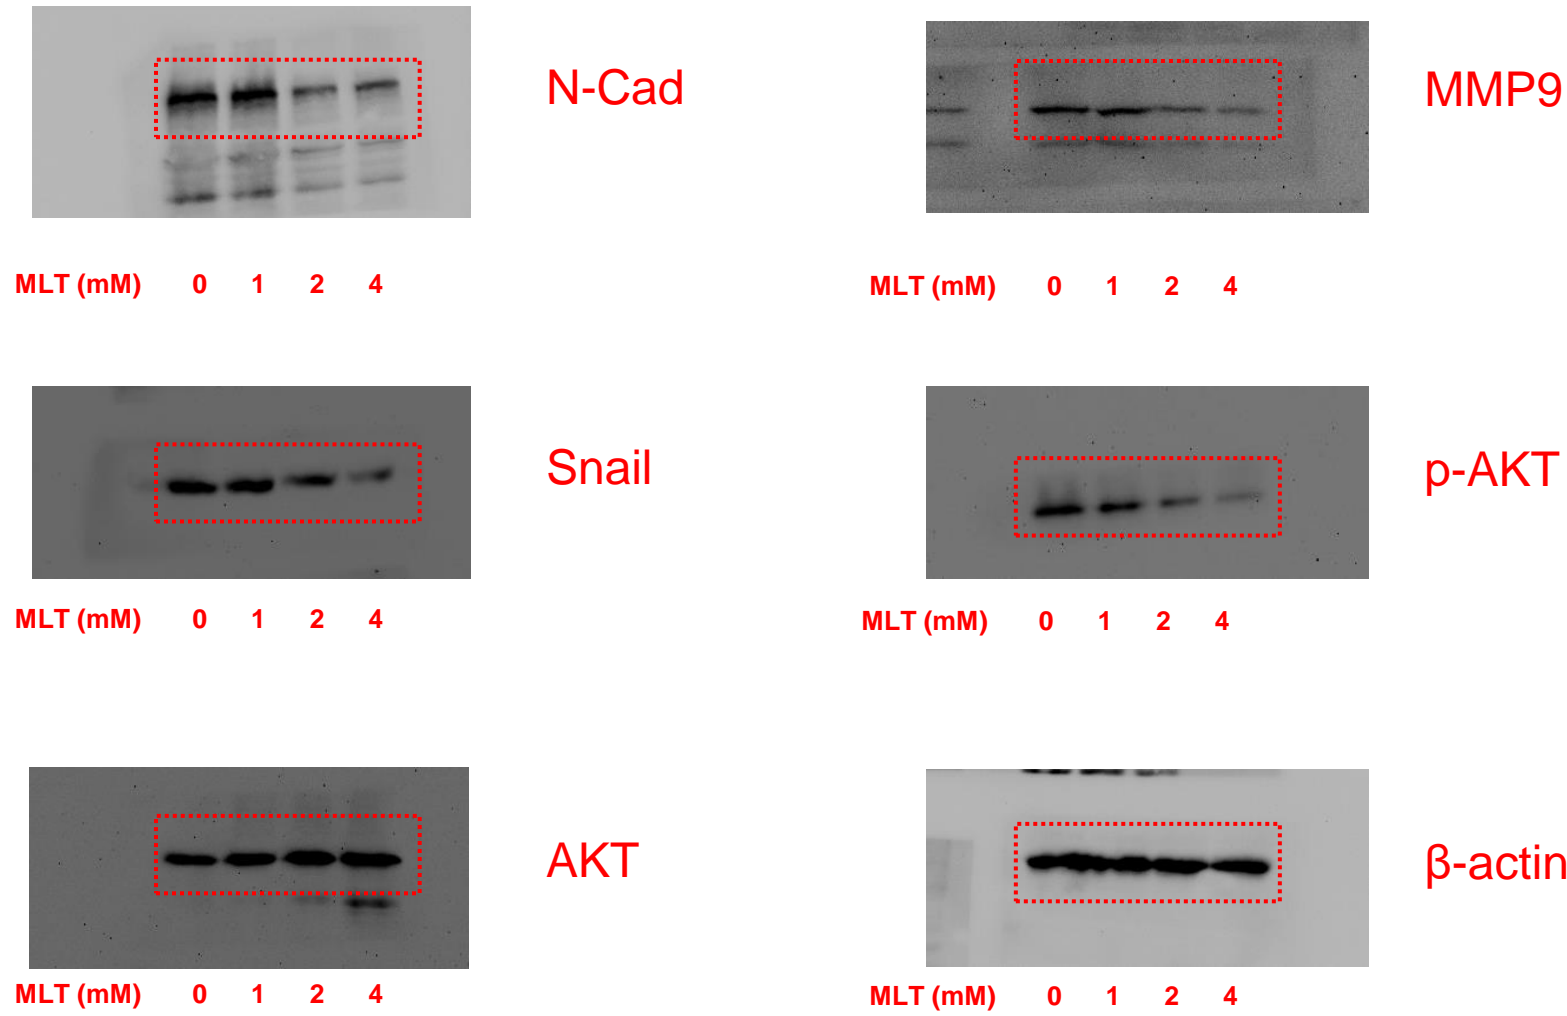

Unedited gel in Supplementary Figure S3B

5637

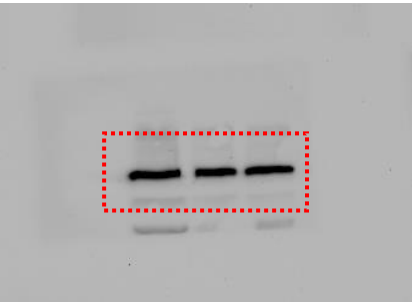

NC siE-1 siE-2

β-actin

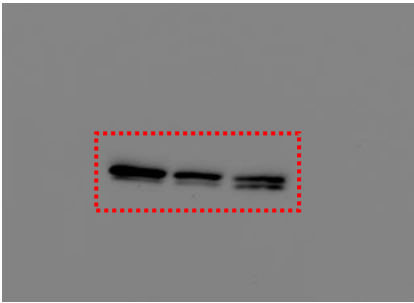

NC siE-1 siE-2

ENO1

T24

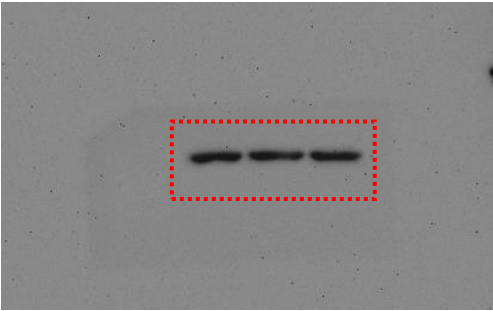

NC siE-1 siE-2

β-actin

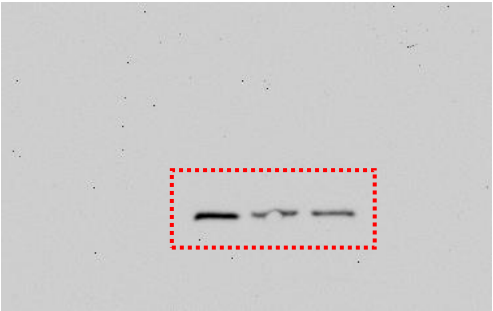

NC siE-1 siE-2

ENO1

UM-UC3

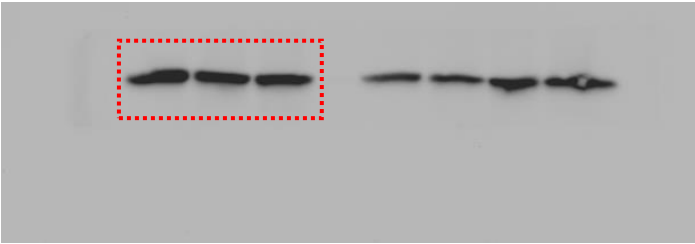

NC siE-1 siE-2

β-actin

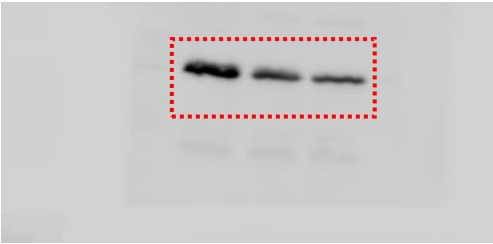

NC siE-1 siE-2

ENO1

Unedited gel in Supplementary Figure S4E

UM-UC3

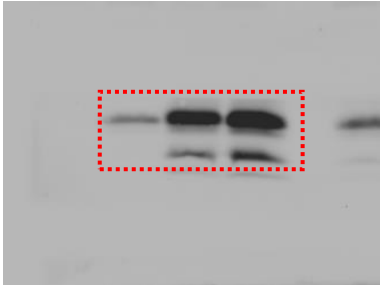

Bim

NC siE-1 siE-2

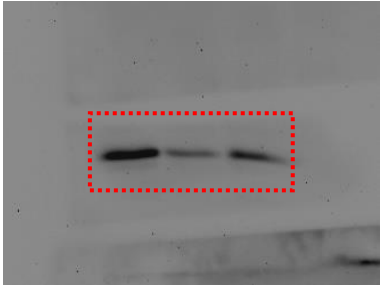

Bcl-2

NC siE-1 siE-2

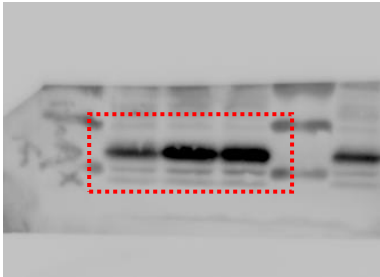

γH2AX

NC siE-1 siE-2

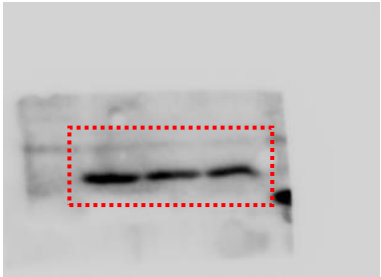

CDK4

NC siE-1 siE-2

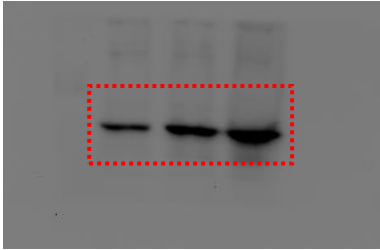

p21

NC siE-1 siE-2

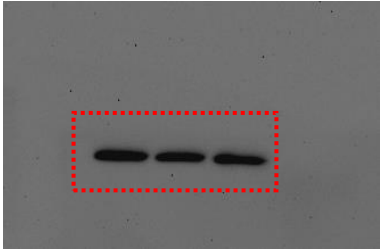

β-actin

NC siE-1 siE-2

Unedited gel in Supplementary Figure S4E

T24

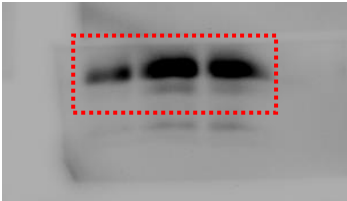

NC siE-1 siE-2

Bim

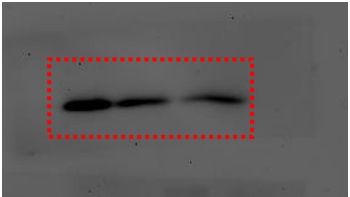

NC siE-1 siE-2

Bcl-2

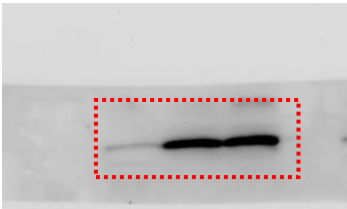

NC siE-1 siE-2

γH2AX

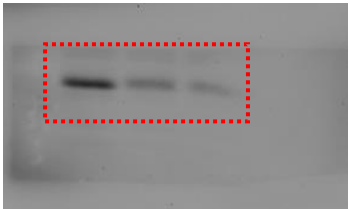

NC siE-1 siE-2

CDK4

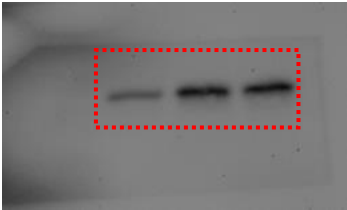

NC siE-1 siE-2

p21

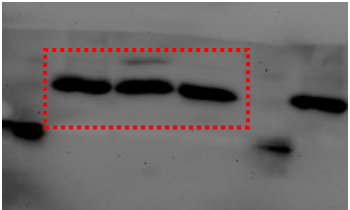

NC siE-1 siE-2

β-actin

Unedited gel in Supplementary Figure S4G

UM-UC3

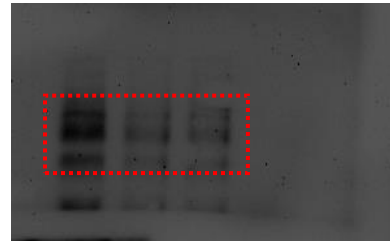

NC siE-1 siE-2

N-Cad

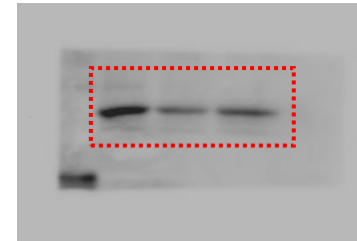

NC siE-1 siE-2

MMP9

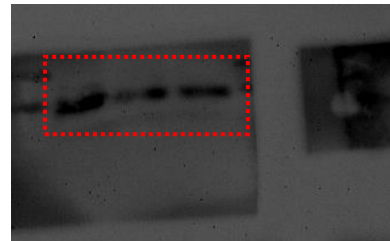

NC siE-1 siE-2

Snail

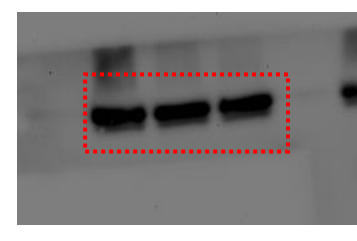

NC siE-1 siE-2

AKT

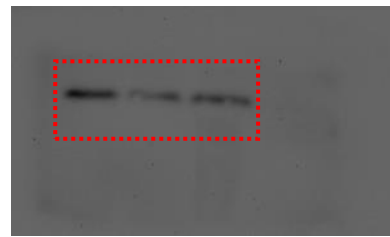

NC siE-1 siE-2

p-AKT

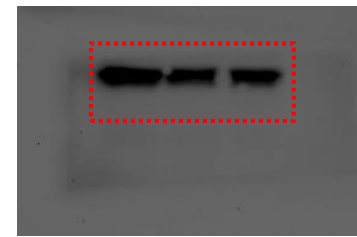

NC siE-1 siE-2

β -actin

Unedited gel in Supplementary Figure S4G

T24

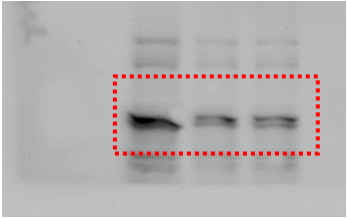

NC siE-1 siE-2

N-Cad

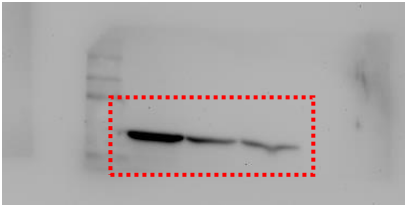

NC siE-1 siE-2

MMP9

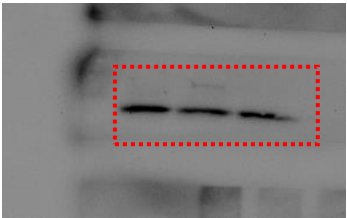

NC siE-1 siE-2

Snail

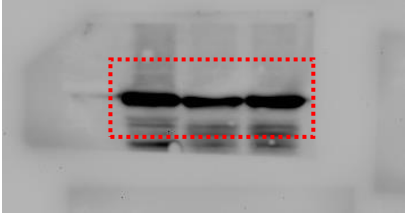

NC siE-1 siE-2

AKT

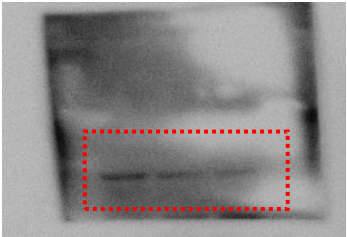

NC siE-1 siE-2

p-AKT

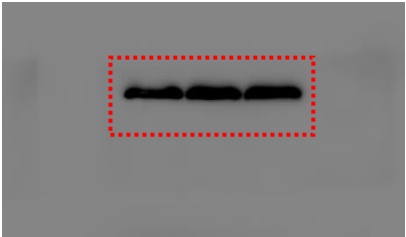

NC siE-1 siE-2

β -actin

Unedited gel in Supplementary Figure S5B

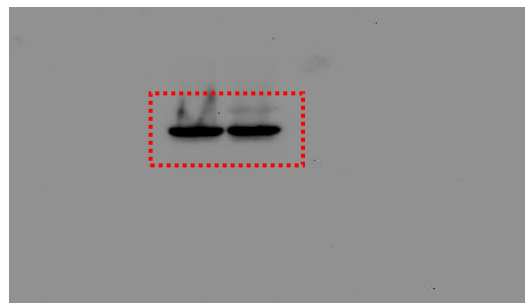

Vec OE-ENO1

β -actin

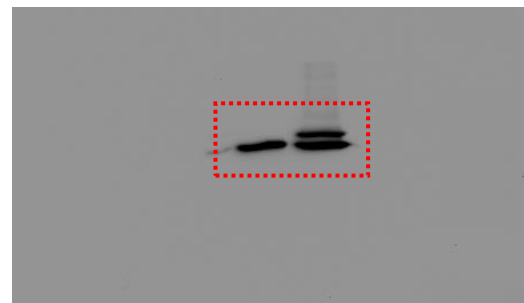

Vec OE-ENO1

ENO1

Unedited gel in Supplementary Figure S10B

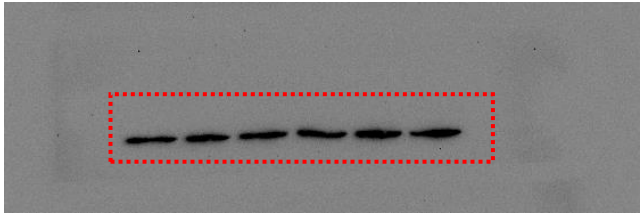

β -actin

Time (h)   0   2   4   8   12   24

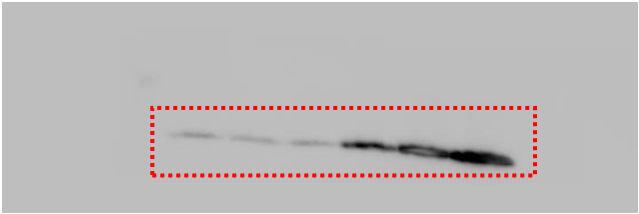

γ -H2AX

Time (h)   0   2   4   8   12   24

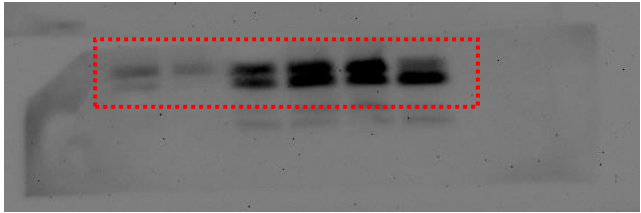

Bim

Time (h)   0   2   4   8   12   24

Unedited gel in Supplementary Figure S12B

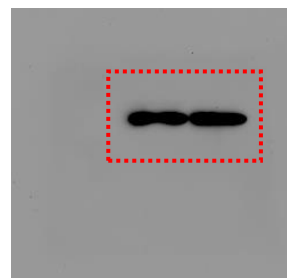

β -actin

NC shENO1

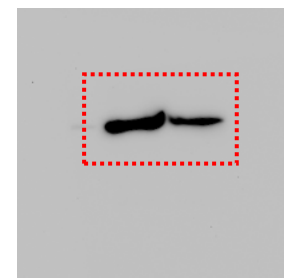

ENO1

NC shENO1

Unedited gel in Supplementary Figure S14C

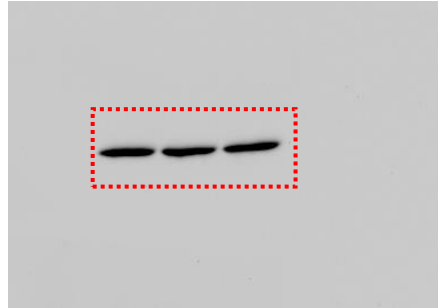

NC siH-1 siH-2

β-actin

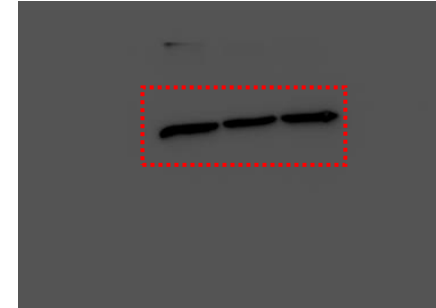

NC siH-1 siH-2

ENO1

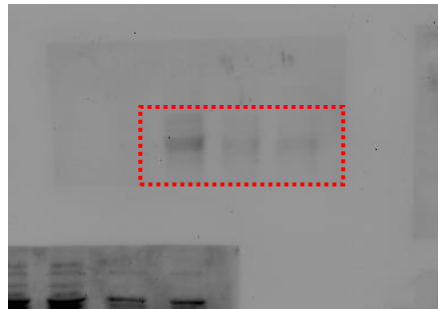

NC siH-1 siH-2

HIF-1α

Unedited gel in Supplementary Figure S14F

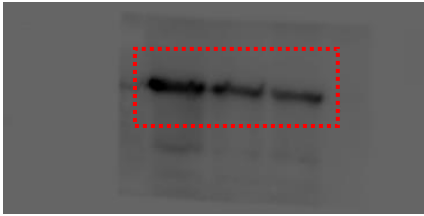

ENO1

NC siP-1 siP-2

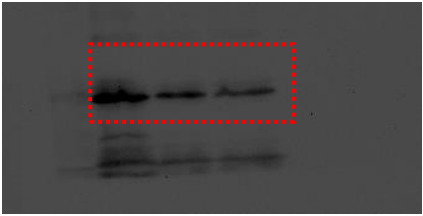

PPAR γ

NC siP-1 siP-2

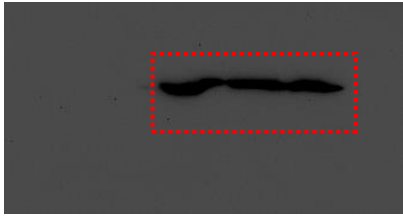

β -actin

NC siP-1 siP-2

How the deposited data were processed for this re-analysis (not part of the article)

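RNA from 5637 and UM-UC3 bladder cancer cells was sequenced after 24 h in melatonin at 0 (DMSO), 1, 2 or 4 mM, in 8 libraries with 1 per dose and cell line. Doses and lines were taken from the sample labels and the methods. According to the labels, 5637 cells grew in RPMI and UM-UC3 cells in MEM, so the cell line and the medium cannot be separated. The labels and the methods name different RNA kits, RNeasy in the labels and HiPure in the methods. According to the methods, directional poly(A) libraries were made with the NEBNext Ultra kit and sequenced as paired reads of 150 bases, adapters, reads under 35 bp and reads of low quality were removed with Cutadapt 1.18 and Trimmomatic 0.35, and the rest were aligned to GRCh38 with HISAT2 2.1.0. The submitters' processing notes also name CASAVA 1.8, FastQC, StringTie and edgeR. The annotation release is not given in the sources used here.
The authors deposited 1 normalized value per gene and library, for 60612 genes, and the sheet does not name the unit. The deposited values were taken to be FPKM, since they are not whole, sum to a different total in each library, and StringTie writes FPKM. A second deposited sheet held 22465 of the genes with identical values and was not used further. The test had been planned for read counts, with limma as the test for other units, and limma was used. An alternative with DESeq2, which needs counts, was not run. Without counts the depth of each library is unknown, and no interval from counting was given.
FPKM values were set to log2(FPKM + 1). The 12649 genes with a mean FPKM of at least 1 were tested with limma 3.58.1 in R 4.3.3 (eBayes with a trend and robust), with the dose in mM divided by 4 and a term for the cell line, which leaves 5 residual degrees of freedom. The line is a block in this fit, since the libraries of 1 line at different doses come from the same cell line. A fit with a slope for each line, which leaves 4, gave the trend in 5637 cells, the trend in UM-UC3 cells and their difference. Genes were called at a Benjamini-Hochberg adjusted p under 0.05. Each gene has 1 library per dose and line, so no single dose was tested within a line, and apart from the alternative comparisons with DMSO below, p-values are those of a trend over dose. Gene IDs of 12629 tested genes were in GENCODE v44, and 10621 had the same start and end there.
Before the data were examined, 38 gene lists were written from general knowledge, the glycolysis list among them, and the named genes were fixed by a rule. The rule takes the genes the paper names, the 12 enzymes of Fig. 2C, the 10 largest rises and 10 largest falls over both lines among called genes with the same sign in both lines and a mean FPKM of at least 4, the 10 largest differences between the lines, and up to 4 members with the smallest p of each list described. Where 5 or fewer members of a list passed in a direction they are named too, and those outside the rule were chosen after their values were seen. The result of 1 such gene is not reported here. Lists with at least 3 measured genes, 36 of the 38, were compared with all other genes by camera on limma's statistics with a preset correlation between genes of 0.01. The markers of endothelial cells, 0 of 8 with a mean FPKM of at least 1, and of leukocytes, 1 of 11, were not tested. Of the glycolysis and other lists called over both lines, none held with an estimated correlation. The enrichment tool of the paper, GSEA 4.2.3, was stood in for by a ranking by signal-to-noise of the 6 melatonin libraries against the 2 DMSO libraries, and by a ranking by limma's statistics. For both, the running score was computed with fgsea 1.28.0. Genes were permuted, and normalized scores and p-values came from 10000 random gene sets of each list size. Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9 was used for tables and plots.
The alternatives were a rescaling of the libraries by trimmed mean factors, no filter or a mean FPKM of at least 5, a pseudocount of 0.1, the logarithm of the dose, melatonin at any dose against DMSO, each library left out in turn, no term for the cell line, 4 mM against DMSO alone, other tests of lists, a fold change threshold, and protein-coding genes alone. The fit without both 4 mM libraries was added after seeing the data. The methods were tested on simulated data with 200 changed genes among 12649 and the spread of each gene as fitted. Of genes with a log2 fold change of 1, 91.6% were recovered over both lines, 54.8% in 5637 cells, 56.1% in UM-UC3 cells and 12.3% for the difference, and 7.1, 8.4, 8.4 and 9.7% of the calls were false. With the spread drawn from limma's prior, 76, 29.5, 25.5 and 2.9% were recovered in the same order, and the shares of false calls were 6, 4.8, 4.9 and 4.9%. The simulated scatter was independent between genes, and the changes were straight lines over dose. In the data 3150 genes were called over both lines, and shifts shared by the genes of 1 library were not simulated. These shares therefore need not hold for the data. Pearson's r between libraries, over genes, was 0.845 to 0.981 within 5637 cells, 0.915 to 0.987 within UM-UC3 cells and at most 0.716 between the lines.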

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

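The tests on the medians of lists with rescaled libraries, of the DMSO level, of the fit without both 4 mM libraries, and of the orders of the doses within 1 line, were chosen after the result was seen, while the tests of transcript length, of shared list members and of assignments of the doses in both lines were set before it, as was the rescaling itself as an alternative for the counts.
The slope over dose differed between the lines for 3249 genes, of which 1313 had the higher slope in UM-UC3 cells. With rescaled libraries 1724 of 3465 had, so the surplus of lower slopes in UM-UC3 cells was not seen there. The count was 670 without the 5637 library at 4 mM and 63 without the UM-UC3 library at 4 mM. There were 197 genes that rose in 5637 cells and fell in UM-UC3 cells, where independent lists would share 485, and 114 with the opposite directions, where they would share 323. This baseline is rough, since both slopes of a gene share 1 estimate of its spread. Of 100 assignments of the doses to the libraries within each line, drawn from 576, only 1, the real one, gave 3150 genes over both lines. The others gave at most 1. A chance assignment of the doses thus does not account for the count over both lines. The share of 1 of 100 is the smallest this test can give. For the difference the real one also gave the most genes (3249 against at most 2700). These assignments break the dose trend of each line and keep no shared trend, so they cannot decide whether the slopes differ between the lines. Within 1 line there are 24 orders of the doses. With the other line as it is, only the real order gave as many genes in 5637 cells (5483 genes against at most 3354). The same held in UM-UC3 cells (3696 genes against at most 2286). A share of 1 of 24 is the smallest this test can give, so chance is not excluded by it. The counts also rest largely on 1 library, with 773 genes in 5637 cells and 47 in UM-UC3 cells without the line's own 4 mM library.
Genes of the nuclear-encoded respiratory chain and of ribosomal proteins had higher slopes in UM-UC3 than in 5637 cells (adjusted p = 1.78e-09 and 4.37e-13; adjusted p = 0.604 for both with an estimated correlation). Their median log2 fold changes were -0.41 in 5637 cells and 0.29 in UM-UC3 cells for the respiratory chain and -0.20 in 5637 cells and 0.58 in UM-UC3 cells for ribosomal proteins. Rescaling moved the median difference of all genes from -0.11 to -0.0055, and the median difference of the respiratory chain list was 0.856 with rescaled libraries. It applies 1 factor per library, which moves nearly all genes alike. The shift of the list relative to other genes could therefore not change, so this test adds no evidence about it. Of 10000 random lists matched on expression and length, none had a median difference as large. The highest was 0.599 for the respiratory chain and 0.701 for ribosomal proteins, and 0.01% is the smallest share these lists can give. The matched lists themselves had a median of 0.216 and 0.277 in the same order. Part of the shift thus goes with expression and length. Length was that of all annotated exons of a gene, and the closeness of the matches was not measured. By this measure a preference for short transcripts in 1 line does not account for all of the difference, but the test cannot exclude it. A different response of the lines, or of their media, may remain, and was not tested.
Targets of ATF4, a regulator of the response to amino acid shortage and unfolded proteins, rose more in 5637 than in UM-UC3 cells (medians 1.81 in 5637 cells and 0.20 in UM-UC3 cells, adjusted p = 1.43e-07; adjusted p = 0.604 with an estimated correlation). Rescaling left a median difference of -1.19. With 1 factor per library it could not change the shift of this list relative to other genes, so it adds no evidence. In DMSO the list was higher in UM-UC3 cells by a median of 1.70, at percentile 100 of 10000 lists matched on expression, whose highest median was 1.01. This is 1 DMSO library against 1, and both are also the start of the slopes, so a high DMSO value in UM-UC3 cells lowers the slope there by itself and the test cannot decide whether the response was already raised in untreated UM-UC3 cells. Without the UM-UC3 library at 0 mM the difference was still called (adjusted p = 3.22e-06; over the alternatives from 4.02e-09 to 5.19e-05).
Targets of HIF1 rose while the enzymes of glycolysis, some of which HIF1 is known to induce, fell: 6 of 22 rose and 0 fell by limma (7 and 1 at an unadjusted p under 0.05; 6 and 0 when adjusted over the list alone), among them KDM3A (1.17), NDRG1 (2.51) and JMJD6 (1.49), with a median of 0.44 (camera adjusted p = 0.0128; adjusted p = 0.495 with an estimated correlation), and within a line the list was called in 5637 cells (median 0.43, adjusted p = 0.0392; adjusted p = 0.561 with an estimated correlation) and not in UM-UC3 cells (median 0.10, adjusted p = 0.144), with a difference that did not pass (adjusted p = 0.597). Of the 22 genes, 21 are in no other list, so the HIF1 list leaves out nearly all glycolytic enzymes of the other lists. Its rise is that of targets outside glycolysis, and the contrast with the enzymes depends on how the lists were split. Members shared with other lists do not account for the rise (median 0.498 for these 21), a test that could change little. Without both 4 mM libraries the median per 4 mM was 0.382 for this list and -0.77 for a list of core glycolysis (with all libraries -0.71), but with these 6 libraries, where fewer genes pass, the HIF1 list was not called (adjusted p = 0.298), nor was it without the 5637 library at 4 mM (adjusted p = 0.0950; over the alternatives from 0.00227 to 0.495). The 2 groups of genes thus had opposite slopes below 4 mM too, and a cause other than HIF1 may lie behind the rise.
Other lists whose slopes differed between the lines were glycolysis (adjusted p = 0.00750), genes of the unfolded protein response (0.00129), of the G2/M phase (5.71e-07), of autophagy and lysosomes (0.0380) and of heat shock proteins (3.19e-05), each with an adjusted p of 0.604 with an estimated correlation. The difference was not called for the narrower list of core glycolysis (camera adjusted p = 0.102). Median log2 fold changes were 1.04 in 5637 cells and 0.063 in UM-UC3 cells for the unfolded protein response, -0.38 in 5637 cells and -1.47 in UM-UC3 cells for G2/M, 0.45 in 5637 cells and 0.11 in UM-UC3 cells for autophagy and -0.33 in 5637 cells and 0.93 in UM-UC3 cells for heat shock proteins. Without the 5637 library at 4 mM the differences of glycolysis, G2/M (0.358) and the unfolded protein response (0.986, with the sign turned) were not called. Without the UM-UC3 library at 4 mM those of heat shock proteins (0.444) and the unfolded protein response (0.320; over the alternatives from 3.22e-06 to 0.986) were not called. Without both 4 mM libraries that of heat shock proteins was not called (0.0674) and that of the unfolded protein response was called with the sign turned (0.0178). The adjusted p over the alternatives ranged 0.00112 to 0.0577 for glycolysis, 1.72e-08 to 0.358 for G2/M, 6.52e-09 to 0.444 for heat shock proteins and 0.000866 to 0.234 for autophagy. The difference of autophagy was not called without the 5637 library at 1 mM (0.0624) or the UM-UC3 library at 0 mM (0.234).
Of the genes the paper names, the difference of slopes (UM-UC3 minus 5637) was 1.74 for PPARG, 0.93 for HIF1A, 0.95 for LDHA and 1.53 for LDHB, whose slopes were lower in 5637 cells. It was -0.93 for SIRT1, -1.28 for BCL2L11 and -1.47 for SNAI1, whose slopes were higher in 5637 cells, and -1.50 for MKI67 and -1.19 for H2AX, whose slopes were lower in UM-UC3 cells. The largest differences of other genes were -6.39 for AP000692.2, a noncoding transcript, -6.09 for CHAC1, -5.79 for TP53INP2, -5.52 for HAPLN1, -4.88 for ASNS, -4.69 for ALDH1A1, -4.55 for AL161431.1 and -4.49 for MAP1B, and 4.76 for HSPA1B and 4.53 for FST. FST is listed at 0 in UM-UC3 cells at 0, 2 and 4 mM. Without the UM-UC3 library at 4 mM, 2 of these 19 genes passed, TP53INP2 and MAP1B (lost genes from 0.0621 to 0.586). Without the 5637 library at 4 mM 8 passed, namely ASNS, AP000692.2, CHAC1, TP53INP2, HAPLN1, ALDH1A1, FST and MAP1B (lost genes from 0.0568 to 0.780). Without the 5637 library at 0 mM 6 were lost (adjusted p up to 0.150), without that at 1 mM SIRT1, SNAI1, H2AX, LDHA and HSPA1B (up to 0.0749) and without that at 2 mM HSPA1B (0.103). Without the UM-UC3 library at 0 mM PPARG, HIF1A, SNAI1, H2AX and LDHA were lost (up to 0.124), without that at 1 mM 6 genes (up to 0.0703), and without that at 2 mM all 19 passed. Without both 4 mM libraries 6 passed, namely ASNS, CHAC1, TP53INP2, AL161431.1, FST and MAP1B (lost genes from 0.0522 to 0.921).
The paper reports no result from these libraries for the following groups, which were higher than other genes over both lines by camera with the preset correlation. Within a line, camera called the targets of ATF4, the unfolded protein response and autophagy in 5637 cells (adjusted p = 3.84e-09, 0.000250 and 0.000733). It did not call them in UM-UC3 cells (0.375, 0.858 and 0.187). The p53 targets and immediate early genes were called in each line, and ribosomal proteins in UM-UC3 cells alone (6.07e-13). None of these within-line calls held with an estimated correlation (adjusted p of 0.355 or more). Of the targets of ATF4, 13 of 30 rose and 1 fell by limma (16 and 1 at an unadjusted p under 0.05; 15 and 1 when adjusted over the list alone), with ATF4 itself at 1.67 and SLC7A5, an amino acid transporter, as the gene that fell (-1.19; camera adjusted p = 3.72e-05; adjusted p = 0.649 with an estimated correlation). Of the immediate early genes, 12 of 21 rose and 1 fell by limma (13 and 1 at an unadjusted p under 0.05; 13 and 1 when adjusted over the list alone), among them DUSP5 (2.61), DUSP1 (2.64) and DUSP6 (1.88), while FOSL1 fell (-1.17; camera adjusted p = 3.99e-05; adjusted p = 0.495 with an estimated correlation). The fall of FOSL1 did not pass without the 5637 library at any dose or the UM-UC3 library at 0 mM (adjusted p from 0.0609 to 0.162), and the list was not called without both 4 mM libraries (adjusted p = 0.0977) or with melatonin at any dose against DMSO (0.0649; over the alternatives from 1.78e-09 to 0.495). Of the targets of p53, 12 of 26 rose and 2 fell by limma (17 and 2 at an unadjusted p under 0.05; 17 and 2 when adjusted over the list alone), among them CDKN1A, GADD45A (2.63), TNFRSF10B (2.02) and SESN2 (2.41; camera adjusted p = 8.37e-05; adjusted p = 0.495 with an estimated correlation). FAS (-0.93) and DDB2 (-0.82) fell, and DDB2 did not pass without any 1 library other than that of UM-UC3 cells at 4 mM (adjusted p from 0.0627 to 0.263). Of the genes of autophagy and lysosomes, 10 of 29 rose and 0 fell by limma (12 and 1 at an unadjusted p under 0.05; 12 and 1 when adjusted over the list alone), among them NEU1 (2.41), WIPI1 (1.51) and GABARAPL1 (1.39; camera adjusted p = 0.00609; adjusted p = 0.649 with an estimated correlation). GSEA with the ranking by signal-to-noise, melatonin against DMSO, called the ATF4 (adjusted p = 0.00529) and unfolded protein response lists (0.00392). It did not call autophagy (0.458), p53 targets (0.104), immediate early genes (0.104) or ribosomal proteins (0.0770). Nor did it call the lists of HIF1 targets (0.226) and fatty acid synthesis (0.226).
Of the genes of the unfolded protein response, 5 of 21 rose and 0 fell by limma (10 and 0 at an unadjusted p under 0.05; 7 and 0 when adjusted over the list alone), namely DNAJB9 (3.20), HERPUD1 (2.32), XBP1 (1.57), SEC61B (0.90) and EDEM1 (0.86; camera adjusted p = 0.0118; adjusted p = 0.742 with an estimated correlation). Without the 5637 library at 4 mM this list was not called (adjusted p = 0.792; over the alternatives from 2.23e-05 to 0.792), and XBP1 did not pass (0.117), nor did it without either library at 0 mM (0.0618 for 5637 and 0.0622 for UM-UC3 cells). Of the ribosomal protein genes, 6 of 75 rose and 0 fell by limma (16 and 0 at an unadjusted p under 0.05; 4 and 0 when adjusted over the list alone), with RPLP1 at 1.16 and RPS12 at 1.15 (camera adjusted p = 0.0128; adjusted p = 0.781 with an estimated correlation), while the medians of the lines had opposite signs. That list was not called without the UM-UC3 library at 0 mM (adjusted p = 0.159) or 4 mM (0.174, with the direction turned) or without both 4 mM libraries (0.219, with the direction turned; over the alternatives from 1.26e-07 to 0.942).
The 10 largest rises over both lines were those of NGFR (6.27), ATF3 (4.49), CCN2 (4.24), PEG10 (4.22), ASNS (4.17), which makes asparagine, DDIT3 (4.10), EGR1 (4.01), SERPINI1 (3.87), AP000692.2 (3.48) and PPP1R15A (3.42). ASNS did not pass without the 5637 library at 4 mM (adjusted p = 0.102; over the alternatives from 0.00268 to 0.570). AP000692.2 did not pass without the 5637 library at any dose or the UM-UC3 library at 1 or 2 mM (adjusted p from 0.0671 to 0.235). Without both 4 mM libraries 5 of the 10 did not pass, namely CCN2, ASNS, SERPINI1, AP000692.2 and PPP1R15A (adjusted p from 0.0651 to 0.561).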

How the results depend on the processing

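The fit without both 4 mM libraries was the alternative chosen after the result was seen. Over the alternatives, 2518 of 3452 values of named genes kept their direction and their side of the threshold, 867 kept their direction but no longer passed, 15 passed only there, and 52 changed sign. ENO1 and the glycolysis list had a negative slope over both lines in every alternative run, though not always past the threshold. The number of calls rests on the 4 mM libraries, on the term for the cell line and on a dose trend over 4 points, as the values below give it, and unknown depth limits what low genes can show. Where no cause is named, the cause was not tested. DESeq2 was not run, the stricter filter moved no count by over 1.5 times, and protein-coding genes alone, run for the count over both lines only, did not move that count by as much.
Without a filter, more genes are tested, and 1104 genes were called over both lines, 1676 in UM-UC3 cells, 318 for the difference and 5 enzymes. With the logarithm of the dose 3544 genes were called in 5637 cells, 1462 in UM-UC3 cells and 763 for the difference. With a log2 fold change of at least 1, 1455 genes were called over both lines. Melatonin at any dose against DMSO called 0 genes by limma over both lines, in either line and for the difference (947, 661, 264 and 210 at an unadjusted p under 0.05) and 0 enzymes (2 unadjusted), with ENO1 at -0.62. Without the replicate block, that is without the term for the cell line, the baseline difference between the lines enters the spread, and 3 genes were called (1674 unadjusted), 0 enzymes by limma (3 unadjusted), with ENO1 at -1.19 (adjusted p = 0.131). With 4 mM against DMSO alone, on 4 libraries, 68 genes and 0 enzymes (3 unadjusted, by limma) were called, with ENO1 at -1.17. Without both 4 mM libraries, on 6 libraries, 351 genes were called over both lines, 1151 in 5637 cells, 525 in UM-UC3 cells and 116 for the difference, and 0 enzymes by limma (8 unadjusted), with ENO1 at -1.02. With an estimated correlation the adjusted p of the glycolysis list was 0.495 over both lines and 0.405 in 5637 cells. By fry, which tests a list against no change and not against other genes, it was 0.0469 in UM-UC3 cells. With each library left out in turn, the ranges were 2287 to 4449 genes over both lines, 773 to 5758 in 5637 cells, 47 to 4347 in UM-UC3 cells, 63 to 3585 for the difference and 5 to 9 enzymes, -1.33 to -1.04 for ENO1, and an adjusted p of 7.54e-05 to 0.0202 for the glycolysis list over both lines, 2.30e-05 to 0.000355 in 5637 cells, 0.153 to 0.253 in UM-UC3 cells, and 0.296 to 0.406 for the CAMKK2 and AMPK list.
With rescaled libraries, log2 fold changes with the sign turned were -0.012 for CAMKK2 in 5637 cells, 0.061 for TPI1 for the difference between lines. With a pseudocount of 0.1, log2 fold changes with the sign turned were 0.79 for ALDH1A1 over both lines. With the logarithm of the dose, log2 fold changes with the sign turned were -0.023 for AKT1 for the difference between lines. With melatonin at any dose against DMSO, log2 fold changes with the sign turned were 0.27 for PFKFB4 and -0.40 for HK2 in 5637 cells, 0.021 for HIF1A and -0.0090 for LDHB in UM-UC3 cells, -0.019 for PFKFB4, 0.10 for CDKN1A, -0.24 for CDH2, -0.11 for AKT1, 0.046 for ALDOA and 0.016 for PGAM1 for the difference between lines; lists with the direction turned had an adjusted p of 0.942 for the ribosomal protein list, 0.479 for the heat shock list and 0.917 for the unfolded protein response list (difference between lines). Without both 4 mM libraries, log2 fold changes with the sign turned were 0.031 for CAMKK2 and -0.22 for HK2 over both lines, 0.48 for PFKFB4, 0.34 for CDH2 and -1.89 for HK2 in 5637 cells, 0.65 for PPARG, 0.21 for HIF1A and -0.077 for LDHB in UM-UC3 cells, -0.34 for PFKFB4, 0.98 for CDKN1A, -1.17 for CDH2, -0.51 for AKT1, -0.13 for GAPDH and 0.13 for PGAM1 for the difference between lines; lists with the direction turned had an adjusted p of 0.219 for the ribosomal protein list, 0.0586 for the heat shock list and 0.0178 for the unfolded protein response list (difference between lines). With 1 library left out in turn, log2 fold changes that changed sign ranged, lowest to highest, as follows: TP53INP2 -1.52 to 1.82, PFKFB4 -0.23 to 0.54, HAPLN1 -3.34 to 0.43 and ALDH1A1 -2.41 to 0.89 over both lines, ALDOA -0.25 to 0.063, PFKFB4 -1.0 to 0.48, CDH2 -1.98 to 0.34 and HK2 -1.89 to 1.68 in 5637 cells, SRR -0.34 to 0.82, PPARG -0.76 to 0.65, HIF1A -0.42 to 0.21 and LDHB -0.077 to 0.032 in UM-UC3 cells, BCL2 -0.65 to 0.21, PGK1 -0.10 to 0.23, CDH2 -1.43 to 0.90, AKT1 -0.61 to 0.30, TPI1 -0.48 to 0.12, CDKN1A -1.08 to 1.06 and SRR -1.05 to 0.33 for the difference between lines. The adjusted p of lists whose direction turned ranged 0.000141 to 0.972 for the respiratory chain list, 3.22e-06 to 0.986 for the unfolded protein response list (difference between lines), 1.26e-07 to 0.174 for the ribosomal protein list and 0.0202 to 0.348 for the heat shock list.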

Differences from the paper's values

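The fit without both 4 mM libraries, which is among the alternatives behind the ranges below, was chosen after the result was seen. For the glycolysis set, the paper's normalized enrichment score is about -1.3 in Fig. 2A, read by eye, and the value here, over the 6 melatonin libraries against the 2 DMSO libraries with a list written from general knowledge, was -1.86. It was -1.85 with rescaled libraries and, ranked by limma's dose trend over both lines and so for another comparison, -1.83 with preranked enrichment, and both alternatives, set before the data were examined, differ from the paper's value too. The paper's p is about 0.024 in Fig. 2A, and the values here were 0.000985, 0.00131 with rescaled libraries and 0.00166 with preranked enrichment, which both differ too. The paper's text gives neither the kind of permutation nor the groups compared. Here genes were permuted. The score and p depend on these choices and on the gene set, so the values are not like for like.
For ENO1 mRNA in UM-UC3 cells at 4 mM relative to DMSO, the paper's qRT-PCR value is about 0.33 in Fig. 2I, and the FPKM ratio here was 0.528, and 0.542 with rescaled libraries, which also differs. For SIRT1 mRNA in the same cells and dose, the paper's qRT-PCR value is about 17 in Supplementary Fig. S15B, and the FPKM ratio here was 1.43, and 1.47 with rescaled libraries, which also differs. The slope of SIRT1 in UM-UC3 cells did not pass the test. The FPKM ratios rest on 1 library each.
The paper reports no significant change of PPARG mRNA with melatonin, measured in UM-UC3 cells. Its FPKM ratio in UM-UC3 cells at 4 mM was 0.677, against about 0.97 by qRT-PCR in Supplementary Fig. S15A, and its slope there did not pass (log2 fold change -0.45, adjusted p = 0.269 from limma). In 5637 cells, which that measurement does not cover, PPARG fell from an FPKM of 53.4 to 10.3 (log2 fold change -2.19, adjusted p = 0.000397), although not without the 5637 library at 4 mM (adjusted p = 0.129), while it passed without both 4 mM libraries (log2 fold change -1.65; adjusted p over the alternatives from 0.000251 to 0.705).
The paper takes its GSEA results, which it does not show, as a sign of a possible activation of a CAMKK2 pathway. The camera test over both lines did not call the list that stands in for it here, with an adjusted p over the alternatives from 0.110 (by fry, which tests the list against no change) to 0.707. GSEA with the ranking by signal-to-noise met the paper's criterion of a normalized enrichment score above 1 and an unadjusted p under 0.05, also with rescaled libraries (1.55, p = 0.0281). SIRT1 is itself a member of that list.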

Other observations

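Among the results below, the values without both 4 mM libraries are of tests chosen after the result was seen. Genes of the cell cycle fell with the melatonin dose over both lines. Of the genes of the G1/S transition, 2 of 41 rose and 23 fell by limma (2 and 26 at an unadjusted p under 0.05; 2 and 25 when adjusted over the list alone). Among those that fell were RRM2, a subunit of ribonucleotide reductase (log2 fold change -1.65, adjusted p = 0.00183), MCM7 of the replicative helicase (-1.39, adjusted p = 0.00186), TYMS, which makes thymidylate (-1.79, adjusted p = 0.00189), and UHRF1 (-2.63, adjusted p = 0.00186). The genes that rose were PCNA (0.59) and SLBP (0.52). PCNA did not pass without any 1 library other than that of 5637 cells at 4 mM (adjusted p from 0.0547 to 0.103), and SLBP did not without that of 5637 cells at 0, 1 or 4 mM or of UM-UC3 cells at 1 or 4 mM (from 0.0512 to 0.0703). Of the genes of G2/M, 1 of 41 rose and 25 fell by limma (1 and 31 at an unadjusted p under 0.05; 1 and 29 when adjusted over the list alone), among them PLK1, a mitotic kinase (-1.85, adjusted p = 0.00183), PRC1 (-1.76, adjusted p = 0.00153) and BUB1B (-1.54, adjusted p = 0.00180), while CKS2 rose (1.39, adjusted p = 0.00453). Against all other genes, G1/S genes had an adjusted p of 1.33e-07 by camera (adjusted p = 0.495 with an estimated correlation) and G2/M genes of 1.77e-09 (adjusted p = 0.649 with an estimated correlation).
Of the genes of fatty acid synthesis, 2 of 18 rose and 7 fell by limma (3 and 10 at an unadjusted p under 0.05; 2 and 9 when adjusted over the list alone). FASN, the fatty acid synthase, fell (-1.54, adjusted p = 0.00186), as did ELOVL6, an elongase (-1.14, adjusted p = 0.00397), and SREBF1, a transcription factor of lipid synthesis (-1.26, adjusted p = 0.00858). ACSS2 and ACSL3 (0.65) rose, and ACSL3 did not pass without the library at 0 mM of 5637 (0.0613) or of UM-UC3 cells (0.0576). The list had a camera adjusted p of 0.0403 (adjusted p = 0.606 with an estimated correlation), and it was not called without the 5637 library at 0 mM (0.0615) or 4 mM (0.0627; over the alternatives from 0.00654 to 0.606). Of the targets of NRF2, a regulator of the response to oxidants, 5 of 19 rose and 1 fell by limma (7 and 2 at an unadjusted p under 0.05; 5 and 1 when adjusted over the list alone). SRXN1 (2.26), HMOX1 (2.21), GCLC (1.15), OSGIN1 (1.79) and FTL (0.93) rose and TKT (-0.82) fell. FTL did not pass without any 1 library other than that of UM-UC3 cells at 4 mM (adjusted p from 0.0528 to 0.217), and TKT did not without the 5637 library at 0 mM (0.0704) or 4 mM (0.0954). The NRF2 list was not called (adjusted p = 0.202; adjusted p = 0.707 with an estimated correlation), but it was without the 5637 library at 4 mM (0.0327) and without both 4 mM libraries (0.00774; over the alternatives from 0.00774 to 0.707).
The largest falls over both lines after CAV1 and KRT7 were those of KCNN4, a potassium channel (-3.20), TP63, a transcription factor of basal epithelium (-3.11), ARHGDIB (-2.83), CCDC9B (-2.74), TGM2 (-2.70), AMIGO2 (-2.69), PLAU, the urokinase (-2.69), and UHRF1.
The paper reports CDK4 and p21 by western blot, in UM-UC3 and T24 cells. CDK4 mRNA fell over both lines (log2 fold change -1.35, adjusted p = 0.00197) and CDKN1A, which encodes p21, rose (3.31, adjusted p = 0.00145), from an FPKM of 18.1 to 208 in 5637 cells and from 11.5 to 89.6 in UM-UC3 cells. Of the apoptosis proteins it reports, BCL2L11, which encodes Bim, rose (1.45, adjusted p = 0.00673) and BCL2 fell (-0.71, adjusted p = 0.0246). BCL2 did not pass without the 5637 library at 1 or 4 mM or the UM-UC3 library at 0, 1 or 4 mM (adjusted p from 0.0518 to 0.0686). H2AX mRNA fell (-0.90, adjusted p = 0.0483), while the paper reports the phosphorylated protein. That fall did not pass without any 1 library other than that of 5637 cells at 4 mM (from 0.0575 to 0.187).
Of the migration proteins the paper reports as lower, CDH2, which encodes N-cadherin, fell (-1.18, adjusted p = 0.0109), although its FPKM in 5637 cells was 33.6, 38.4, 37.9 and 14.0 at 0, 1, 2 and 4 mM. SNAI1, which encodes Snail, had a log2 fold change of 1.04 over both lines that did not pass (adjusted p = 0.0584), although it passed without the UM-UC3 library at 4 mM (0.0205). It rose in 5637 cells (1.77, adjusted p = 0.00185), though not without the 5637 library at 4 mM (adjusted p = 0.499). In UM-UC3 cells SNAI1 passed in no alternative (adjusted p of 0.327 or more from limma). Its FPKM was at most 2.75. The legends of the paper's blots of these migration proteins under melatonin name T24 cells (Supplementary Fig. S2F) or no line (Fig. 1I). The mRNA values of 5637 cells are therefore not set against protein of the same cells. MMP9 was below the filter, with FPKM values of 0, 0, 0 and 0.0389 in 5637 and 1.08, 0.402, 0.395 and 0.387 in UM-UC3 cells at 0, 1, 2 and 4 mM. AKT1 mRNA, for which the paper reports phosphorylation of the protein, fell (-0.83, adjusted p = 0.00648), and so did MKI67, which encodes Ki67 (-1.74, adjusted p = 0.00527), and SSRP1 (-0.96, adjusted p = 0.00641).
HIF1A mRNA fell over both lines (-0.67, adjusted p = 0.0490), though not without the 5637 library at any dose or the UM-UC3 library at 1 or 2 mM (adjusted p from 0.0717 to 0.260). In 5637 cells it went from an FPKM of 137 to 60.1, and in UM-UC3 cells from 35.8 to 31.8. PFKFB4 (0.12, adjusted p = 0.780) and SRR (0.26, adjusted p = 0.392) did not pass. Of the genes of melatonin receptors and binding proteins, 3 of 5 rose and 1 fell by limma (3 and 1 at an unadjusted p under 0.05; 3 and 1 when adjusted over the list alone). NQO2 (1.35), a quinone reductase that binds melatonin, and RORA (1.04) were among those that rose, and CALM3 fell, though not without the 5637 library at 1 or 2 mM or the UM-UC3 library at any dose (adjusted p from 0.0629 to 0.146), and the list was not called (adjusted p = 0.100; adjusted p = 0.649 with an estimated correlation).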
